# Brain miR-137 governs growth and development via GH/IGF-1 signaling

**DOI:** 10.1186/s12915-025-02306-8

**Published:** 2025-07-01

**Authors:** Keng-Mao Liao, Wei-Lun Hsu, Wan-Yi Huang, Wei-Jia Luo, Jung-Hsuan Chang, Sung-Liang Yu, Pan-Chyr Yang, Kang-Yi Su

**Keywords:** MiR-137, Growth retardation, IGF-1, GH resistance, Knockout mice

## Abstract

**Background:**

Brain-enriched miR-137 is highly associated with neuropsychiatric disorders and neural development. Although complete loss of miR-137 that leads to postnatal lethality had been addressed in mice, the underlying mechanism particularly related to growth and development remains unknown.

**Results:**

MiR-137-deficient mice (*Mir137*^−/−^) exhibited postnatal lethality, severe growth retardation, osteoporosis, fat atrophy, and hypothermia. Despite comparable serum growth hormone (GH) levels, IGF-1 levels in both liver and serum were significantly reduced, with compensatory upregulation of IGF-1 receptor expression in major organs. Reduced IGF-1 levels were not due to defects in GH secretion by the pituitary nor GH responsiveness of hepatocytes. Instead, impaired in vivo GH-induced p-STAT5 signaling suggested GH resistance in *Mir137*^−/−^. Conditional deletion of *Mir137* in the nervous system, but not in the liver, showed similar results, confirming the brain-specific role of miR-137. Transcriptomic analyses revealed that differentially expressed genes in the brain were enriched in development and neurogenesis while those in the liver showed diverse and less enrichments. IGF-1 reduction caused by miR-137 deficiency emerged as a central factor impacting the cell proliferation network to systemic growth.

**Conclusions:**

This study underscores the critical role of miR-137 in failure to thrive through regulation of the GH/IGF-1 axis and supports the use of *MiR137*^−/−^ as a disease model for GH resistance. Given the conserved miR-137 sequences between mice and humans, further human studies or clinical trials may validate its potential as a biomarker and therapeutic target for growth retardation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-025-02306-8.

## Background

MicroRNAs (miRNAs) are small non-coding RNA composed of 18–22 nucleotides that are derived from longer primary miRNA transcripts and processed by serial enzymatic activities such as Drosha and Dicer [1]. They are usually clustered within both inter-genic and intra-genic region of genome and transcribed in polycistronic transcripts. The expression pattern differed depending on different tissues and changes of miRNAs may represent pathological condition of specific origins [2]. Upon binding to corresponding target mRNAs containing the complementary sequence of seed region, miRNAs can regulate genes by either repressing translation or degrading their mRNAs [3]. One miRNA often targets multiple genes while a gene may, in turn, be regulated by multiple miRNAs. Therefore, the regulatory network between miRNA and genes may be complicated for pathogenesis of disease.

The brain was a complex organ responsible for controlling physiological function when facing internal and external stimulations. According to previous studies, although more than 70% miRNAs were expressed in the brain, only a very small proportion of miRNAs were brain-specific or brain-enriched [4, 5]. Accumulated evidences showed brain-enriched miRNAs were responsible for growth and development. In the mention of cardiovascular development, miR-128 had been reported to promote differentiation of cardiomyocyte progenitor cells for early heart development. miR-138 was necessary for the appropriate patterning of heart chamber while miR-218 was shown to be a vital factor for the heart tube formation [6–8]. Regarding skeletal and bone formation, miR-140 deficiency led to shortened limbs and miR-206 conferred to muscle development through regulating connexin43 [9, 10]. MiR-124 contributed to many aspects related to growth and development in the brain, such as cell proliferation, migration, memory formation, and neurodegeneration [11].

Mir-137 is also a brain-enriched microRNA with a highly conserved sequence across various species [12]. Based on target prediction analysis, miR-137 is potentially involved in cellular functions, metabolism, growth and development, and biological regulation [13]. Functional genomics and clinical studies have shown a strong association between miR-137 and neurological or psychiatric disorders. MiR-137 plays a crucial role in neural development and is also associated with schizophrenia [14–16]. Moreover, a significant downregulation of miR-137 has been observed in young patients with Parkinson’s disease [17]. Recently, miR-137 is reported it may mitigate autism-like behaviors through HIF-1α-dependent modulation of glycolysis and neuroinflammatory pathway [18]. The in vivo physiological role of miR-137 was also demonstrated by Cheng et al. using a gene-targeted mouse model [19]. Mice heterozygous for miR-137 deficiency exhibited neurological and cognitive abnormalities, including dysregulated synaptic plasticity, repetitive behavior, and impaired learning and memory. Notably, they also reported that complete whole-body or nervous system-specific loss of miR-137 resulted in reduced body and brain weights and postnatal lethality. However, the causal relationship between miR-137 deficiency and growth retardation had not been addressed. This prompted us to investigate the regulatory role and underlying mechanisms of miR-137 in systemic growth and development. Although organs such as the brain and liver are well-documented to participate in endocrine regulation of growth [20], few studies have explored the connection between brain-enriched microRNAs, growth retardation, and hormone signaling. We hypothesize that brain-specific miR-137 may regulate systemic growth and development through endocrine signaling. Accordingly, we generated miR-137-deficient mice (*Mir137*^−/−^) to explore the underlying mechanisms.

In the present study, we found mice deficient in whole body and nervous system specific miR-137, but not liver-specific miR-137, exhibited severe growth retardation and postnatal lethality. While serum growth hormone (GH) levels were comparable in wild-type mice (*Mir137*^+/+^) and *Mir137*^−/−^, the levels of IGF-1 in both liver and serum were significantly reduced in *Mir137*^−/−^, suggesting impaired hepatic IGF-1 synthesis. This defect was not due to insufficient GH secretion from the pituitary or impaired GH responsiveness in hepatocytes, resembling features of GH resistance. Transcriptomic and pathway analyses suggested that growth retardation in *Mir137*^−/−^ may result from systemic network dysregulation involving miR-137 target genes. In particular, IGF-1 was identified as a central molecule connecting cell proliferation signaling to systemic growth. Taken together, our findings reveal a novel link between miR-137, growth retardation, and GH/IGF-1 axis signaling. Whether miR-137 could serve as a growth-related biomarker or therapeutic target warrants further investigation.

## Results

### Mice deficient in miR-137 exhibit severe growth retardation and cause postnatal early lethality

The targeting vector was designed to insert one *lox*P site upstream of exon 2 and a neomycin resistant gene with a *lox*P site downstream of exon 3 which encoded miR-137 from the mouse predicted EST-based gene (ENSMUSESTT00000017155) locus on chromosome 3 (Fig. 1A). By introducing Cre recombinase in embryonic stem (ES) cells, we deleted *Mir137* in the germline and generated heterozygous *Mir137* whole body knockout mice. Mir-137 wild-type (*Mir137*^+/+^), heterozygous (*Mir137*^+/−^), and homozygous (*Mir137*^−/−^) mice were generated by *Mir137*^+/−^ mating with each other. After homologous recombination in ES cells, the *lox*P-floxed allele of *Mir137* was identified by the presence of a 17.6-kb *Avr*II-*EcoR*V fragment while the wild-type allele had a 15.7-kb fragment (Fig. 1B) in Southern blot analysis by using the probe (Fig. 1A). The genotype of mice was performed routinely by primer pairs I1U + I3D and I2U + I2D for knockout and floxed alleles identification, respectively (Fig. 1C). To guide the following analysis for physical developments, we profiled the expression pattern of miR-137 among organs and tissues (Fig. 1D). Mir-137 was highly enriched in the brain and pituitary gland than others, however, it was also expressed in the liver, heart, kidney, muscle, intestine, stomach, white adipose tissue (WAT), and brown adipose tissue (BAT). Interestingly, miR-137 deficient mice showed severe growth retardation at postnatal day 14 with gene dosage-dependent manner (Fig. 1E). The body weight of *Mir137*^+/+^, *Mir137*^+/−^, and *Mir137*^−/−^ had gradually and significantly decreased in both male and female mice (Fig. 1F). To confirm the deficiency of miR-137, the brain, liver, and skeletal muscle were checked for expression levels (Fig. 1G). Mir-137 was undetectable in *Mir137*^−/−^. To address the consequence of severe growth retardation, we observed *Mir137*^−/−^ were dead during postnatal one month while *Mir13*^+/+^ and *Mir137*^+/−^ had no significant survival reduction (Fig. 1H). To test whether the phenomenon of postnatal early lethality was caused by intrauterine growth restriction (IUGR), we monitored newborns at postnatal day 1 (Fig. 1I). There was no significant difference in both macroscopic abnormalities and body weight between each genotype suggested the miR-137 deficiency caused growth retardation was not due to IUGR. We further evaluated the weight and the ratio to body weight of major organs in each genotype (Fig. 1J). The results showed organs including the brain, liver, heart, lung, and kidney had significant reductions in *Mir137*^−/−^ than in *Mir137*^+/+^. However, the weight ratio of organ to whole body had no significant difference among all organs suggested miR-137 deficiency caused ubiquitous growth retardation. Taken together, miR-137 may participate in body growth based on the observation from *Mir137*^−/−^.

**Fig. 1:**
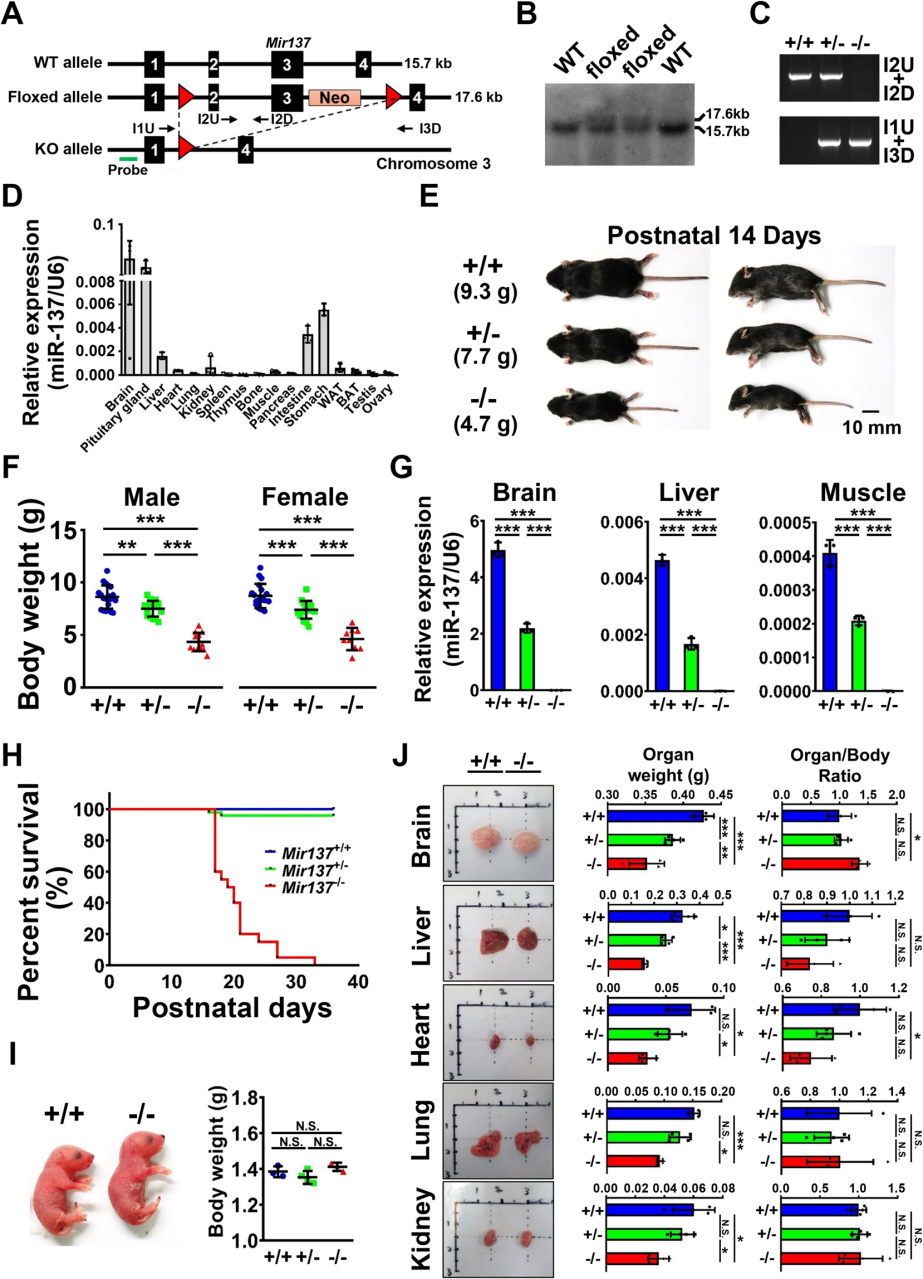
Mice deficient in miR-137 exhibited severe growth retardation and postnatal lethality. **A** Targeting strategy. The 12.6 kb targeting fragment containing loxP (the red triangle)-floxed mouse Mir137 locus containing exon 1–4 (numeric black squares) locus was used to replace endogenous wild-type Mir137 allele by homologous recombination. With introducing Cre recombinase, the exons 2–3 containing mature miR-137 were deleted to generate the knockout allele. The green line represented the probe for Southern blot and arrows represented primers for PCR genotyping. **B** Embryonic stem cells with *lox*P-floxed allele were confirmed by Southern blot. The molecular size was 15.7 kb for wild-type alleles and 17.6 kb for loxP-floxed alleles. **C** Genotyping by PCR. Primer pairs I2U plus I2D and I1U plus I3D were used to check wild-type and knockout alleles, respectively. PCR products were 580 bp in size for wild-type and 600 bp in size for knockout alleles. **D** Expression profiling of miR-137 by Taqman RT-PCR (*n* = 3 for each organ). The *U6* was used as internal control for normalization. **E** Photographs of wild-type (+/+, *n* = 3), *Mir137* heterozygous knockout mice (+/−, *n* = 4), and *Mir137* homologous knockout mice (−/−, *n* = 3) at postnatal day 14. **F** Quantification of body weights of +/+, +/−, and −/− mice at postnatal day 14 (male, *n* = 19, 17, 13; female, *n* = 19, 17, 9). **G** miR-137 expression in brains, livers, and muscles of each genotype by Taqman RT-PCR. The *U6* was used as internal control for normalization (*n* = 4 for each group). **H** Survival curve of +/+, +/−, and −/− mice from the date of birth (*n* = 35, 48, and 20 for +/+, +/−, and −/−, respectively). **I** Left panel, the photograph of +/+ and −/− neonatal mice (postnatal day 1); right panel, quantification of body weights (*n* = 3–4 for each group). **J** Macroscopic analysis of major organs. Left panel, photographs of major organs from +/+ and −/− mice; right panel, quantification of organ weights and organ/body ratios in +/+, +/−, and −/− mice. (*n* = 3–4 for each group) Data was presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001 by Student’s *t* tests; N.S., non-significant

### miR-137 deficiency conferred to abnormal bone formation, fat tissue atrophy, hypoglycemia, and hypothermia

#### Abnormal bone formation

Since *Mir137*^−/−^ exhibited severe growth retardation, we further performed histopathological analysis in major organs (Additional file 1: Fig. S1). There was no macroscopic abnormality in structures and compositions. However, organs highly related to body growth such as bone and white adipose tissue showed significant defects in *Mir137*^−/−^ (Fig. 2). In bone formation, H&E staining showed *Mir137*^−/−^ had osteopenia with loss of bone mass at the distal femur condyle compared with *Mir137*^+/+^ (Fig. 2A). A micro-CT analysis was performed to evaluate the architecture and bone structural of the distal femur (Fig. 2B). *Mir137*^−/−^ showed severe osteopenia with less epiphyseal trabecular bone in the cross-sectional area. Quantification of trabecular bone (TB) volume and bone mineral density (BMD) showed both parameters were significantly reduced in *Mir137*^−/−^ than in *Mir137*^+/+^ (Fig. 2C). To further confirm whether the osteogenesis was affected due to miR-137 deficiency, we tested markers related to bone formation including runt related transcription factor 2 (*Runx2*), integrin binding sialoprotein (*Ibsp*), osterix (*Sp7*), alkaline phosphatase (*Alpl*), and type I collagen alpha 1 (*Col1a1*) in the bone tissue (Fig. 2D). All these signatures were significantly reduced in *Mir137*^−/−^ suggested miR-137 deficiency conferred to defects in bone formation.

**Fig. 2:**
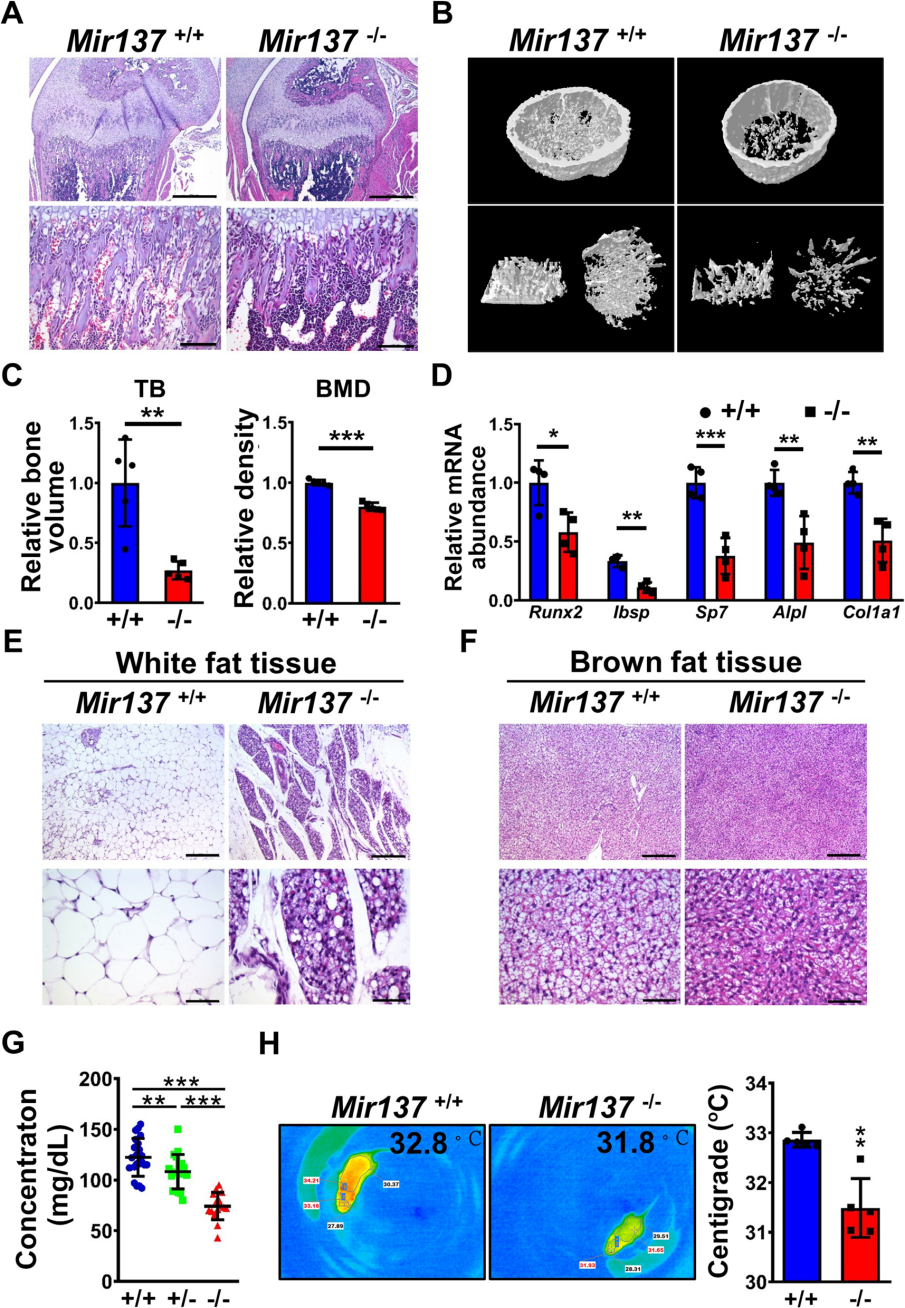
miR-137 deficiency caused defects in bone formation, fat tissues atrophy, hypoglycemia, and hypothermia. **A** Histopathological analysis of bone in miR-137 wild-type (*Mir137*^+/+^) and deficient (*Mir137*^−/−^) mice. Scale bars represented 500 (upper) and 100 (lower) μm. **B** Micro-CT analysis for trabecular bones of *Mir137*^+/+^ and *Mir137*^−/−^. **C** Quantification of trabecular bone volume and bone mineral density by micro-CT in *Mir137*^+/+^ (+/+) and *Mir137*.^−/−^ (−/−). **D** Real-time QPCR analysis of genes related to osteogenesis (*n* = 4–5). **E** Histopathological analysis of white fat tissue. Scales bars represented 200 (upper) and 50 (lower) μm. **F** Histopathological analysis of brown fat tissue. Scale bars represented 200 (upper) and 50 (lower) μm. **G** Blood glucose tests in postnatal day 14 by Accu-Check blood glucose meter (*n* = 22, 19, and 15 for +/+, +/−, and −/−, respectively). **H** Left panel, body temperature measurement by infra-red thermograph; right panel, quantification of body temperature (*n* = 5 for each group). Data was presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001 by Student’s *t* tests; N.S., non-significant. *Runx2*, Runt related transcription factor 2; *Ibsp*, Integrin binding sialoprotein; *Sp7*, Osterix; Alpl, Alkaline phosphatase; *Col1a1*, Collagen type I alpha 1

#### Fat tissue atrophy

In addition, we also found the composition of fat body in *Mir137*^−/−^ was severely reduced (Additional file 1: Fig. S2A, left). Both inguinal WAT and inter-scapular BAT were less in *Mir137*^−/−^ and *Mir137*^+/−^ than in *Mir137*^+/+^ (Additional file 1: Fig. S2A, right). Since adipose tissue was highly related to body growth, homeostasis, and energy balance, we performed histopathological analysis in WAT and BAT (Fig. 2E and F). Compared with *Mir137*^+/+^, *Mir137*^−/−^ showed atrophy phenomena. According to the result that miR-137 was higher expressed in WAT than in BAT (Additional file 1: Fig. S2B), we tested whether loss of miR-137 induced WAT browning in atrophied fat. Transcriptional mRNA levels of markers for begging were evaluated and only *Tbx1* had significant upregulation in WAT of *Mir137*^−/−^ suggested atrophy of WAT may be not caused by hyper-browning (Additional file 1: Fig. S2C).

#### Hypoglycemia and hypothermia

The atrophy of adipose tissue may cause lack of energy and hypothermia, we further tested the blood glucose level and body temperature of mice (Fig. 2G and H). *Mir137*^−/−^ showed significant hypoglycemia under starvation condition and hypothermia compared with *Mir137*^+/+^. Taken together, miR-137 deficiency contributed to impairments of body composition and physiological energy homeostasis.

### Impairment of hepatic IGF-1 production in *Mir137*^−/−^

IGF-1 is a critical hormone that manages the effects of growth hormone (GH) and body growth. GH/IGF-1 axis promotes normal growth of bones and tissues. The hepatocyte receives GH signal to express downstream genes including *Igf-1*, insulin-like growth factor binding protein acid labile subunit (*Igfals*), insulin-like growth factor-binding protein 3 (*Igfbp3*), and suppressor of cytokine signaling 2 (*Socs2*) [21, 22]. We tested whether the level of IGF-1 had significant changes due to miR-137 deficiency. Firstly, the transcriptional level of hepatic *Igf1* other GH downstream genes including *Igfbp3*, *Igfals*, and *Sosc2* were reduced while *Igf1r* had a slight increase (Fig. 3A). IGF-1 protein levels in circulation and liver lysate had significant reductions in *Mir137*^−/−^ confirmed by ELISA (Fig. 3B, *p* < 0.001 by Student’s *t* tests across genotypes) or Western blot (Fig. 3C). Among *Mir137*^+/+^ and *Mir137*^−/−^, circulating IGF-1 levels were also highly correlated to the body weight and genotypes (Additional file 1: Fig. S3). Although IGF-1 was majorly produced by the liver, we further tested whether IGF-1 from other organs had significant changes due to miR-137 deficiency (Fig. 3D). The result showed *Igf1* transcriptional levels in the brain, skeletal muscle, heart, lung, and bone had no significant difference between genotypes supported by hepatic IGF-1 majorly conferred to body growth. However, *Igf1r* expression in some of these organs had significant upregulation in *Mir137*^−/−^ suggested reduced IGF-1 levels leaded to compensatory upregulation in its receptor (Fig. 3E). We also tested whether the downstream signaling of organs, phosphorylation of AKT and ERK, was impacted by reduced IGF-1 (Additional file 1: Fig. S4). It indicated that despite the increased expression of *Igf1r*, these organs were still unable to compensate for the growth retardation caused by IGF-1 reduction. To directly verify whether brain miR-137 can interfere with GH-induced hepatic IGF-1 production through alternative mechanisms, without GH disruption, we conducted further tests. We also aimed to determine whether miR-137 deficiency, leading to reduced hepatic IGF-1, was indeed the primary cause of growth retardation. *Mir137*^−/−^ were administrated with exogenous upstream brain miR-137 supplementation or downstream IGF-1 treatment to validate the role of miR-137 in GH/IGF-1 signaling and IGF-1 production. MiR-137 mimic was administrated intracranially and IGF-1 intraperitoneally to mice at postnatal day 1, with subsequent monitoring of body weight and survival (Additional file 1: Fig. S5). While miR-137 alone or combined with IGF-1 partially improved weight loss and early mortality in *Mir137*^−/−^, the outcomes were not comparable to those in *Mir137*^+/+^. These results indicated miR-137 had impacts on hepatic IGF-1 production followed by impairing downstream signaling among systemic organs related to body growth.

**Fig. 3:**
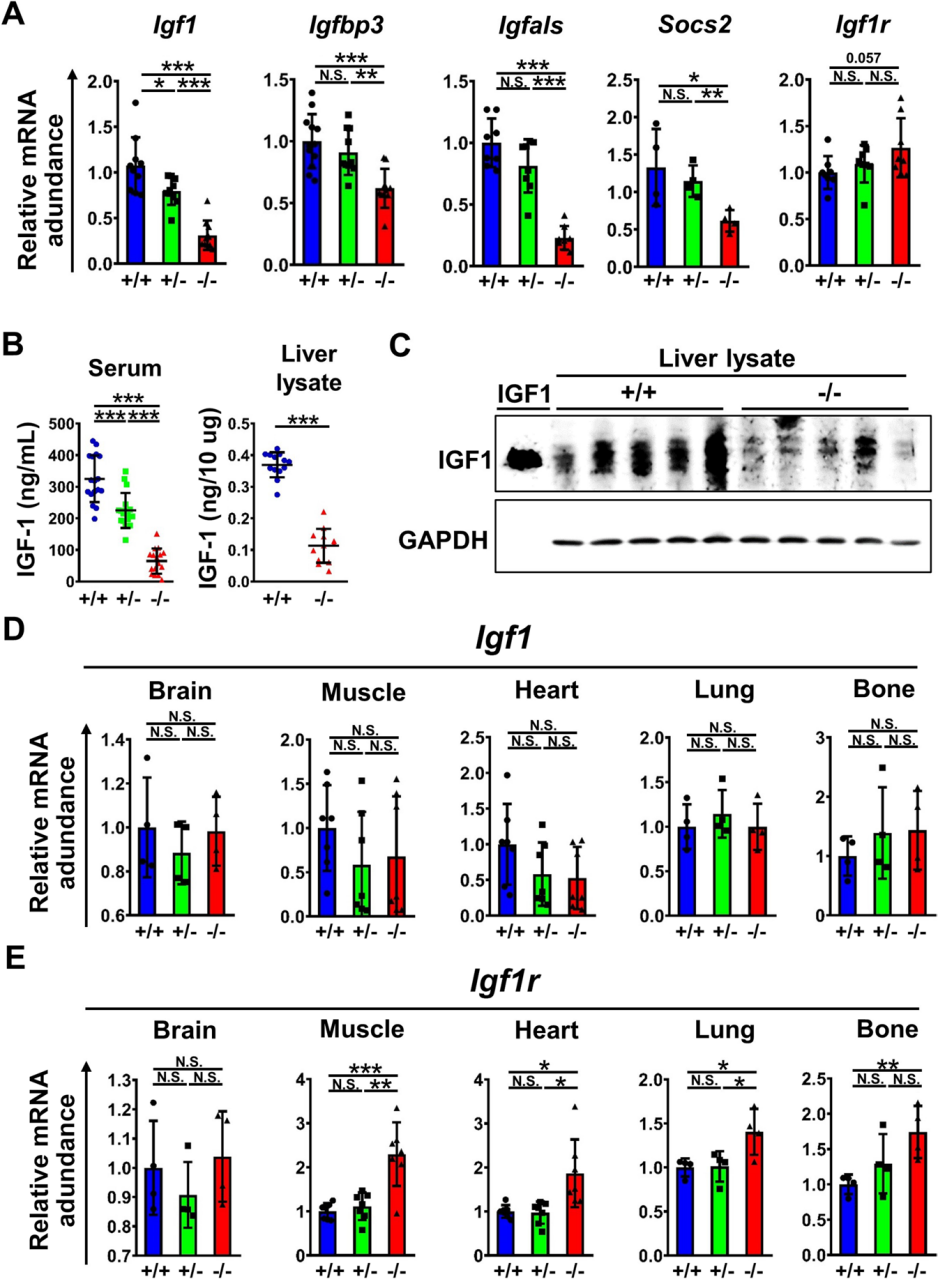
Impaired IGF-1 production and signaling in miR-137 deficient mice. **A** Expression levels of hepatic *Igf1* and *Igf1* associated genes including *Igfbp3*, *Igfals*, *Socs2*, and *Igf1r* in *Mir137*^+/+^ (+/+), *Mir137*^+/−^ (+/−), and *Mir137*^−/−^ (−/−) mice by Real-time QPCR (*n* = 8–10 for each group). **B** Serum IGF-1 (*n* = 17, 17, and 16 for +/+, +/−, and −/−, respectively) and hepatic IGF-1 (*n* = 13 for +/+ and 12 for −/−) measurements by ELISA. **C** Liver IGF-1 protein level by Western blot (*n* = 5). **D** Expression of *Igf1* mRNA levels in major organs by real-time QPCR (*n* = 4–7 for each group). **E** Expression of *Igf1r* mRNA levels in major organs by real-time QPCR (*n* = 4–7 for each group). Data was presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001 by Student’s *t* tests; N.S., non-significant. *IGF-1*, Insulin-like growth factor-1; *Igfbp3*, Insulin-like growth factor binding protein 3; *Igfals*, Insulin-like growth factor binding protein acid labile subunit; *Socs2*, Suppressor of cytokine signaling 2; *Igf1r*, Insulin-like growth factor1 receptor

### miR-137 regulated hepatic IGF-1 production by cell non-autonomous pathway

Since IGF-1 production was reduced in the liver of *Mir137*^−/−^, there were two issues we should address including whether reduced hepatic IGF-1 was caused by miR-137 deficiency in the liver and whether the GH releasing from the upstream of brain had defects. Hepatic IGF-1 was synthesized by GH stimulation, growth hormone receptor (GHR) signaling was further mediated through JAK2-STAT5 pathway [23]. We found activated phosphor-STAT5 (p-STAT5) was significantly downregulated in *Mir137*^−/−^ liver compared with that in *Mir137*^+/+^ (Fig. 4A). This phenomenon was comparable to previous results that the IGF-1 level and downstream p-STAT5 were significantly reduced in the liver but no other organs (Fig. 3 and additional file 1: Fig. S6). We further tested whether the reduced p-STAT5 was caused by the absence of miR-137 in the liver by the experiment of in vitro GH treatment on isolated primary hepatocytes (Fig. 4B). Phospho-STAT5 in *Mir137*^−/−^ hepatocytes was comparable with that in *Mir137*^+/+^ hepatocytes with dosage-dependent manner after exogenous GH stimulation suggested that liver miR-137 had no significant impact on hepatic IGF-1 production. Based on this observation, we tested whether the production or secretory of GH in the pituitary gland which led to hepatic IGF-1 expression had affected in *Mir137*^−/−^. Histopathological analysis showed that eosinophilic stained GH of somatotrophs cells on H&E staining were decreased in *Mir137*^−/−^ compared with that in *Mir137*^+/+^ (Fig. 4C). In addition, we further evaluated transcriptional levels of hormones including *Gh*, *Tshb*, and *Pomc* in the pituitary grand (Fig. 4D). Only *Gh* but not *Tshb* and *Pomc* had significant reduction in *Mir137*^−/−^. Among regulators of GH production and releasing including *Ghrh* (growth hormone releasing hormone), *Ghrhr* (growth hormone releasing hormone receptor), *Sst* (somatostatin), and *Sstr* (somatostatin receptor) family, only *Sstr1* had significant upregulation in *Mir137*^−/−^ (Fig. 4E). In contrast to the pituitary gland, the serum level of GH by ELISH analysis showed a significant upregulation in *Mir137*^−/−^ suggested miR-137 deficiency may lead to GH resistance (Fig. 4F). To corroborate this hypothesis, we treated mice with over-dose GH followed by p-STAT5 evaluation in the liver (Fig. 4G). Compared with *Mir137*^+/+^ and *Mir137*^+/−^, *Mir137*^−/−^ exhibited significant reduced p-STAT5 after GH treatments. In addition to exogenous GH stimulation, we further used ghrelin which could facilitate endogenous GH releasing from the pituitary gland to test whether GH releasing was impaired in *Mir137*^−/−^ (Fig. 4H and I). After treatments with different dose of ghrelin, although secretory GH was all upregulated among all genotype mice (Fig. 4H), p-STAT5 was significantly reduced in *Mir137*^−/−^ compared with that in *Mir137*^+/+^ (Fig. 4I). The expression of *Ghr*, on major organs, was significantly decreased in the liver and brain of *Mir137*^−/−^ (Additional file 1: Fig. S7). These results suggested that growth retardation in *Mir137*^−/−^ was due to GH resistance, where GH failed to induce sufficient IGF-1 production in vivo.

**Fig. 4:**
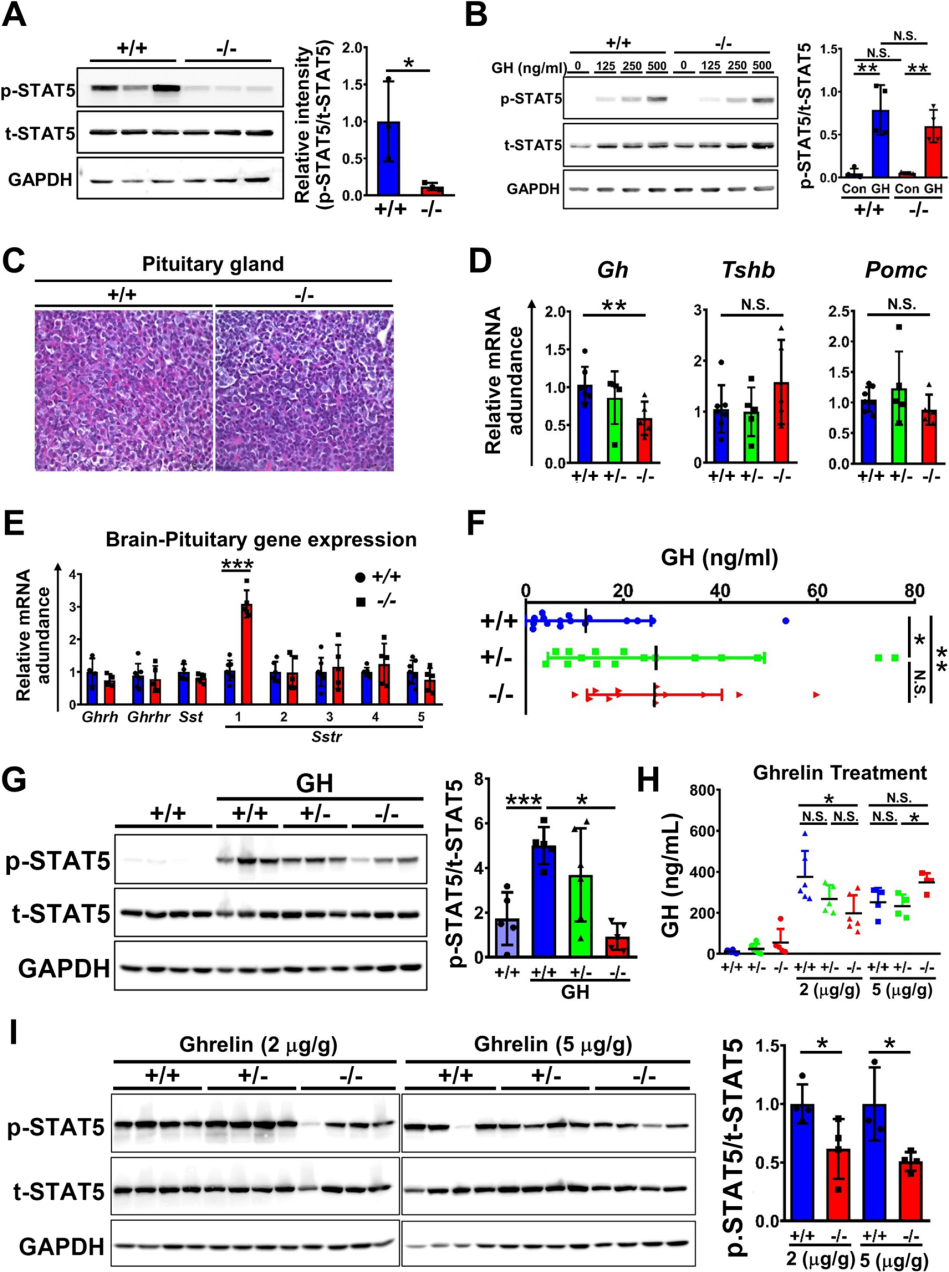
miR-137 deficiency led to growth hormone (GH) resistance through non-cell autonomous signaling. GH/IGF-1 axis signaling was tested in *Mir137*^+/+^ (+/+) and *Mir137*^−/−^ (−/−) mice for elucidating the cause of reduced IGF-1. **A** Testing of p-STAT5, a downstream mediator of GH, in the liver by Western blot (left panel). Quantification of p-STAT5 was presented as the ratio of p-STAT5/t-STAT5 (right panel) (*n* = 3). **B** Exogenous recombinant GH treatment on primary isolated hepatocytes from 14-day-old mice to test the responsiveness of GH in vitro. The p-STAT5 was measured by Western blot (left panel). Quantification of p-STAT5 was presented as the ratio of p-STAT5/t-STAT5 (right panel) (*n* = 4). **C** Histopathological analysis of pituitary gland by H&E staining. **D** Expression of hormones including *Gh, Tshb*, and *Pomc* in the mouse pituitary gland by real-time QPCR (*n* = 5–7). **E** The expression level of genes related to GH releasing regulation by real-time QPCR (*n* = 4–7). **F** Serum GH levels testing by ELISA (*n* = 16). **G** The p-STAT5 of liver in mice after GH treatment by Western blot. Postnatal day 14 mice were treated with GH (250 μg/kg) by intraperitoneal injection for 15 min followed by Western blot for liver pSTAT-5 evaluation (left panel). Quantification of p-STAT5 was presented as the ratio of p-STAT5/t-STAT5 (right panel) (*n* = 5–6). **H** Serum GH testing in mice after ghrelin stimulation by ELISA. Postnatal day 14 mice were treated with ghrelin (2–5 μg/g) by intraperitoneal injection for 15 min follow by serum GH measurement (*n* = 4–6). **i** The p-STAT5 of liver in mice by Western blot after ghrelin treatment. Livers of mice after ghrelin treatment were collected and performed Western blot for p-STAT5 evaluation (left panel). Quantification of p-STAT5 was presented as the ratio of p-STAT5/t-STAT5 (right panel) (*n* = 3–4). Data was presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001 by Student’s *t* tests; N.S., non-significant. *Gh*, Growth hormone; *Tshb*, Thyroid-stimulating hormone, beta subunit; *Pomc,* Proopiomelanocortin

### Growth retardation in *Mir137*^−/−^ was not caused by starvation and metabolic defects

Since malnutrition which referred to deficiencies in energy or nutrient uptake commonly caused growth retardation, we tested expression levels of hepatic *Fgf21* and *Sirt1*, key genes for *Igf1* inhibition under malnutrition condition [24, 25]. Both these two genes had no significant difference between *Mir137*^+/+^, *Mir137*^+/−^, and *Mir137*^−/−^ (Fig. 5A). The serum FGF21 levels were significantly upregulated in *Mir137*^−/−^ compared with *Mir137*^+/+^ (Fig. 5B). The correlation between serum FGF21 and body weights or serum IGF-1 was analyzed by the scatter plot (Fig. 5C). The result showed there was no significant correlation between these factors. We further tested whether metabolism was affected in *Mir137*^−/−^. Genes related to glycolysis, gluconeogenesis, and ketogenesis in the liver were tested by real-time QPCR (Fig. 5D). Only *Pdk-4* and *Ldhb* were upregulated in *Mir137*^−/−^ than in *Mir137*^+/+^. In addition, we also evaluated the formation of autophagy, a marker for mice starvation. The results showed the ratio of LC3II/LC3I had no significant difference between *Mir137*^+/+^ and *Mir137*^−/−^ (Fig. 5E). Taken together, growth retardation in miR-137 deficient mice was not the consequence of starvation.

**Fig. 5:**
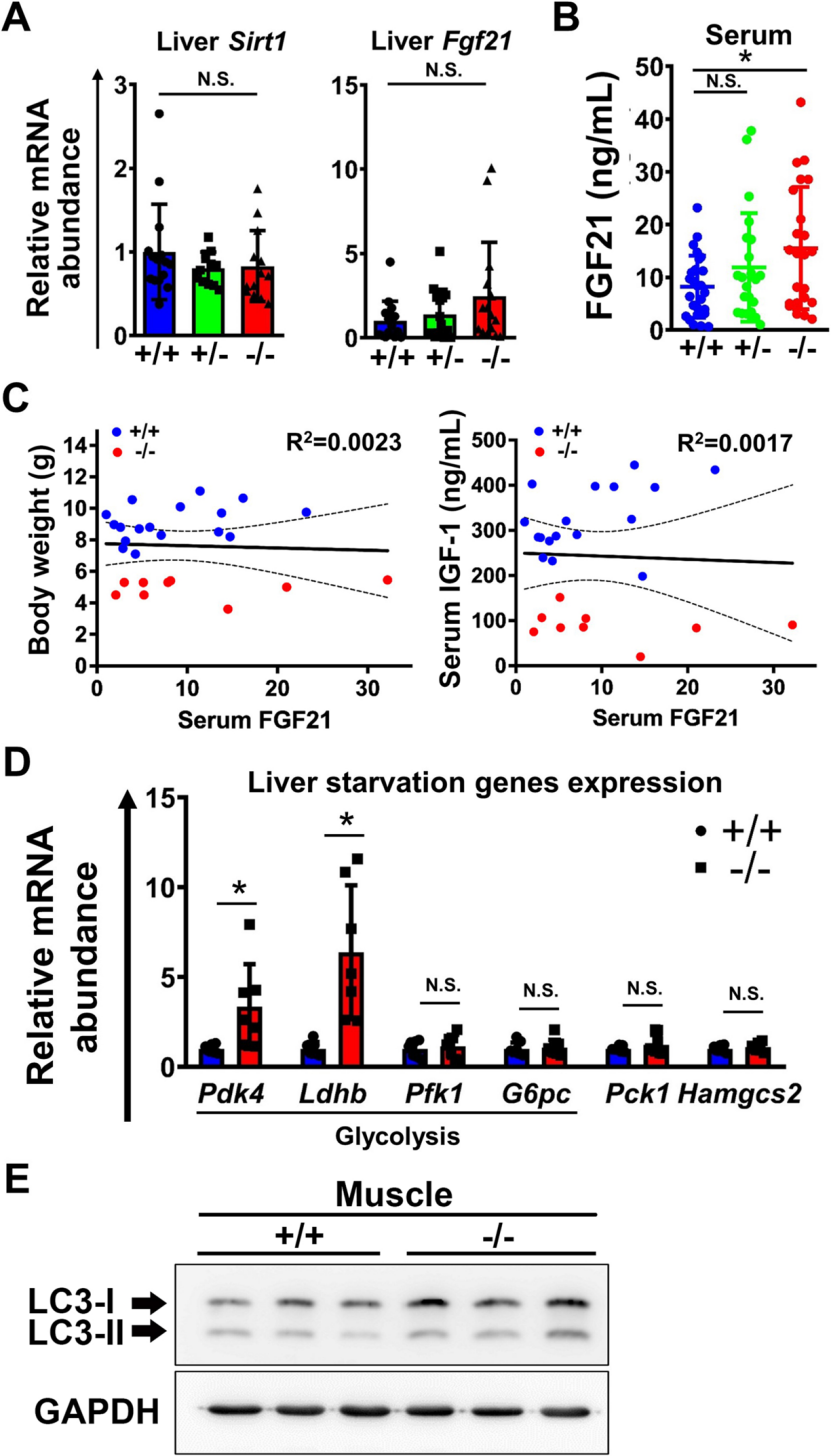
Growth retardation in miR-137 deficient mice (*Mir137*.^−/−^, −/−) was not caused by starvation or metabolic abnormalities. **A** The expression levels of *Sirt1* and *Fgf21* by real-time QPCR (*n* = 10–15). **B** Serum FGF21 measurement by ELISA (*n* = 26, 22, and 23 for +/+, +/−, and −/−, respectively). **C** Scatter diagram and correlation coefficient of body weight to serum FGF21 and serum IGF-1 to serum FGF21. **D** The expression levels of genes related to starvation or metabolism by real-time QPCR (*n* = 3–4). **E** The expression levels of autophagy signature, LC3, by Western blot (*n* = 3). miR-137 wild-type, heterozygous knockout, and homozygous knockout mice were represented as +/+, +/−, and −/−, respectively. Data were presented as the mean ± SD. *p < 0.05; **p < 0.01 by Student’s *t* tests; N.S., non-significant. *Sirt1*; AD-dependent deacetylase sirtuin-1); *Fgf21*; Fibroblast growth factor 21; *Pdk4*, Glycolysis genes: pyruvate dehydrogenase kinase 4, *Ldhb,* Lactate dehydrogenase B, *Pfk1,* Phosphofructokinases 1, *G6pc,* Glucose-6-phosphatase; *Pck1,* gene: Carboxykinase1 (Gluconeogenesis); *Hamgcs2,* 3-hydroxy-3-methylglutaryl-CoA synthase 2 (Ketogenesis gene); LC3, Microtubule-associated protein 1A/1B-light chain 3

### Brain specific miR-137 deficiency majorly caused growth retardation

Although miR-137 was highly enriched in the brain, we would like to further test whether the reduction of hepatic IGF-1 and growth retardation were the consequences of miR-137 deficiency specific in the brain. In addition to elucidate this cell autonomous issue, the brain and liver (as a control) specific conditional miR-137 knockout mice were generated by crossing *lox*P-floxed in *Mir137* locus (*Mir137*^*loxP*/*loxP*^) mice with nestin-Cre or albumin-Cre transgenic mice, respectively (Additional file 1: Fig. S8). Mir-137 was significantly and obviously reduced in the brain or liver in corresponding conditional knockout mice by crossing *Mir137*^*loxP*/*loxP*^ with nestin-Cre or albumin-Cre, respectively (Fig. 6A). Mice specific deficient in brain miR-137 exhibited significant reduction in body sizes and weights similar with previous results shown in whole-body miR-137 deficiency while liver miR-137-specific deficient mice had no significant difference in body sizes and weights compared with *Mir137*^*loxP*/*loxP*^ (Fig. 6B). The histopathological analysis showed that there was no macroscopic abnormality in structures and compositions in brain-specific *Mir137*^−*/*−^ similar with whole-body *Mir137*^−*/*−^ (Additional file 1: Fig. S9). Thinner bones and fat atrophy were found in brain-specific *Mir137*^−*/*−^ (Additional file 1: Fig. S10). To confirm the consequence of brain-specific miR-137 deficiency on GH/IGF-1 signaling, the downstream signaling of GH was tested. The p-STAT5 in the liver after GH treatment in brain-specific but not liver-specific miR-137 deficient mice showed significant reductions in *Mir137*^−/−^ compared with that in *Mir137*^+/+^ (Fig. 6C). The corresponding expression levels of *Igf1*, *Igfals*, and *Igfbp3* were also tested (Fig. 6D). Results showed mRNA levels of *Igf1*, *Igfals*, and *Igfbp3* significantly decreased in brain-specific miR-137 deficient mice while these phenomena were absent in liver-specific miR-137 deficient mice. Taken together, the growth retardation in *Mir137*^−/−^ was caused majorly by brain loss of miR-137 rather than miR-137 deficiency in the liver.

**Fig. 6:**
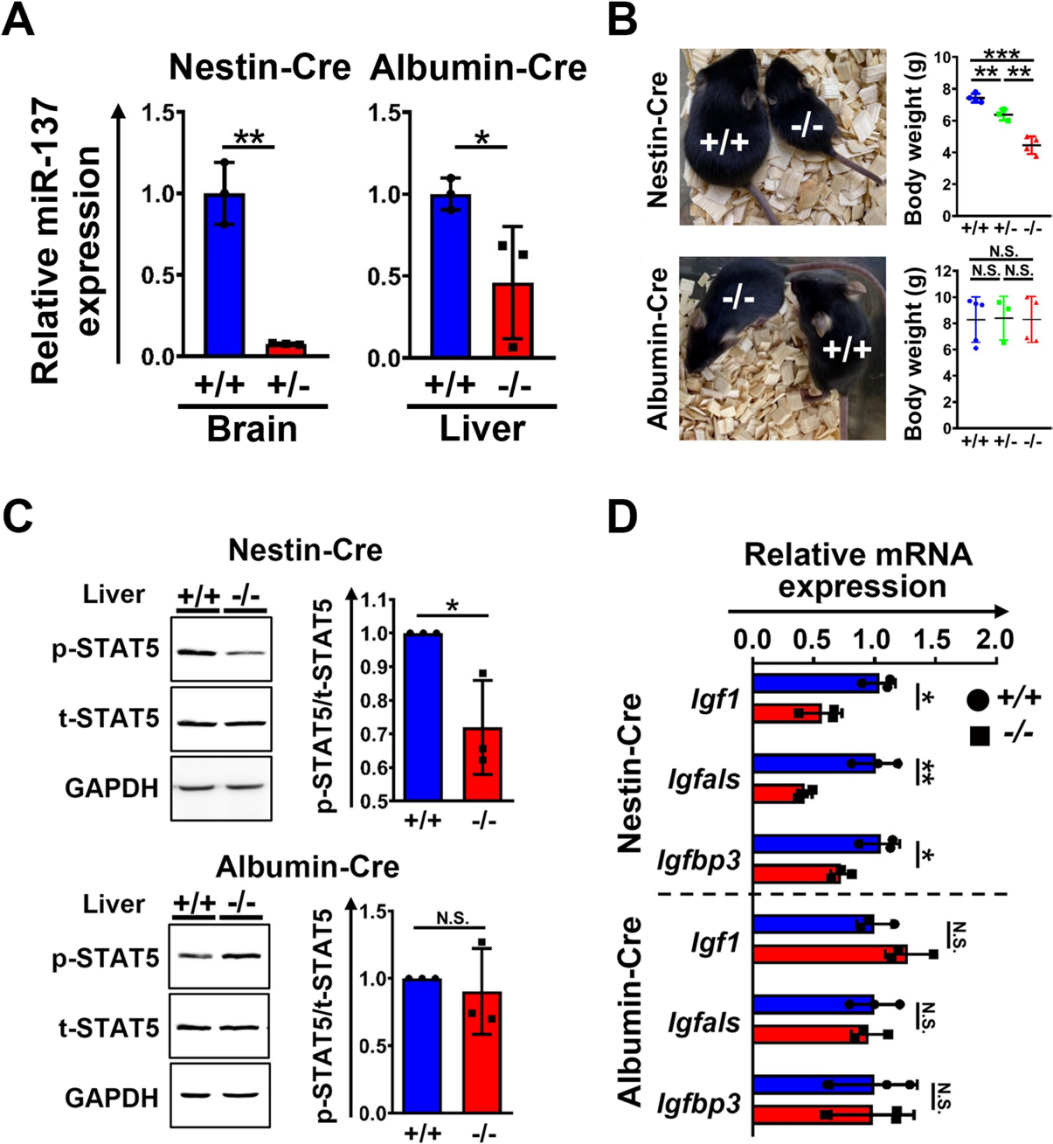
Nervous system but not liver-specific miR-137 deficiency conferred to growth retardation. **A** Expression of miR-137 in the brain and liver by Taqman QPCR (*n* = 3). **B** Photographs and body weight recording of postnatal day 14 nervous system and liver specific miR-137 deficiency mice (*n* = 3–5). **C** Expression of liver p-STAT5, a GH downstream mediator, in nervous system and liver-specific miR-137-deficient mice by Western blot. Quantification of p-STAT5 was presented as the ratio of p-STAT5/t-STAT5 (*n* = 3). **D** Expression of GH responsive genes including *Igf1*, *Igfals*, and *Igfbp3* by real-time QPCR (*n* = 3). Data were presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001 by Student’s *t* tests; N.S., non-significant. *Igf1,* Insulin-like growth factor1; *Igfbp3,* Insulin-like growth factor binding protein 3; *Igfals,* Insulin-like growth factor binding protein acid labile subunit

### miR-137 sustains growth and development through IGF-1-mediated systemic regulatory network

Since miR-137 deficiency leaded to severe growth retardation and systemic developmental defects, we further elucidated the mechanism and molecular regulation involved in miR-137-mediated growth hormone/IGF-1 defects. RNAs from postnatal day 14 mice of *Mir137*^+/+^ and *Mir137*^−/−^ were studied through whole-genome transcriptomic analysis using expression cDNA microarray followed by enrichment and pathway analysis to identify enriched biological hallmarks and gene ontology in the brain (Fig. 7) and liver (Fig. 8) due to miR-137 deficiency. 

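The brain samples came from 3 *Mir137*-/- and 3 *Mir137*+/+ mice at postnatal day 14, with 1 Affymetrix array of type Mouse430_2 for each sample. On this platform a probe set is a group of short oligonucleotides directed at 1 transcript, and several probe sets can stand for the same gene. The methods describe RNA from individual male mice, and the amount of total RNA they give differs from the amount in the sample descriptions. The authors deposited 1 log2 expression value per array for each of 45037 probe sets. By the methods these were made with RMA, which corrects the background, normalizes between arrays and combines the probes of a set. Values ranged from 2.00 to 14.2 over the arrays and were not centred on a baseline for each probe set, so the baseline to mean step of the methods is not in them. The median of an array was 5.75 to 5.76 in *Mir137*-/- and 5.81 to 5.86 in *Mir137*+/+. The authors' deposited table also gives an average per genotype, a fold change, a p-value and an adjusted p-value. Their p-value was within 1% of the p-value computed here for 100% of the probe sets. Their *Mir137*+/+ average differed from the plain mean of the 3 arrays by more than 0.1 in 22.4% of the probe sets, and in 93.0% of these replicate 1 was the array farthest from the median of the 3. Their *Mir137*-/- average differed from the mean to that extent in 1.44% of the probe sets. Here the genotypes were compared on the log2 values with limma, which fits a linear model to each probe set and draws its variance towards that of all probe sets. The p-values were adjusted over all probe sets by the Benjamini-Hochberg method. A probe set was called different at an adjusted p below 0.05 with a fold change over 1.5, the threshold stated in the methods. A gene with several probe sets was represented by the one with the highest mean, or by the one that Table S4 names. The SD between arrays of the same genotype had a median over probe sets of 0.0583 in *Mir137*-/- and 0.141 in *Mir137*+/+, and of 0.0500 in *Mir137*+/+ without replicate 1. The number of arrays limits the precision of each value. The deposited annotation assigns no probe set to *Mir137* itself, so the genotype of each array rests on its label.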

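In a principal component analysis of all 45037 probe sets on the 6 brain arrays, the first component held 69.8% of the variance and the second 18.3%. The *Mir137*-/- arrays lay together on the first component, with scores of 24.5, 26.5 and 28.1. The *Mir137*+/+ arrays were spread more widely, at -63.1 for replicate 1, -7.05 for replicate 2 and -8.88 for replicate 3. On the second component replicate 1 of *Mir137*+/+ had a score of 17.6 and lay on the side of the *Mir137*-/- arrays (7.87 to 11.6), while replicates 2 and 3 had scores of -20.7 and -24.8. Without that replicate the first component held 71.5% of the variance, and the genotypes lay at 16.4 to 21.6 and at -26.2 and -30.2. The mean correlation distance, 1 minus Pearson's r across probe sets, was 0.00115 within *Mir137*-/-, 0.00603 within *Mir137*+/+ and 0.00779 between the genotypes. Replicate 1 of *Mir137*+/+ was at a mean distance of 0.00829 from the other *Mir137*+/+ arrays and of 0.0141 from the *Mir137*-/- arrays. Distance between genotypes exceeded that within genotypes by 0.00420, the largest excess among the 10 ways to split the arrays into 3 and 3 (one-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Leaving out replicate 3 of *Mir137*-/- moved this p the most, to 0.3 by the same exact test.

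**Figure D1:**
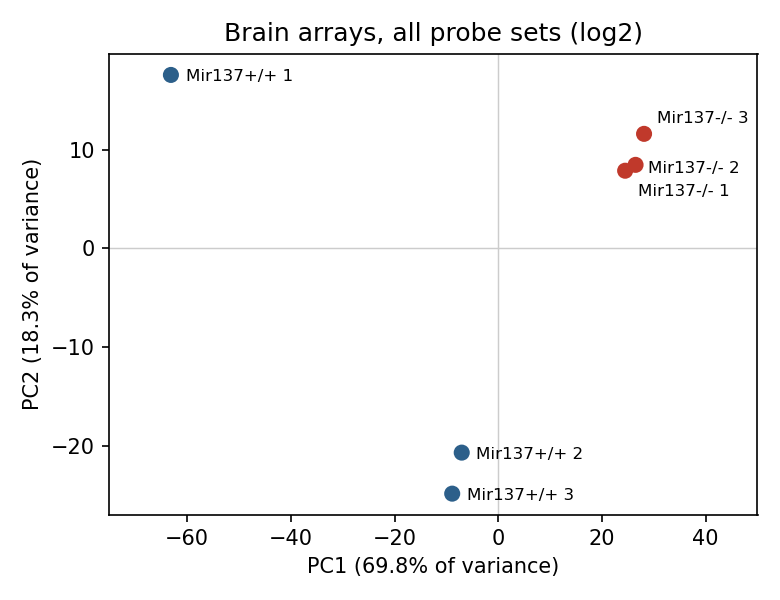
Scores of the 6 brain arrays on the first principal component (horizontal, 69.8% of the variance) and the second (vertical, 18.3%) of the log2 expression values of all probe sets, with 1 point per array and colour by genotype. The 3 *Mir137*-/- arrays sit close together, and *Mir137*+/+ replicate 1 lies at -63.1 on the first component, away from replicates 2 and 3.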

Principal component analysis (PCA) was used to illustrate the global gene expression changes among the brain and liver from *Mir137*^−/−^ and *Mir137*^+/+^ (Additional file 1: Fig. S11A). To understand the potential biological changes in the brain and liver, the complete gene expression dataset was submitted to Gene Set Enrichment Analysis (GSEA) to identify hallmark gene signatures differentially regulated by miR-137. Several core gene cluster, including Notch signaling, cellular functions, physiological metabolisms, and unfolded protein response were positive-enriched in the brain of *Mir137*^−/−^ (Fig. 7A). 

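The hallmark collection was not used here. Mouse Reactome sets matched to the hallmarks by subject were tested instead, on 1 probe set for each of 19785 genes, with camera, a test in the limma package that asks whether the genes of a set rank apart from all other genes. Among the 10 sets matched to hallmarks of Fig. 7A, 0 passed an adjusted p of 0.05 by camera, and 0 passed by limma's fry, which takes no preset correlation between genes, or by camera with the correlation estimated in each set. At an unadjusted p below 0.05, camera found 1 of them. This was the set of heme biosynthesis, in which 2 of 10 genes were higher in *Mir137*-/-, with a mean log2 difference of -0.30 and an adjusted p of 0.113 from limma's camera. In the Notch signaling set 15 of 66 genes were higher, with a mean log2 difference of -0.10 (adjusted p = 0.376 from limma's camera). In the unfolded protein response set 3 of 13 genes were higher, with a mean log2 difference of -0.078 (adjusted p = 0.598 from the same test). The sets of apoptosis, hypoxia, p53, Wnt, myogenesis, cholesterol and fatty acid metabolism had mean log2 differences from -0.096 to -0.010 and adjusted p-values from 0.226 to 0.863 in limma's camera. For the hypoxia, p53 and Wnt sets the mean lay below 0 while camera, which compares with all other genes, placed them on the higher side. These means depended on *Mir137*+/+ replicate 1. Without it the unfolded protein response set was at -0.028, and the hypoxia, p53 and Wnt sets were above 0, at 0.017, 0.018 and 0.0056, with no set of the 10 called. After quantile normalization the fatty acid set alone was called by camera, as lower, with a mean log2 difference of -0.094. From GSEA of the complete dataset, the paper states that Notch signaling and the unfolded protein response were positive-enriched in the brain of *Mir137*-/-.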

Other core gene clusters, including xenobiotic metabolism, IFN-α response, complement, and bile acid metabolism, were positive-enriched in the liver of *Mir137*^−/−^ (Fig. 8A). 

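The probe set with the largest rise in *Mir137*-/- brain was 1442913_at of *Gm32444*, a predicted gene. The deposited annotation, which names no genome build, places it on the plus strand of chromosome 3 from 118539870 to 118540532. Its log2 value was 8.40 ± 0.012 (SD, n = 3) in *Mir137*-/- and 3.56 ± 0.38 (SD, n = 3) in *Mir137*+/+, a difference of 4.83 (standard error 0.17, adjusted p = 0.000178 from limma). The probe set lies 0.106 Mb from *Mir137*. Its signal may come from the targeted allele or a variant of the stem cell strain rather than from the loss of miR-137. This was not tested. The next largest rises were those of *Copg2os2* (1427122_at, 2.92, standard error 0.72), *B3galt2* (1423084_at, 2.53, standard error 0.32), *Tbr1* (1416711_at, 2.19, standard error 0.33) and a probe set shared by *Acp1* and *LOC102642088* (1422716_a_at, 2.01, standard error 0.48). The *Mir137*+/+ means of *Gm32444* and *B3galt2* (3.95) lie below 4.06, the 25th percentile of the means of all probe sets, and are not known to lie above background, so the size of these rises and their order are uncertain. The adjusted p-values of the 4 next largest rises ran from 0.00718 to 0.0434 in limma. In *Mir137*+/+ replicate 1 the probe sets of *Copg2os2* and *Acp1* were lower than in the other *Mir137*+/+ arrays, at 3.18 against 6.19 and 6.12 for *Copg2os2* and at 3.93 against 5.89 and 5.93 for the *Acp1* probe set. Without that array the log2 differences fell to the lowest of their leave-one-out values, 1.93 for *Copg2os2*, 2.13 for *B3galt2*, 1.74 for *Tbr1* and 1.35 for *Acp1*, and each was still called. Leaving out a *Mir137*-/- replicate instead raised the adjusted p of limma above the threshold, to at most 0.162 for *Copg2os2*, 0.149 for *Acp1*, 0.0708 for *Tbr1* and 0.0551 for *B3galt2*. For *B3galt2* this happened without *Mir137*-/- replicate 3, and for the other 3 probe sets after leaving out any one of the *Mir137*-/- replicates. All 4 also lost their call with the methods' t-test after Benjamini-Hochberg adjustment, and *Copg2os2* and *Acp1* when the variance was estimated robustly with a trend. The largest falls were those of *Rsad2*, with log2 differences of -1.57 and -1.53 at 2 probe sets, *Avp* (-1.52), *Calml4* (-1.50) and *Slc6a4* (-1.45). Their adjusted p-values from limma lay between 0.000687 and 0.00437, and these 5 probe sets were called with each array left out in turn.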

Volcano plot analysis showed that probes of genes were differentially expressed in the brain and liver between two genotypes of mice. In the brain, there were 845 and 701 genes with significant upregulation and downregulation (*p* < 0.05 and over 1.5-fold change), respectively (Fig. 7B). Similarly, there were 1225 and 1539 genes with significant upregulation and downregulation in the liver, respectively (Fig. 8B). 

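In the brain, 1153 probe sets were called at the methods' threshold, of which 550 were higher and 603 lower in *Mir137*-/-. They made up 2.56% of all probe sets. For each of them all 3 *Mir137*-/- arrays lay on one side of all 3 *Mir137*+/+ arrays. Over all probe sets, called or not, 18388 (40.8%) showed no overlap between the genotypes, where chance gives 10% for 3 arrays against 3. The results text sets the threshold on p without naming an adjustment. At an unadjusted p, limma called 1546 probe sets, 909 higher and 637 lower. Dropping the fold change threshold moved the count the most, to 4768 at the adjusted p. Among gene symbols with at least 1 called probe set, 407 had one that was higher and 415 one that was lower, with 3 in both groups. The balance between directions depended on the scaling. With each array centred on its median, 784 probe sets were higher and 393 lower, so that 66.6% of the calls were higher against 47.7% of the calls on the values as deposited. The count also depended on single arrays. It was 341, 284 and 249 without *Mir137*-/- replicates 1, 2 and 3, and 901 without *Mir137*+/+ replicate 1, of which 700 were among the 1153. Without *Mir137*+/+ replicate 2 or 3 it was 1555 or 1302.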

We observed that only 208 genes were commonly found by analyses from two organs (Fig. S11B). A heatmap was created with unsupervised clustering using a total of 1546 genes from the brain and 2764 genes from the liver and showed that both genotypes were well differentiated (Additional file 1: Fig. S11C). 

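Average-linkage clustering of the 6 brain arrays on the 1153 called probe sets, by correlation distance, gave 2 clusters that matched the genotypes. These probe sets had been selected for a difference between the genotypes. On all probe sets the outcome was different. Divided into 2 clusters, *Mir137*+/+ replicate 1 stood alone and the other 5 arrays formed the second cluster. Divided into 3, the clusters were the *Mir137*-/- arrays, *Mir137*+/+ replicate 1, and *Mir137*+/+ replicates 2 and 3. From the clustering of the differentially expressed genes, the paper states that the genotypes were well differentiated.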

Next, we performed enrichment analysis of the differentially expressed genes to gain insights into the cellular processes that were affected in *Mir137*^−/−^ brains and livers (Additional file 2: Table S1 and S2). Most affected gene ontology (GO) processes in the brain were development-related processes (Fig. 7C) while diverse processes including response to stress and metabolic process were enriched in the liver (Fig. 8C). 

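Among 4 Reactome sets matched to the processes of the brain, the Neuronal System set was higher in *Mir137*-/-, with 140 of 248 genes higher and a mean log2 difference of 0.083 (adjusted p = 0.000173 from limma's camera). Transmission across chemical synapses, whose subject lies within that of the former set, had 94 of 179 genes higher and a mean log2 difference of 0.058 (adjusted p = 0.00731 from the same test). The developmental biology set had 164 of 380 genes higher, with a mean log2 difference of -0.019 and an adjusted p of 0.524 from limma's camera. For axon guidance these were 125 of 276 genes, -0.0086 and 0.365. In both of these sets the mean lay below 0 while camera ranked the set on the higher side of all genes, and without *Mir137*+/+ replicate 1 the means were above 0, at 0.012 and 0.023. Neither of the 2 calls held when the correlation between genes was estimated for each set (adjusted p = 0.938 for both in limma's camera) or under fry (0.344 and 0.354). The synaptic set also lost its call after quantile normalization, at an adjusted p of 0.0543 in limma's camera. With each array left out in turn, the adjusted p of camera stayed at or below 0.00192 for the Neuronal System set and 0.0454 for the synaptic set. From its enrichment of the differentially expressed genes, the paper states that most of the affected processes in the brain were related to development.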

To systematically figure out the miR-137 regulated network conferred to severe growth retardation, potential target genes of miR-137 with significant changes from microarray data were connected by Metacore software (Fig. 7D and Additional file 2: Table S3). 

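The text and tables of the study name 24 genes that were read from the brain arrays as a list. They are the 15 genes with QPCR primers for the miR-137 network in Table S6, the 3 core transcription factors and the 6 genes of Table S4. Of the 24, 21 were higher in *Mir137*-/-, 10 were called, and 16 had an adjusted p below 0.05 over all probe sets whatever the fold change. There were 18 below 0.05 when adjusted over the list alone, which is not independent evidence because the study chose network genes on these arrays. All 15 genes of the QPCR panel were higher at their representative probe set, 8 of them were called, and each of the 15 had at least 1 probe set called higher. Among the called genes were *Htr1f*, *Foxp1*, *Zfp804a*, *Bcl11a*, *Cadm2*, *Epha7* and *Ncoa2*. *Ncoa2* differed between probe sets, with a log2 difference of 0.81 at 1435233_at (standard error 0.15, adjusted p = 0.0202 from limma) and of -0.46 at 1446827_at (standard error 0.068, adjusted p = 0.0108). *Zfp804a* and *Cadm2* fell below the fold threshold without *Mir137*+/+ replicate 1, with log2 differences of 0.56 and 0.58. Raising the fold change threshold to 2 moved the count of called genes the most, from 10 to 1. After leaving out any one of the *Mir137*-/- replicates 4 or 5 genes were called. The paper connected potential targets of miR-137 with significant changes on the arrays into a regulatory network.

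**Figure D2:**
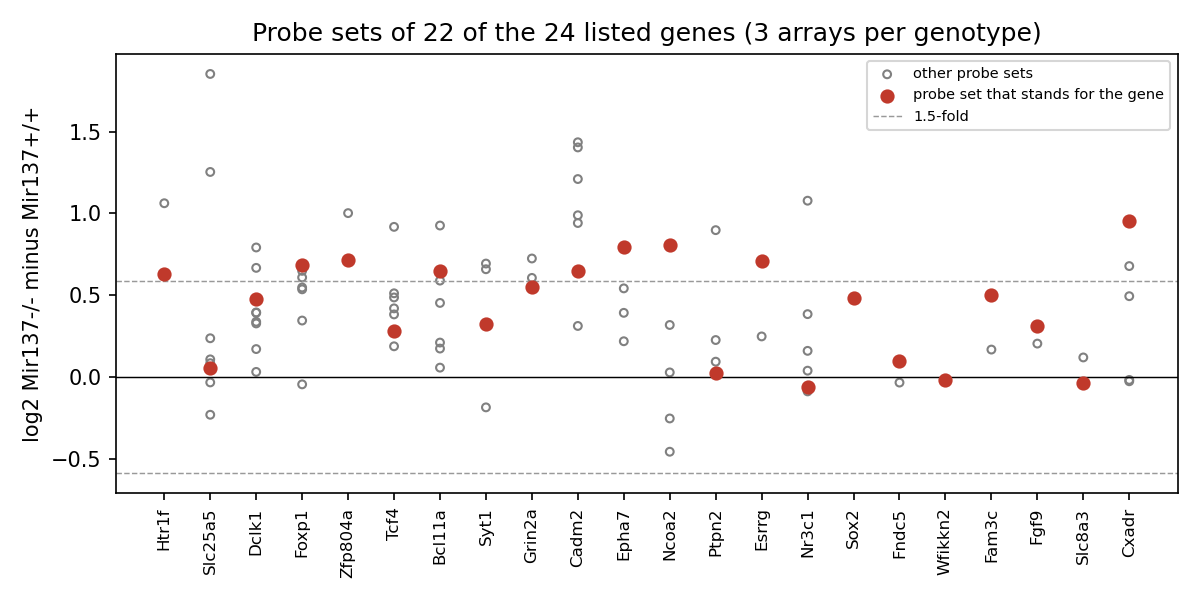
Log2 difference between *Mir137*-/- and *Mir137*+/+ brain (mean of 3 arrays minus mean of 3 arrays) at each probe set of 22 of the 24 listed genes. Red points are the probe sets that represent the gene, grey points its other probe sets, and dashed lines mark a fold change of 1.5.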

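Of the 3 genes at the centre of the network, *Esrrg* was higher in *Mir137*-/-, with a log2 value of 9.30 ± 0.043 (SD, n = 3) against 8.59 ± 0.14 (SD, n = 3) at probe set 1455267_at. The difference of 0.71 (standard error 0.088) had an adjusted p of 0.00695 from limma. It rose to 0.0540 and 0.0573 without *Mir137*-/- replicate 2 or 3, which lost the call. *Sox2* is measured by 1 probe set, 1416967_at. It was 9.43 ± 0.048 (SD, n = 3) in *Mir137*-/- and 8.95 ± 0.35 (SD, n = 3) in *Mir137*+/+, a log2 difference of 0.48 and a fold change of 1.40 (adjusted p = 0.0923 from limma), and was not called. Here too *Mir137*+/+ replicate 1 lay apart, at 8.54 against 9.16 and 9.13, and without it the difference of *Sox2* was smaller, 0.28, with an adjusted p of 0.0108 from limma and no call. *Nr3c1*, which encodes the glucocorticoid receptor (GCR), has 6 probe sets that did not move together. The brightest, 1421867_at, was 9.01 ± 0.049 (SD, n = 3) in *Mir137*-/- and 9.07 ± 0.24 (SD, n = 3) in *Mir137*+/+, a log2 difference of -0.060 (adjusted p = 0.768 from limma) whose sign turned without *Mir137*+/+ replicate 1 (0.072) and with arrays centred on their medians (0.011). At 1457635_s_at *Nr3c1* was called higher, by 1.08 (standard error 0.27, adjusted p = 0.0448 from limma), with 6.68 on *Mir137*+/+ replicate 1 against 7.74 and 7.77 on replicates 2 and 3, and at 1460303_at the difference was 0.38 (standard error 0.074, adjusted p = 0.0213), below the fold threshold.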

The result showed a regulatory machinery was integrated under three core transcription factors including ESRRG, GCR, and SOX2. QPCR validation showed mRNA levels of SLC25A2, FOXP1, ZNF804A, CTIP1, and CADM2 were significantly upregulated (Fig. 7E). To elucidate the machinery of growth retardation caused by severely reduced IGF-1, the construction of IGF-1-centered regulatory network by combining cell proliferation and IGF-1 signaling processes based on liver transcriptomic data was performed (Fig. 7F and Additional file 2: Table S3). The result showed signaling related to cellular growth was downregulated due to reduced IGF-1 and downstream molecules. Taken together, miR-137 deficiency prompt growth retardation through systemic dysregulation.

**Fig. 7:**
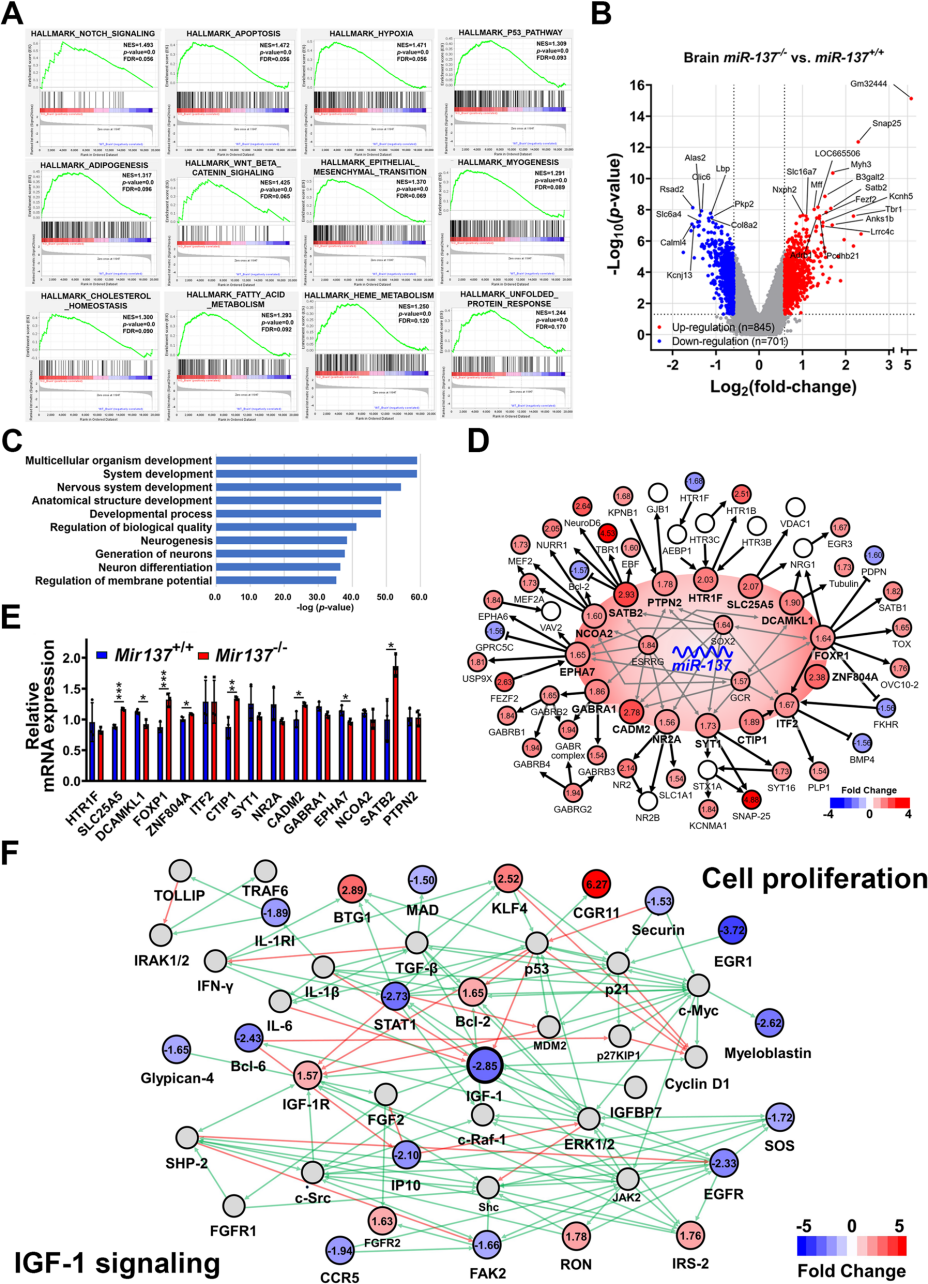
Transcriptomic and pathway analysis for miR-137 deficiency mediated growth retardation in the brain. Brain RNAs from postnatal day 14 mice of *Mir137*^+/+^ and *Mir137*^−/−^ were performed whole-genome transcriptomic analysis using expression cDNA microarray followed by enrichment and pathway analysis. **A** Positive-enriched hallmarks in *Mir137*^−/−^ brains by Gene Set Enrichment Analysis (GSEA). **B** Volcano plot analysis for differential expressed genes in brains (*Mir137*^−/−^ v.s. *Mir137*^+/+^) (*p* < 0.05 and over 1.5-fold change). **C** Gene ontology (GO) enrichment analysis of differentially genes in brains between *Mir137*^−/−^ and *Mir137*^+/+^. Enriched cellular processes with *p*-value were ranked. **D** The regulatory network constructed by potential miR-137 targets (genes around the central red oval). Red and blue colors represented upregulated and downregulated genes with the fold changes presented in numbers according to transcriptomic results. **E** Real-time QPCR validation for miR-137 potential target genes (*n* = 3). **F** Functional network connection by IGF-1. IGF-1 as a central molecule linked IGF-1 signaling to cell proliferation. IGF-1 reduction caused by miR-137 deficiency impacted several representative genes related to growth and development. Red and blue colors represent upregulated and downregulated genes with the fold changes presented in numbers according to transcriptomic results. The network was constructed based on Metacore software analysis. Data were presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001 by Student’s *t* tests; N.S., non-significant

**Fig. 8:**
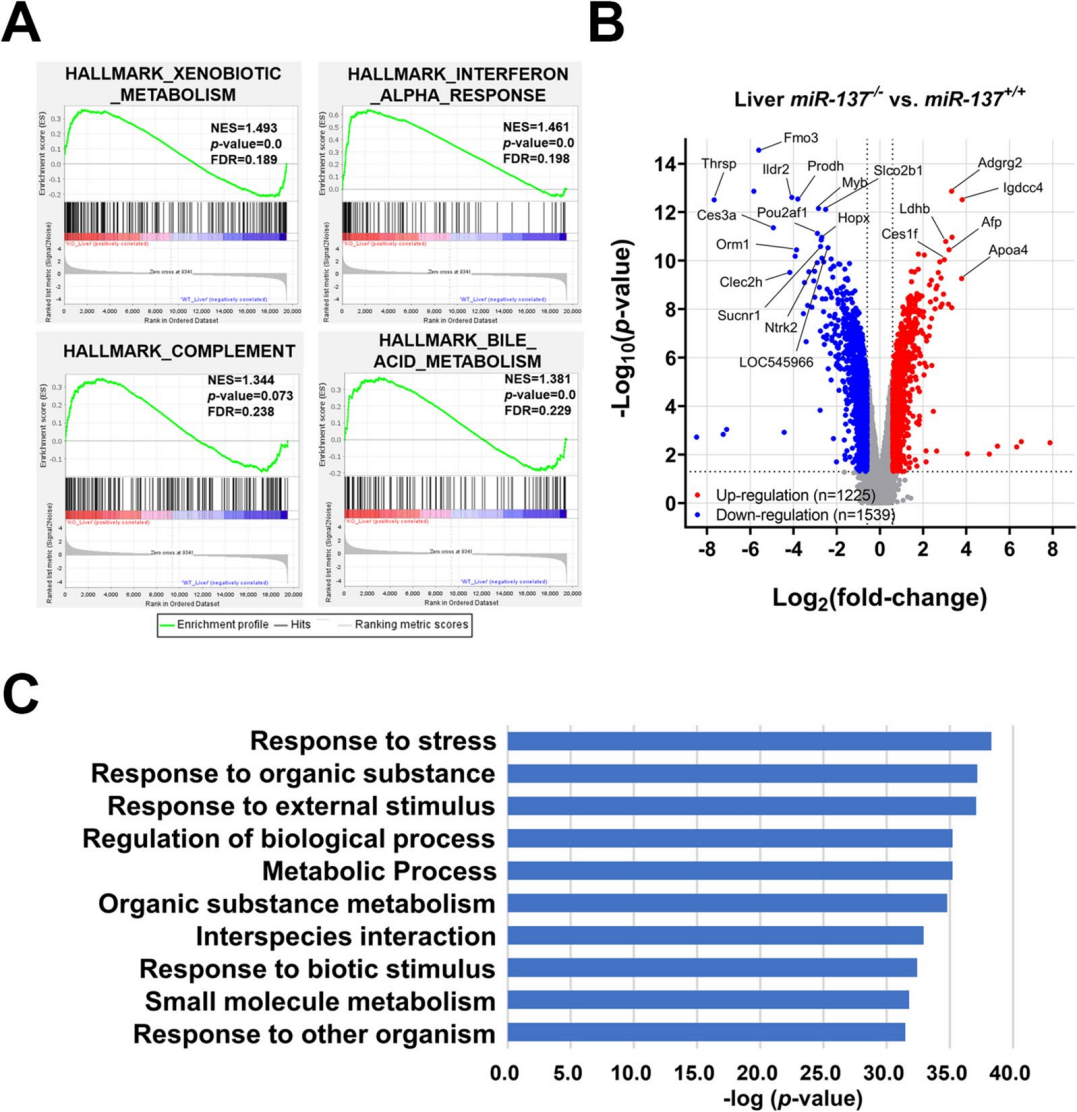
Transcriptomic and pathway analysis for miR-137 deficiency mediated growth retardation in the liver. Liver RNAs from postnatal day 14 mice of *Mir137*^+/+^ and *Mir137*^−/−^ were performed whole-genome transcriptomic analysis using expression cDNA microarray followed by enrichment and pathway analysis.** A** Positive-enriched hallmarks in *Mir137*^−/−^ livers by Gene Set Enrichment Analysis (GSEA). **B** Volcano plot analysis for differentially expressed genes in livers (*Mir137*^−/−^ v.s. *Mir137*^+/+^) (*p* < 0.05 and over 1.5-fold change). **C** Gene ontology (GO) enrichment analysis of differentially genes in livers between *Mir137*^−/−^ and *Mir137*^+/+^. Enriched cellular processes with *p*-value were ranked

## Discussion

GH, IGF-1, and other hormones such as sex steroids and thyroid hormone are critical for animals transitioning from maternal dependency to independent life. These hormones regulate growth and maturation through complex homeostasis mechanisms. While Cheng et al. previously reported that miR-137-deficient mice exhibited postnatal lethality due to neurodevelopment failure and disrupted Pde10a signaling, our study is the first to suggest that this phenotype may primarily result from systemic postnatal growth retardation mediated by dysregulation of the GH/IGF-1 axis [19]. The GH/IGF-1 signaling axis is well recognized as essential for individual growth and development, and various genetically engineered mouse models have been used to investigate its role [26]. GH-deficient mice exhibited abnormal body composition, reduced IGF-1 and IGFBP-3 signaling, and their body size was approximately two-thirds that of wild-type mice [27, 28]. Similarly, GHR-deficient mice (Laron mouse) exhibit severe postnatal growth retardation, proportionate dwarfism, and decreased serum IGF-1 levels [29]. Mice deficient in IGF-1 were infertile, show delayed bone development, weigh only about 30% of normal adult body weight, and have a high mortality rate [30, 31]. IGF-1R knockout mice present with fetal growth restriction and delayed epiphyseal maturation [32]. These findings underscore the critical importance of the GH/IGF-1 axis in regulating growth and development.

Despite extensive studies, how miRNAs regulate this axis remains unclear. In the current study, miR-137-deficient mice exhibited body weights of only about 30% that of wild-type controls, with significant decreased IGF-1 levels and signs of GH resistance. Moreover, *Mir137*^−/−^ died within 3 weeks after birth, a more severe phenotype than those reported in previous models, suggesting that miR-137 may act as an upstream regulator of the GH/IGF-1 axis and could be a potential therapeutic target. MiR-137 is highly expressed in the brain, and its deletion resulted in pronounced postnatal growth retardation and early mortality. Transcriptome enrichment analysis revealed that the loss of miR-137 impacted multiple growth-related pathways (Fig. 7A). 

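The mean log2 value of the 66 genes of the Reactome Notch signaling set was 8.63, 8.64 and 8.63 on the *Mir137*-/- brain arrays and 8.69 and 8.67 on *Mir137*+/+ replicates 2 and 3, with 8.83 on *Mir137*+/+ replicate 1. With each array left out in turn the mean difference between the genotypes stayed between -0.13 and -0.051, and the adjusted p of limma's camera between 0.257 and 0.472.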

One of the most significant pathways is Notch signaling, a key pathway for body growth and development. Notch signaling influences cell proliferation and maintains stem cell populations in developing organs such as the brain, liver, and muscles [33, 34]. Mechanistically, the observed growth retardation appeared to result from systemic reduced organ size reduction rather than defects from specific tissues. Transcriptomic data suggested that loss of miR-137 alters transcriptional regulatory networks in the brain. For example, SOX2 was upregulated in *Mir137*^−/−^, along with downstream targets such as ITF2, PTPN2, and EPHA7 (Fig. 7D). This aligns with previous findings indicating that miR-137 can regulate cell pluripotency through core transcriptional circuits involving SOX2 [35].

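*Tcf4*, which encodes ITF2, was 11.42 ± 0.037 (SD, n = 3) in *Mir137*-/- and 11.15 ± 0.068 (SD, n = 3) in *Mir137*+/+ at its brightest probe set, 1416723_at. This log2 difference of 0.28 (standard error 0.070, adjusted p = 0.0454 from limma) was below the fold threshold. All 7 of its probe sets were higher, and 1 of them was called, 1434149_at, with a difference of 0.92 (standard error 0.20, adjusted p = 0.0308) and with 9.04 on *Mir137*+/+ replicate 1 against 9.78 and 9.88 on the other *Mir137*+/+ arrays. The 4 probe sets of *Ptpn2* moved unequally. The brightest, 1438562_a_at, differed by 0.028 (standard error 0.067, adjusted p = 0.814 from limma), and the dimmest, 1425198_at, by 0.90 (standard error 0.086, adjusted p = 0.00367), which was called. *Epha7* was called at 1451991_at, with 8.49 ± 0.041 (SD, n = 3) against 7.69 ± 0.30 (SD, n = 3), a log2 difference of 0.79 (standard error 0.14, adjusted p = 0.0166 from limma). After leaving out any one of the *Mir137*-/- replicates its adjusted p was above the threshold, at 0.0738 to 0.0906. The other 3 probe sets of *Epha7* were higher by 0.22 to 0.54 and were not called.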

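*Foxp1* was 10.85 ± 0.038 (SD, n = 3) in *Mir137*-/- and 10.17 ± 0.0039 (SD, n = 3) in *Mir137*+/+ brain at 1435222_at, a log2 difference of 0.69 (standard error 0.065, adjusted p = 0.00358 from limma). Of its 7 probe sets 3 were called higher, and 1438802_at, a dim one, differed by -0.044. With each array left out in turn the log2 difference of *Foxp1* lay between 0.67 and 0.71.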

Several other genes dysregulated in *Mir137*^−/−^ further support its broad regulatory role. FOXP1, a potential target of miR-137, is involved in multiple organ development, immune regulation, and motor neuron functions [19, 36–38]. SATB2, another affected gene, is essential for skeleton development, bone regeneration, and neural differentiation [39, 40]. Additionally, miR-137 may also regulate mitochondrial energy metabolism and extracellular matrix homeostasis by targeting SLC25A5 [41]. 

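*Slc25a5* has 8 probe sets on the array, 6 of them with the suffix _x_at that marks probes shared with other sequences. At the brightest, 1436874_x_at, it was 12.48 ± 0.037 (SD, n = 3) in *Mir137*-/- brain and 12.43 ± 0.051 (SD, n = 3) in *Mir137*+/+, a log2 difference of 0.054 (standard error 0.068, adjusted p = 0.634 from limma). Only 1438922_x_at was called, with a log2 difference of 1.25 (standard error 0.32, adjusted p = 0.0488), and its SD over the *Mir137*+/+ arrays was 0.74. A larger difference of 1.85 at 1438360_x_at had an adjusted p of 0.0658 and a *Mir137*+/+ SD of 1.28. At 1430542_a_at the difference was -0.23 (adjusted p = 0.190 from limma).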

The marked reduction of IGF-1 in *Mir137*^−/−^ likely plays a central role in linking miR-137 to cell proliferation and growth. Consistent with this, key growth-related molecules such as EGFR and SOS were also downregulated, supporting previous reports of EGF signaling’s role in postnatal somatic growth [42]. To take a close look, osteoporosis like reduced bone density, fat atrophy, hypoglycemia, and hypothermia were also found in *Mir137*^−/−^. These symptoms are consistent with known effects of GH/IGF-1 axis dysfunction, which can lead to reduced body mass, low bone density, and impaired glucose homeostasis [43]. In infants, GH or IGF-1 abnormalities are similarly linked to impaired bone growth and inflammatory imbalances [44]. Reduced circulating IGF-1 in *Mir137*^−/−^ may also indicate a shift toward energy conservation to maintain metabolic balance under stress [45]. Interestingly, although supplementation with miR-137 and IGF-1 can partially improve growth retardation in *Mir137*^−/−^, their administration in *Mir137*^+/+^ led to increased mortality. These suggested possible potential toxic effects resulting from gain-of-function, likely due to complex physiological interactions. Further investigation is warranted to optimize the application.

Mir-137 deficiency possibly led to GH resistance, as evidenced by elevated serum GH levels but reduced hepatic IGF-1 levels in *Mir137*^−/−^ [46]. In our in vivo characterization, the STAT-5 activity majorly mediated by GH/GHR was significantly attenuated in *Mir137*^−/−^ livers even after treatment with exogeneous GH or induction by Ghrelin (Fig. 4). However, in isolated primary hepatocyte from *Mir137*^−/−^, STAT-5 activity could still be induced by exogenous GH in a dose-dependent manner (Fig. 4B). This suggests that GH/GHR-mediated STAT5 activation and downstream IGF-1 expression may be disrupted in vivo, potentially due to systemic factors. To further address this possibility along the brain-liver axis, we measured p-STAT5 levels in isolated primary hepatocytes stimulated with GH and supplemented with 30% serum derived from *Mir137*^+/+^, *Mir137*^+/−^, or *Mir137*^−/−^. Notably, serum from *Mir137*^−/−^ suppressed GH-induced p-STAT5 (Additional file 1: Fig. S12A). This observation coincided with significant reduction in hepatic GHR expression in *Mir137*^−/−^ (Fig. S7). Since GHR expression is itself influenced by GH/GHR signaling [47, 48], the observed GH resistance in *Mir137*^−/−^ may be partially attributed to diminished GHR levels in the liver. Further studies, such as restoring GHR expression in *Mir137*^−/−^ livers and assessing the impact on IGF-1 production, are needed to clarify the mechanism of GH resistance in *Mir137*^−/−^. On the other hand, Wang et al. reported a novel heart-derived hormone, GDF15, can be secreted cardiomyocyte and interfere with GH signaling in the liver in pediatric heart disease [49]. However, we found no significant difference in *Gdf15* expression across major organs between *Mir137*^+/+^ and *Mir137*^−/−^ (Additional file 1: Fig. S12B), indicating that GDF15 is unlikely to contribute to GH resistance in this model.

Transcriptomic analysis of the brain identified six genes that are either predicted targets of miR-137 or encode secreted proteins. Among them, QPCR analysis revealed that 3 genes were upregulated in *Mir137*^−/−^ compared to *Mir137*^+/+^ (Additional file 2: Table S4 and Additional file 1: Fig. S12C) [50, 51]. 

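The brain arrays were read at the probe sets that Table S4 names. Of the 6 genes, *Cxadr* was called, with a log2 value of 9.86 ± 0.043 (SD, n = 3) in *Mir137*-/- and 8.91 ± 0.10 (SD, n = 3) in *Mir137*+/+ at 1453282_at and a difference of 0.95 (standard error 0.077, adjusted p = 0.00260 from limma). *Cxadr* has 5 probe sets, of which 2 were called higher and 2 differed by -0.025 and -0.017. *Fam3c* rose by 0.50 (standard error 0.087, adjusted p = 0.0163 from limma) and *Fgf9* by 0.31 (standard error 0.079, adjusted p = 0.0467 from limma), both below the fold threshold. The difference of *Fndc5* was 0.098 (adjusted p = 0.565 from limma), and it depended on *Mir137*+/+ replicate 1, without which it was 0.21 (adjusted p = 0.0306 from limma), still below the fold threshold. *Wfikkn2* and *Slc8a3* differed by -0.015 and -0.035, with adjusted p-values from limma of 0.925 and 0.814, and both signs turned under quantile normalization and under median centring.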

Further functional validations are required to confirm their roles in the GH/IGF-1 signaling cascade. Importantly, brain-specific but not liver-specific miR-137-deficient mice exhibited identical growth retardation phenotype, supporting the notion that miR-137 modulates GH/IGF-1 signaling upstream in brain. Although miR-137 is expressed at much lower levels in the liver compared to the brain, liver-specific miR-137 knockout mice still showed physiological alterations related to stress response and metabolism (Fig. 8B and 8 C). These finds support the conclusion that the reduced hepatic GH receptor signaling observed in *Mir137*^−/−^ is a consequence of brain-liver axis dysfunction caused by miR-137 deficiency in the brain. We also extended the analysis on the liver transcriptome date. A regulatory network was constructed based on major GH receptor signaling cascades [52, 53] and differentially expressed genes between *Mir137*^+/+^ and *Mir137*^−/−^ livers (Additional file 1: Fig. S13A). We found that p-JAK2, a critical mediator of GH receptor signaling, was significantly decreased in *Mir137*^−/−^ livers (Additional file 1: Fig. S13B). Moreover, in the context of hypoglycemia observed in *Mir137*^−/−^, the expression level of *Slc2a4* (*Glut4*), a glucose transporter involved in carbohydrate metabolism and modulated by GH/GHR signaling [54], was also reduced (Additional file 1: Fig. 13 C). These findings are consistent with previous studies suggesting that miR-137 can alleviate oxidative stress and improve nonalcohol fatty liver disease [55, 56]. Nevertheless, the hepatic effect of miR-137 deficiency appeared more diverse and less focused compared with those in the brain, as reflected by the broader and less defined gene set enrichment patterns GSEA (Figs. 7A and 8A). Additionally, several limitations of this study should be acknowledged. First, exogenous miR-137 or IGF-1 treatment only partially rescued the growth retardation in *Mir137*^−/−^, suggesting involvement of additional complex regulations. Off-target effects from genetic manipulations, leading to inconsistencies across organ systems, should also be considered. Second, although IGF-1 levels correlated with body weight (Additional file 1: Fig. S3), dosage administration was challenging due to its broad physiological impact. It cannot determine whether exogenous IGF-1 to *Mir137*^−/−^ would allow already-retarded individual to adapt to the growth stimulation of IGF-1. Third, identifying the primary target of miR-137 remained difficult, as it may regulate a group of target genes that systematically influence the GH/IGF-1 hormonal system. These factors should be considered when interpreting the results.

Clinically, laboratory tests for growth hormone deficiency (GHD)-related growth retardation have traditionally relied on measurements of IGF-1 and IGFBP-3 levels [57, 58]. Most evidence suggests that these markers reflect endogenous GH secretion and exhibit minimal circadian variation [59]. However, there remain several limitations and clinical unmet needs. IGF-1 levels can be influenced by various factors, including age, pubertal stage, chronic illness, and malnutrition, while IGFBP-3 offers no significant advantage over IGF-1 in older children [60]. Notably, the diagnostic accuracy of IGF-1 as a screening tool for suspected GHD in children remains controversial due to inconsistent findings [61]. Although its specificity is relatively high, the low sensitivity limits its clinical utility [62]. Our recent study suggests that miR-137 is strongly correlated with IGF-1 levels and related phenotypes, indicating that it may act as a higher-order and upstream regulator in growth retardation. Furthermore, as a molecular diagnostic target, microRNAs such as miR-137 offer greater stability than plasma proteins and may provide sensitivity and accuracy in clinical testing. A prospective trial is warranted to evaluate for clinical implementation.

## Conclusions

In this study, we revealed a potential role of miR-137 in regulating body growth and development through systemic modulation of the GH/IGF-1 axis (Fig. 9). Given the crucial role of miR-137 in hormone regulation, neural development, and contributing to the broader field of physiological functions as demonstrated in both previous studies and our current findings [15], future research may proceed in several directions. *Mir137*^−/−^ model may serve as a platform for testing novel drugs or therapeutic strategies for growth retardation. Clinically, exosome- or lipid nanoparticle-based miRNA delivery could target brain-related disorders as these systems offer the advantage of penetrating the blood–brain barrier [63, 64]. Furthermore, the additional clinical validation, blood-based detection of miR-137 could serve as a biomarker for monitoring growth and developmental status.

**Fig. 9:**
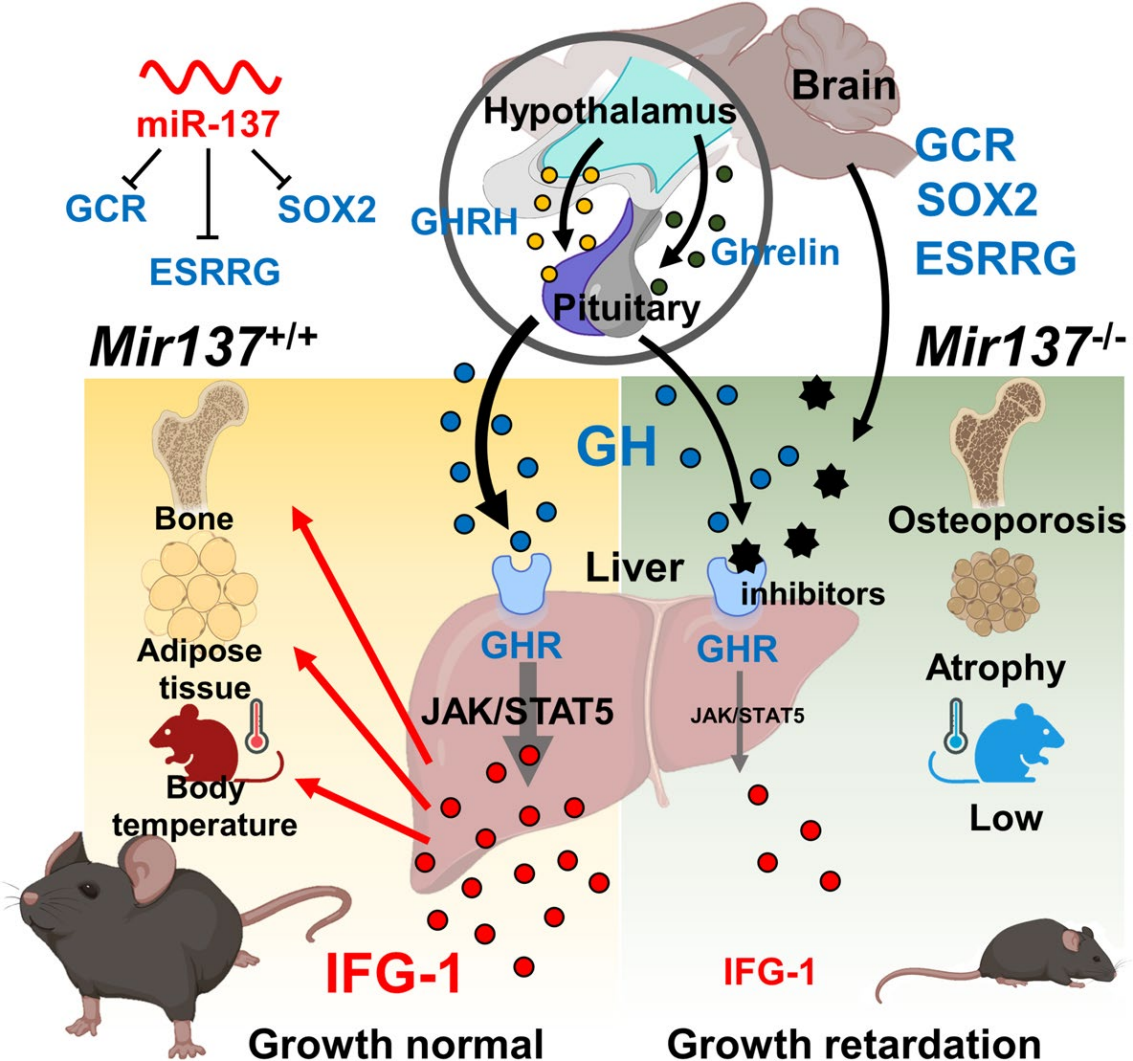
The role of miR-137 in body growth. Longitudinal growth is initiated by GH stimulated by GHRH and Ghrelin. Circulating GH can activate JAK/STAT5 signaling in the liver by binding to GHR. The major effects of GH on somatic growth are mediated by its stimulatory effects on the secretion of the IGF-1, one of the most potent activators of cell growth and proliferation, through GHR-mediated signaling. MiR-137 deficiency in the brain causes growth retardation, possibly by altering transcriptional regulatory networks involving GCR, ESRRG, and SOX2 transcription factors. This deficiency may result in either downregulated GH production or the enhancement of an uncharacterized inhibitor that impacts GHR signaling and IGF-1 production. GH, growth hormone; GHRH, growth hormone-releasing hormone; IGF-1, insulin-like growth factor-1

## Methods

### Conventional Mir137 knockout mice generation

The bMQ-453p19 bacterial artificial chromosome (BAC) clone contained mouse miR-137 exons 1–4 locus coding for predicted EST-based gene (ENSMUSESTT00000017155), from Sanger institute, UK, was used for generating targeting vectors. The targeting vector was constructed by recombineering-based strategy according to the previous study [65]. Briefly, the genomic fragment of *Mir137* with *lox*P site floxed in pL253 vector was linearized by NotI and used to replace the wild-type allele of *Mir137* in 129/sv embryonic stem (ES) cells. For generation of conventional *Mir137* knockout mice, E14 ES cells were used for transfection experiments. Growth and expansion of the ES cells, ES cell DNA isolation, and Southern blotting analysis were performed as described previously [66]. ES cells with *lox*P-floxed miR-137 (*Mir137*^*lox*P/*lox*P^) were further introduced Cre recombination to deleted a 5.5-kb region of predicted EST-based gene (spanning from exon2 and exon3 containing miR-137 transcripts). *Mir137*-deleted ES clones were identified by Southern blot analysis and injected into C57BL/6 blastocysts to establish chimeric mice. Germ-line transmission of the heterozygous *Mir137* knockout (*Mir137*^+/−^) allele was achieved by crossing the chimeric mice with wild-type C57BL/6 mice. Mice born from the intercross of the heterozygous F1 littermates were used for most of the experiments.

### Conditional nervous system and liver-specific Mir137 knockout mice generation

All mice used for conditional *Mir137* knockout mice were from the C57BL/6 genetic background. Conditional nervous system or liver-specific *Mir137* knockout mice were created by crossing *Mir137*^*lox*P/*lox*P^ with nestin-Cre or albumin-Cre transgenic mice, respectively. Nestin-Cre transgenic mice (BRC No.RBRC02412, RIKEN BioResource Research Center, JAPAN) expressed a cre recombinase gene under the control of Nestin promoter and enhancer in whole brain and spinal cord but no other major organs [67]. Albumin-Cre transgenic mice (Strain No.003574, The Jackson Laboratory, USA) from Rodent Model Resource Center of National Laboratory Animal Center, Taiwan expressed cre recombinase in the liver under the control of the mouse albumin enhancer/promoter [68]. We then crossed heterozygous mice to generate miR-137 wild-type mice (*Mir137*^*lox*P/*lox*P^) and homozygous mice (*Mir137*^*lox*P/*lox*P^; nestin-Cre). Genotype was done using tail DNA as descripted in below.

### Animal experiments

All animal experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC), National Taiwan University Medical College with IACUC number 20190231 and 20,190,234 (Investigation of the mechanism of growth retardation in miR-137 deficient mice). Mice had free access to food and water and were housed at 22 ± 1 °C with 50 ± 2% humidity and a 12 h light/12 h dark schedule. For anesthesia/euthanasia, it was based on AVMA Guidelines for the Euthanasia of Animals: 2020 Edition. Briefly, for anesthesia, we used 1.25% tribromoethanol/tert-amyl alcohol as working anesthetic by intraperitoneal (IP) injection. The dosage was 250 mg/kg for a mouse. The 100% anesthetic stock was prepared by 10 g 2,2,2-tribromoethanol (Cat. A18706, Alfa Aesar) dissolved in 10 mL tert-amyl alcohol (Cat. 240,486, Sigma Aldrich). The stock solution was stored at 4 °C and protected from light. For euthanasia, mice were deeply anesthetized with 1.25% working anesthetic (0.2 mL/10 g) followed by neck dislocation.

### Exogeneous administration of miR-137 and IGF-1

Mouse IGF-1 treatment was according to previous studies with modifications [69, 70]. The recombinant IGF-1 (Cat.250–19, PeproTech) was dissolved in 55 μl saline with 0.01% BSA while a vehicle solution was used as the control. The both solutions were stored in aliquots at − 80 °C until use, and once thawed. Mice were weighted and injected interperitoneally once every 2 days on postnatal day 1 with 25 mg/kg mouse recombinant IGF-1 or vehicle solution. Mouse neonatal free-hand intracranially miR-137 injection was based on the previous study with modifications [71, 72]. Ten micrograms Mir-137 mimic (Cat.4464066, ThermoFisher) or miRNA mimic negative control (Cat.4464059, ThermoFisher) was dissolved in 2 μl saline for injection. The both solutions were stored in aliquots at − 20 °C until use, and once thawed. For injection, neonates were collected within 12 h of birth followed by cryoanesthesia at 4 °C for 1 min. After cessation of movement, 2 μl solution was injected into the lateral ventricles (about 2 mm ventral of lambda and 2 mm depth) once on postnatal day 1 using a 10-μl Hamilton syringe (Cat.7653–01, Hamiton) with a 32-gauge needle (Cat.7803–04, Hamiton). After injection, the pups were kept on a warming pad until their color returned to normal and they started moving again. Mice body weight was recorded if a mouse from any group dead and the survival time continued to be tracked.

### Polymerase chain reaction (PCR) for genotyping

Genomic DNA was extracted from mice tails using the Wizard genomic DNA purification kit (Promega, Cat#A1120) according to the provided users’ manual. The DNA samples were mixed with PCR master mix and amplified by Veriti™ 96-Well Fast Thermal Cycler (ABI). The sequences of PCR primer used in genotyping are listed (Additional file 2: Table S5).

### Real-time quantitative PCR

Total RNA was isolated tissues or cells by TRI reagent (Sigma-Aldrich, Cat#T9424), and 2 µg of total RNA was used to synthesis of cDNA by high-capacity cDNA reverse transcription kit (ABI, Cat#4,368,814). Quantitative PCR was carried out using an ABI StepOnePlus™ Real-Time PCR System (ABI) and SYBR Green master mix (ABI, Cat#4,364,344). The relative expression of the gene was normalized to β-actin using the formula − ΔCT = − [CTgene − CTβ-actin]. The ratio of target gene mRNA to β-actin was calculated as (2^−ΔCT^). The primers used in QPCR are listed (Additional file 2: Table S6). Mature miR-137 (ABI, Cat#001129) and internal control U6 (ABI, Cat#001973) were quantified by Taqman method.

### Western blot

Total proteins from cells and tissue were extracted by lysis buffer (Thermo Fisher Scientific, M-PER Cat#78,501; T-EPR Cat#78,510) with protease and phosphatase inhibitors. Extracted proteins were sonicated and quantified by BCA assays. Proteins (30–60 µg) were separated by 8–15% SDS-PAGE and transferred to PVDF membrane (Merck Millipore). Membranes were blocked with 10% nonfat milk followed by probing with specific primary antibodies (1:1000) overnight at 4 °C. After secondary antibodies incubating for 1 h at room temperature, protein signals were visualized by chemiluminescence (Merck Millipore, Cat#WBKLS0500) and detected by FUJIFILM LAS-3000 ECL system (GE Healthcare). The protein expression level was normalized to GAPDH. Antibodies and recombinant proteins used for Western blots and animal experiments are listed: anti-GAPDH (Proteintech, Rosemont, IL, USA, Cat#60,004–1-Ig, RRID: AB_2107436, 1:10,000), anti-IGF-1 (Abcam, Cambridge, UK, Cat#ab36532, RRID: AB_733083, 1:1000), p-STAT5 (Cell Signaling Technology, Danvers, MA, USA, Cat#9359, RRID: AB_823649, 1:1000), STAT5 (Santa cruz, Dallas, TX, USA, Cat#835, RRID: AB_632446, 1:1000), AKT (Cell Signaling Technology, Cat#9272, RRID: AB_329827, 1:1000), p-AKT (Cell Signaling Technology, Cat#4060, RRID: AB_2315049, 1:1000), ERK (Cell Signaling Technology,Cat#9102, RRID: AB_330744, 1:1000), p-ERK (Cell Signaling Technology,Cat#9101, RRID: AB_331646, 1:1000),, LC3B (Cell Signaling Technology, Cat# 2775, RRID:AB_915950, 1:1000), goat anti-rabbit IgG HRP (Abcam, Cat#ab7090, RRID: AB_955417, 1:3000–5000), goat anti-mouse IgG HRP (Merck Millipore, Cat#AP124P, RRID: AB_90456, 1:3000–5000), recombinant mouse IGF-1 (PeproTech, Cranbury, NJ, USA, Cat#250–19), recombinant mouse GH (Prospec, Ness-Ziona, Israel, Cat#cyt-540), and recombinant human ghrelin (Prospec, Cat#hor-297).

### Hematoxylin and eosin (H&E) staining

Tissues were fixed in 10% formalin for 24–48 h, then embedded in paraffin after dehydration. Tissue sections were cut to a thickness of 5 µm for staining. The staining procedure was according to the routine standard protocol. Briefly, the samples were deparaffinized with xylene and rehydrated with different concentrations of ethanol before staining. The slides were then stained with hematoxylin and eosin and mounted with cover slides after washing. All experiments were carried out by the National Taiwan University College of Medicine Laboratory Animal Center.

### Blood glucose detection

Blood samples were collected by lancet submandibular blood collection from the facial vein of mice. Mice were starving over 6 h before blood collection. The blood glucose was detected by ACCU-CHEK blood glucose meter (Roche, Switzerland).

### Enzyme-linked immunosorbent assay(ELISA)

Mice blood without anticoagulant was collected and centrifuged at 3000* g* for 15 min at room temperature for serum collection. Serum hormones including IGF-1, GH, FGF21 were measured by ELISA kit including Mouse IGF-1 ELISA (R&D system, Cat#MG100), Mouse GH ELISA (Millipore, Cat#EZRMGH-45 K), and Mouse FGF21 ELISA (R&D, Cat#MF2100). All experimental procedures were followed by the operation manual.

### Trabecular bone (TB) and bone mineral density (BMD) detection by micro-tomography (micro-CT)

Postnatal 14-day-old mice were anaesthetized with isoflurane and oxygen at a flow rate of 2 L/min and scanned using a micro-CT (Bruker, SkyScan 1176). The following scanning conditions were used: trabecular bone, 9 µm resolution, 0.5 mm aluminum filter, 50 kV voltage, 140 µA current, and 3300 ms exposure; bone mineral density, 35 µm resolution, 0.5 mm aluminum filter, 50 kV voltage, 150 µA current, and 120 ms exposure. All images and imaging data were processed using software from the company. All experiments were performed by the Taiwan Mouse Clinic of Academia Sinica.

### Body temperature measure by infrared camera

Postnatal 14-day-old mice were measured by infrared camera (NEC Avio Infrared Technology, NEC F30S). Mice were put into the container to measure the temperature and camera detection distance is 34 cm. Images were acquired for illustrating. All experiments were performed by Taiwan Mouse Clinic of Academia Sinica.

### Primary hepatocyte isolation and GH stimulation

Mouse primary hepatocyte isolation was based on our previous study [73]. Briefly, a 4-week-old mouse was anesthetized and perfused at 37℃ with perfusion buffer (HBSS contained 50 mM EGTA; 1.5 ml/min for 10 min) and 0.05% type IV collagenase in HBSS (1.5 ml/min for 10 min) from the portal vein. After perfusion, the liver was excised, ground into a hepatocyte wash medium HBSS, and filtered with a 100-μm cell strainer. The filtrate was centrifuged at 50 × *g* for 2 min to collect the pellet, which was washed twice with 20 mL hepatocyte wash medium before resuspension and counting in William’s E medium containing with L-glutamine, antibiotic, 1 × insulin-transferrin-selenium-A, hydrocortisone, L-ornithine, L-lactic acid, and ethanolamine. For GH stimulation experiments, GH was added in William’s E medium for 30 min treatment.

### Transcriptomic experiments and data analysis

The transcriptomic experiments for expression profiling were performed by utilizing the GeneChip Mouse Genome 430 2.0 Array (Affymetrix, CA, USA). The procedure was based on the manufacturer’s manual. Briefly, 100 ng total RNA from individual brain or liver of postnatal day 14 male *Mir137*^+/+^ or *Mir137*^−/−^ was used for the Two-Cycle cDNA Synthesis Kit. Biotin-labelled cRNA was produced through in vitro cDNA transcription (IVT Labeling Kit, Affymetrix). After fragmentation, 20 μg cRNA was hybridized to the chip by using Affymetrix Fluidics Station 450 followed by washing and staining procedures. The final chip was scanned by GeneChip Scanner 3000 and the raw data contained in the CEL file was further analyzed with the RMA summarization algorithm and baseline to mean normalization. All original raw data had been deposited in the Gene Expression Omnibus and were available with the accession number GSE248675 (brain) and GSE248269 (liver). Significant differential gene expression was identified by statistical analysis performed with false discovery rate (FDR) correlated *p*-value < 0.05 and fold-change greater than 1.5 in each comparison. The enrichment analysis was utilized GSEA 4.0 for understanding biological knowledge (http://software.broadinstitute.org/gsea/index.jsp). The false discovery rate (FDR) is calculated by comparing the actual data with 1000 Monte-Carlo simulations. The normalized enrichment score (NES) computes the density of modified genes in the dataset with the random expectancies, normalized by the number of genes found in a given gene cluster, to consider the size of the cluster. For pathway analysis and regulatory network construction, Metacore™ (Thomson reuters) online software was utilized based on the default enrichment analysis and Transcriptional Regulation algorithm.

## Statistical analysis

For statistical analysis, *P* values were calculated using Student’s *t* test in Excel or Graphpad Prism 8. All results are presented as mean ± SD, with *n* representing the number of mice or experiment replicates. Statistical significance was determined as *P* < 0.05. *P* values are presented as follows: N.S., *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001.

## Supplementary Information

Additional file 1: Fig. S1-The histology of major organs in miR-137 wild-type (*Mir137*^+/+^) and miR-137 deficient (*Mir137*^−/−^). Fig. S2-Body fat composition and markers for adipose tissue testing in *Mir137*^−/−^. Fig. S3-The correlation between serum IGF-1 and body weights in mice. Fig. S4-Testing of p-AKT and p-ERK, downstream of IGF-1 signaling, by Western blot in major organs. Fig. S5-Exogenous supplements of miR-137 alone or combined with IGF-1 partially improved weight loss and early mortality in *Mir137*^−/−^. Fig. S6-Testing of p-STAT5, a downstream active molecule of GH signaling, in the liver and muscle of miR-137 wild-type (+/+) and homologous knockout (-/-) mice. Fig. S7-Transcriptional levels of *Ghr* (growth hormone receptor) in major organs of mice. Fig. S8-The breading strategy for generating nervous system and liver specific miR-137 knockout mice.Fig. S9- The histology of major organs in wild-type mice (Mir137loxP/loxP) and brain specific miR-137 deficient mice (nestin-Cre, Mir137loxP/loxP)Fig. S9- The histology of major organs in wild-type mice (Mir137loxP/loxP) and brain specific miR-137 deficient mice (nestin-Cre, Mir137loxP/loxP)Fig. S9- The histology of major organs in wild-type mice (Mir137loxP/loxP) and brain specific miR-137 deficient mice (nestin-Cre, Mir137loxP/loxP). Fig. S9- The histology of major organs in wild-type mice (*Mir137*^loxP/loxP^) and brain specific miR-137 deficient mice (nestin-Cre, *Mir137*^loxP/loxP^). Fig. S10-Histopathological analysis of bone, white adipose tissue, and brown adipose tissue in wild-type mice (*Mir137*^loxP/loxP^) and brain specific miR-137 deficient mice (nestin-Cre, *Mir137*^loxP/loxP^). Fig. S11-Transcriptomic profiling and differential expressed genes analysis of between brains and livers in the absence of miR-137. Fig. S12-Circulating factors identification for GH/GHR signaling interference in the brain-liver axis of miR-137 deficient mice. Fig. S13-Evaluation of GH receptor signaling cascades and downstream effectors in *Mir137*^−/−^ with GH resistance.

Additional file 2: Table S1-Enrichement analysis of transcriptomic changes in *Mir137*^−/−^ vs. *Mir137*^+/+^ brains using Metacore software. Table S2-Enrichement analysis of transcriptomic changes in *Mir137*^−/−^ vs. *Mir137*^+/+^ brains using Metacore software. Table S3-Network significance of process network in *Mir137*^−/−^ vs. *Mir137*^+/+^ mouse. Table S4-Gene list of up-regulated and secreted proteins^1^ in the brain of miR-137 deficient mice. Table S5-Primer sequences for genotyping. Table S6-Primer sequences for Real-time QPCR.

Additional file 3.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and publicly available repositories. All transcriptomic original raw data has been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) and were available with the accession number GSE248675 (brain) and GSE248269 (liver) [74, 75].

## Abbreviations

BAC: Bacterial artificial chromosome
BAT: Brown adipose tissue
BMD: Bone mineral density
ES cells: Embryonic stem cells
GH: Growth hormone
GHD: Growth hormone deficiency
GHR: Growth hormone receptor
GSEA: Gene set enrichment analysis
IACUC: International animal care and use committee
IGF-1: Insulin growth factor-1
IP: Intraperitoneal
IUGR: Intrauterine growth restriction
miRNAs: MicroRNAs
NES: Normalized enrichment score
TB: Trabecular bone
WAT: White adipose tissue

# Supplementary material for: Brain miR-137 governs growth and development via GH/IGF-1 signaling
**Source:** BMC Biol. 2025 Jul 1;23:197. doi: 10.1186/s12915-025-02306-8
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1-The histology of major organs in miR-137 wild-type (Mir137+/+) and miR-137 deficient (Mir137−/−). Fig. S2-Body fat composition and markers for adipose tissue testing in Mir137−/−. Fig. S3-The correlation between serum IGF-1 and body weights in mice. Fig. S4-Testing of p-AKT and p-ERK, downstream of IGF-1 signaling, by Western blot in major organs. Fig. S5-Exogenous supplements of miR-137 alone or combined with IGF-1 partially improved weight loss and early mortality in Mir137−/−. Fig. S6-Testing of p-STAT5, a downstream active molecule of GH signaling, in the liver and muscle of miR-137 wild-type (+/+) and homologous knockout (-/-) mice. Fig. S7-Transcriptional levels of Ghr (growth hormone receptor) in major organs of mice. Fig. S8-The breading strategy for generating nervous system and liver specific miR-137 knockout mice.Fig. S9- The histology of major organs in wild-type mice (Mir137loxP/loxP) and brain specific miR-137 deficient mice (nestin-Cre, Mir137loxP/loxP)Fig. S9- The histology of major organs in wild-type mice (Mir137loxP/loxP) and brain specific miR-137 deficient mice (nestin-Cre, Mir137loxP/loxP)Fig. S9- The histology of major organs in wild-type mice (Mir137loxP/loxP) and brain specific miR-137 deficient mice (nestin-Cre, Mir137loxP/loxP). Fig. S9- The histology of major organs in wild-type mice (Mir137loxP/loxP) and brain specific miR-137 deficient mice (nestin-Cre, Mir137loxP/loxP). Fig. S10-Histopathological analysis of bone, white adipose tissue, and brown adipose tissue in wild-type mice (Mir137loxP/loxP) and brain specific miR-137 deficient mice (nestin-Cre, Mir137loxP/loxP). Fig. S11-Transcriptomic profiling and differential expressed genes analysis of between brains and livers in the absence of miR-137. Fig. S12-Circulating factors identification for GH/GHR signaling interference in the brain-liver axis of miR-137 deficient mice. Fig. S13-Evaluation of GH receptor signaling cascades and downstream effectors in Mir13

**Supplementary Information for**

**Brain mir-137 Sustains Body Growth and Development through GH/IGF-1 Mediated Systemic Regulatory Machinery**

Keng-Mao Liao^1^, Wei-Lun Hsu^1^, Wan-Yi Huang^1^, Wei-Jia Luo^1^, Sung-Liang Yu^1,3,4,5^, Pan-Chyr Yang^2^, Kang-Yi Su^1,3,4*^

**Additional file 1**

**Fig. S1.** The histology of major organs in miR-137 wild-type (*Mir137*^+/+^) and miR-137 deficient (*Mir137*^-/-^).

**Fig. S2.** Body fat composition and markers for adipose tissue testing in *Mir137*^-/-^.

**Fig. S3.** The correlation between serum IGF-1 and body weights in mice.

**Fig. S4.** Testing of p-AKT and p-ERK, downstream of IGF-1 signaling, by Western blot in major organs.

**Fig. S5.** Exogenous supplements of miR-137 alone or combined with IGF-1 partially improved weight loss and early mortality in *Mir137*^-/-^.

**Fig. S6.** Testing of p-STAT5, a downstream active molecule of GH signaling, in the liver and muscle of miR-137 wild-type (+/+) and homologous knockout (-/-) mice.

**Fig. S7.** Transcriptional levels of *Ghr* (growth hormone receptor) in major organs of mice.

**Fig. S8.** The breading strategy for generating nervous system and liver specific miR-137 knockout mice.

**Fig. S9.** The histology of major organs in wild-type mice (*Mir137*^loxP/loxP^) and brain specific miR-137 deficient mice (nestin-Cre, *Mir137*^loxP/loxP^).

**Fig. S10.** Histopathological analysis of bone, white adipose tissue, and brown adipose tissue in wild-type mice (*Mir137*^loxP/loxP^) and brain specific miR-137 deficient mice (nestin-Cre, *Mir137*^loxP/loxP^).

**Fig. S11.** Transcriptomic profiling and differential expressed genes analysis of between brains and livers in the absence of miR-137.

**Fig. S12.** Circulating factors identification for GH/GHR signaling interference in the brain-liver axis of miR-137 deficient mice.

**Fig. S13.** Evaluation of GH receptor signaling cascades and downstream effectors in *Mir137*^-/-^ with GH resistance.

**Supplementary Figures**

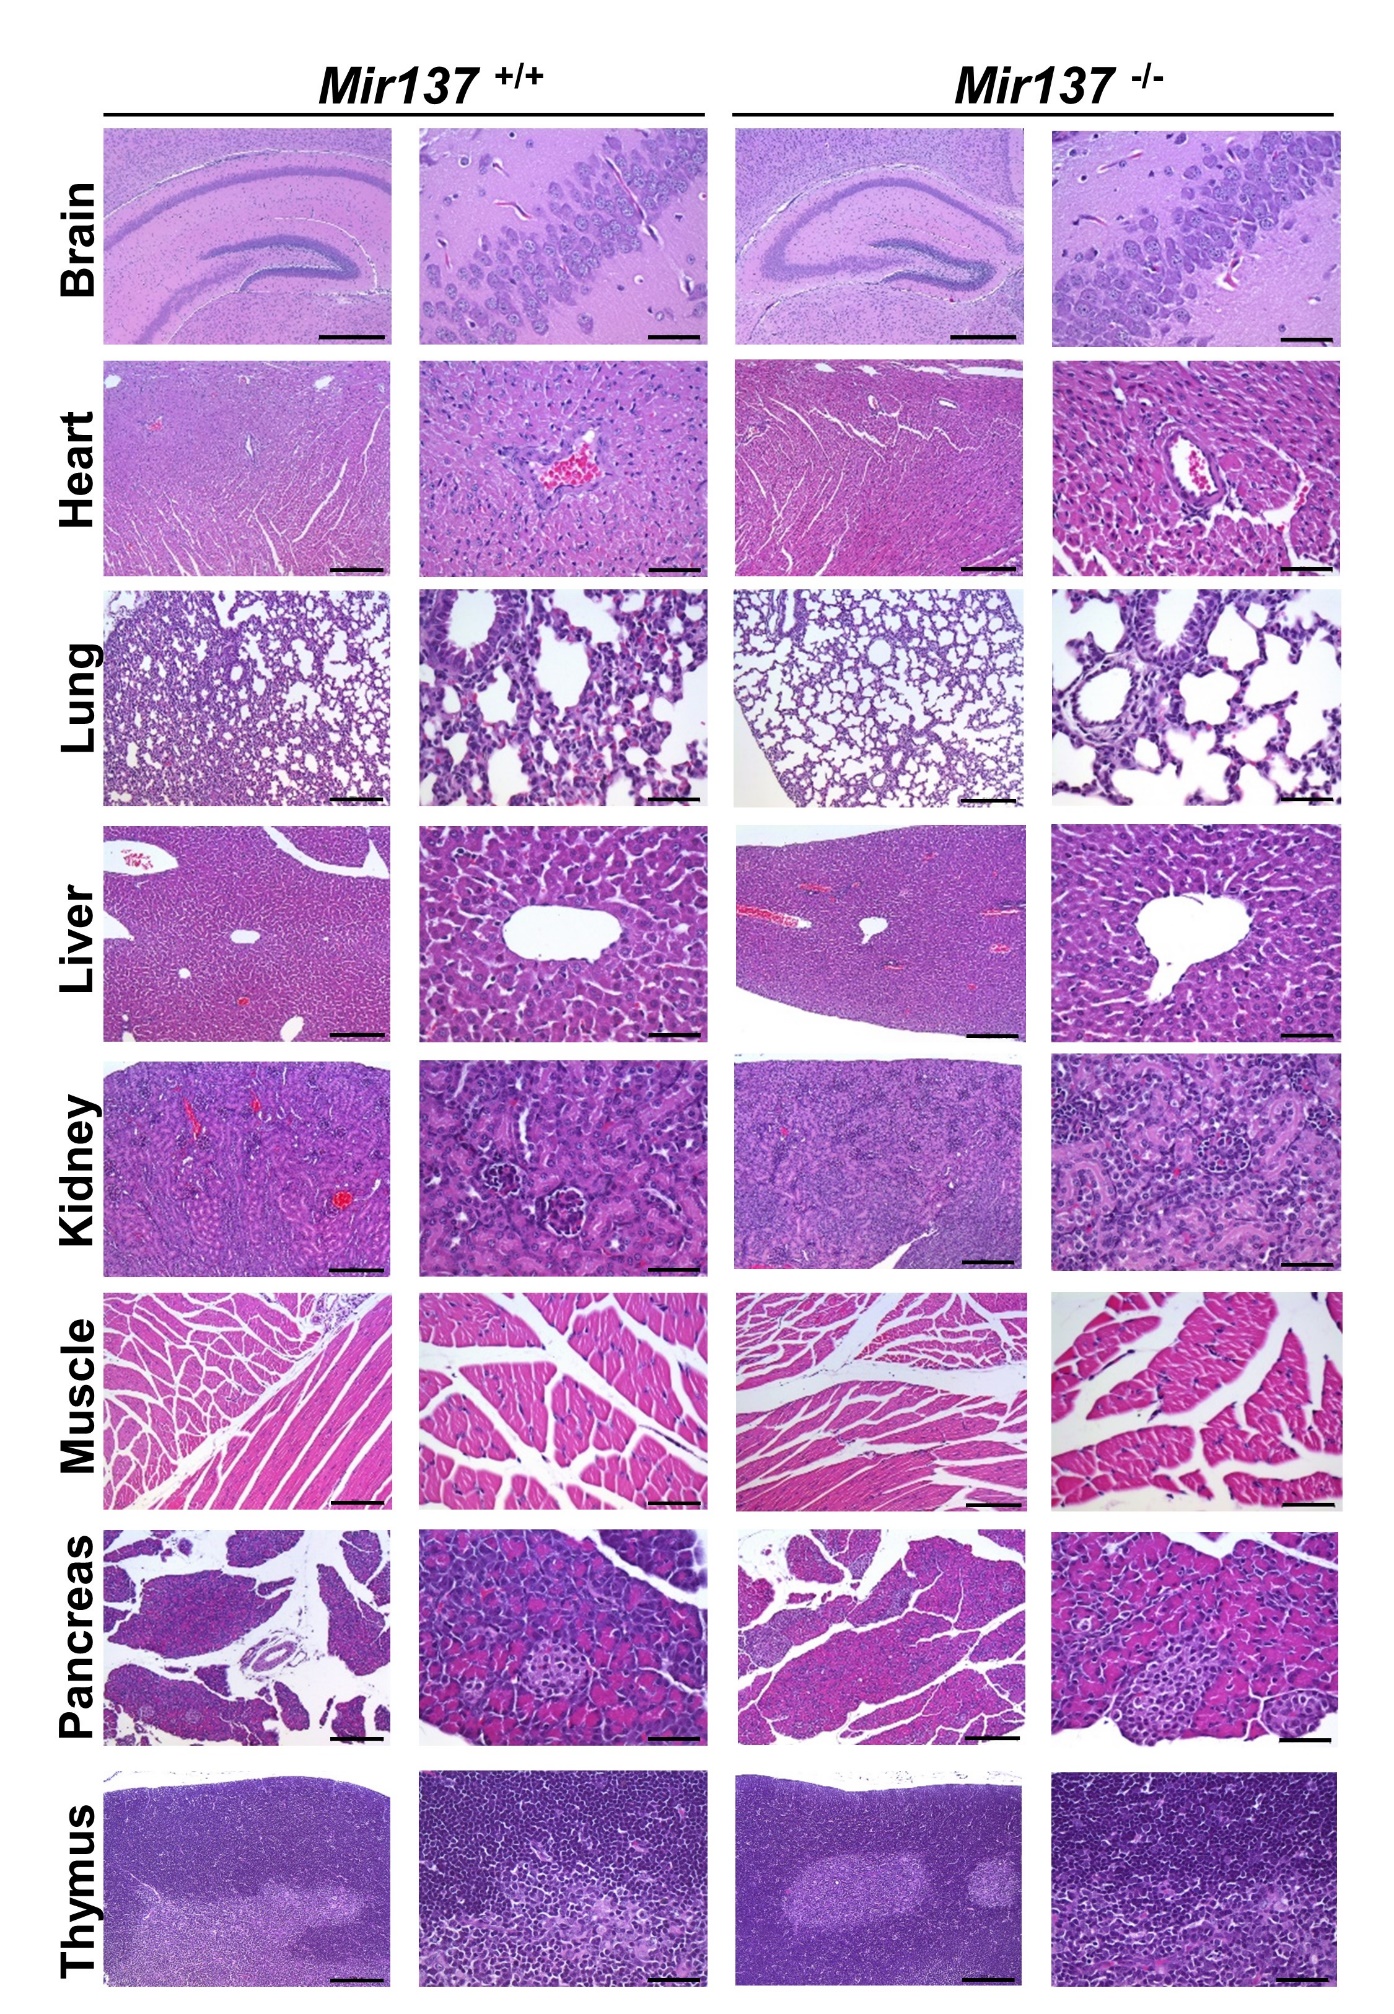

**Fig. S1.** The histology of major organs in miR-137 wild-type (*Mir137*^+/+^) and miR-137 deficient (*Mir137*^-/-^). The mice organs were isolated and embedded. Sections were performed H&E staining for histopathological analysis. Scale bars, 500 μm for the left panel of each genotype and 200 μm for the right panel of each genotype.

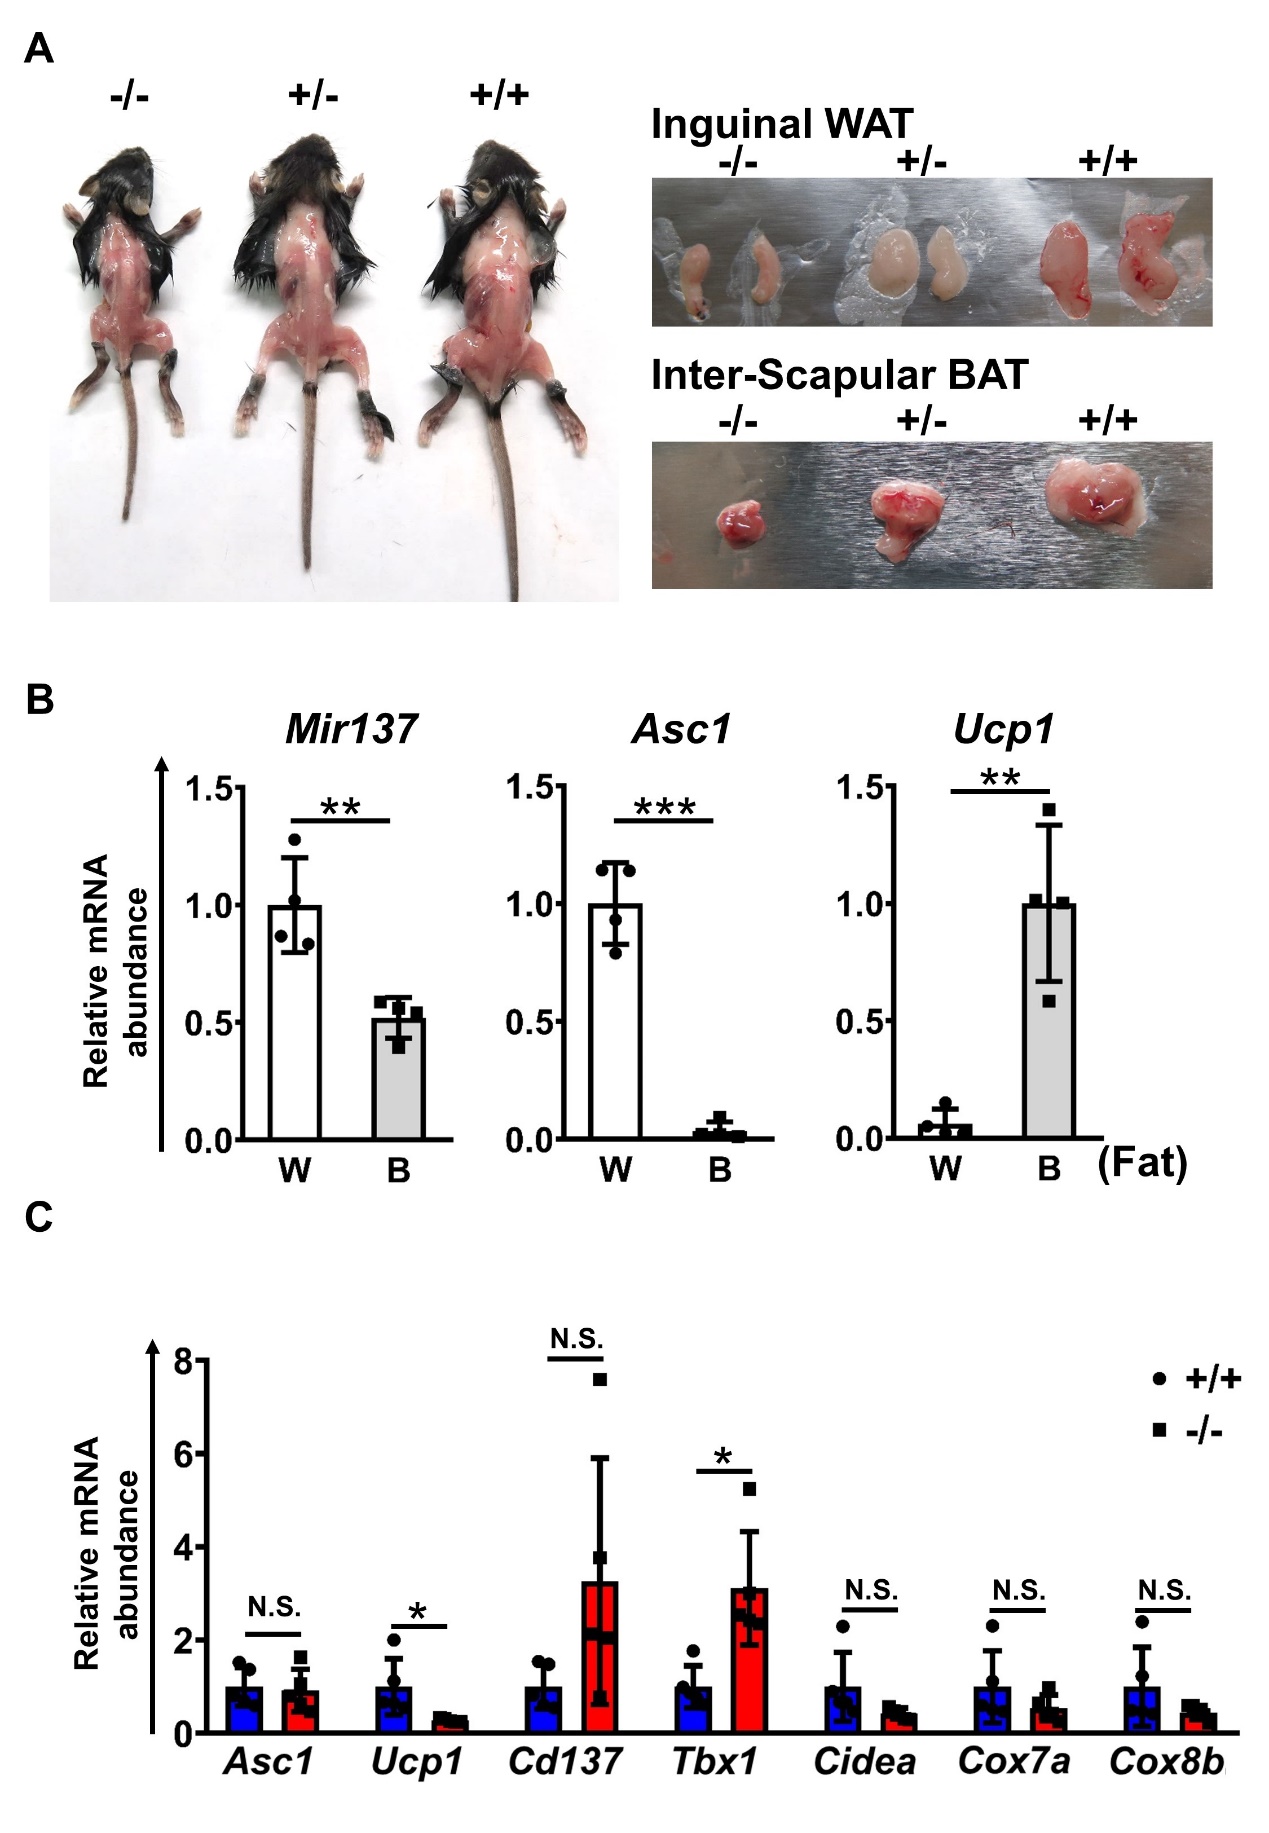

**Fig. S2.** Body fat composition and markers for adipose tissue testing in *Mir137*^-/-^. **A** Photographs of body composition in miR-137 wild-type (+/+), heterozygous knockout (+/-), and homozygous knockout (-/-) mice (left panel). Inguinal white adipose tissue (WAT) and inter-scapular brown adipose tissue (BAT) of mice (right panel). **B** Mir-137 expression in WAT (W) and BAT (B). *Asc1* and *Ucp1* are markers for WAT and BAT, respectively. **C** Marker testing for beige in WAT of +/+ and -/- mice.

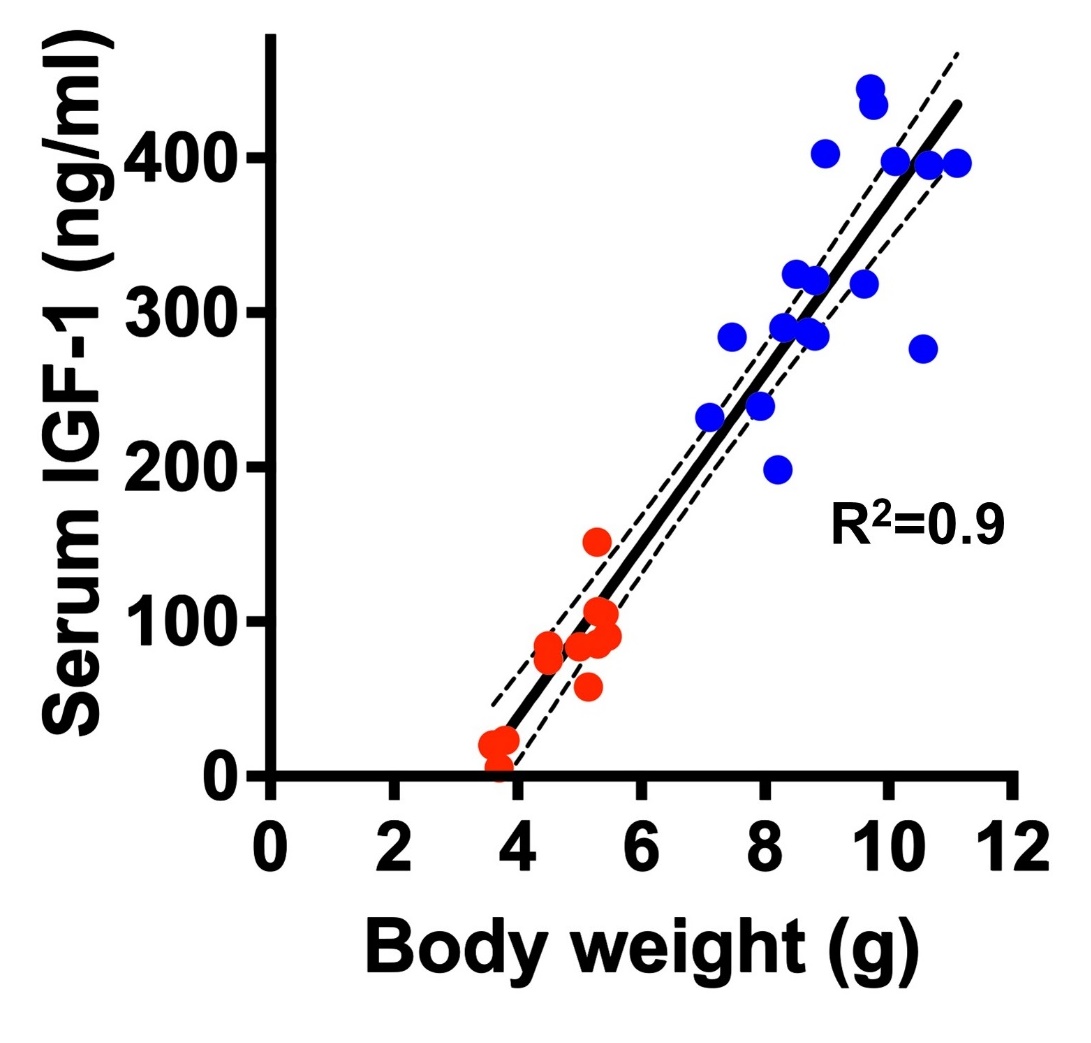

**Fig. S3.** The correlation between serum IGF-1 and body weights in mice.

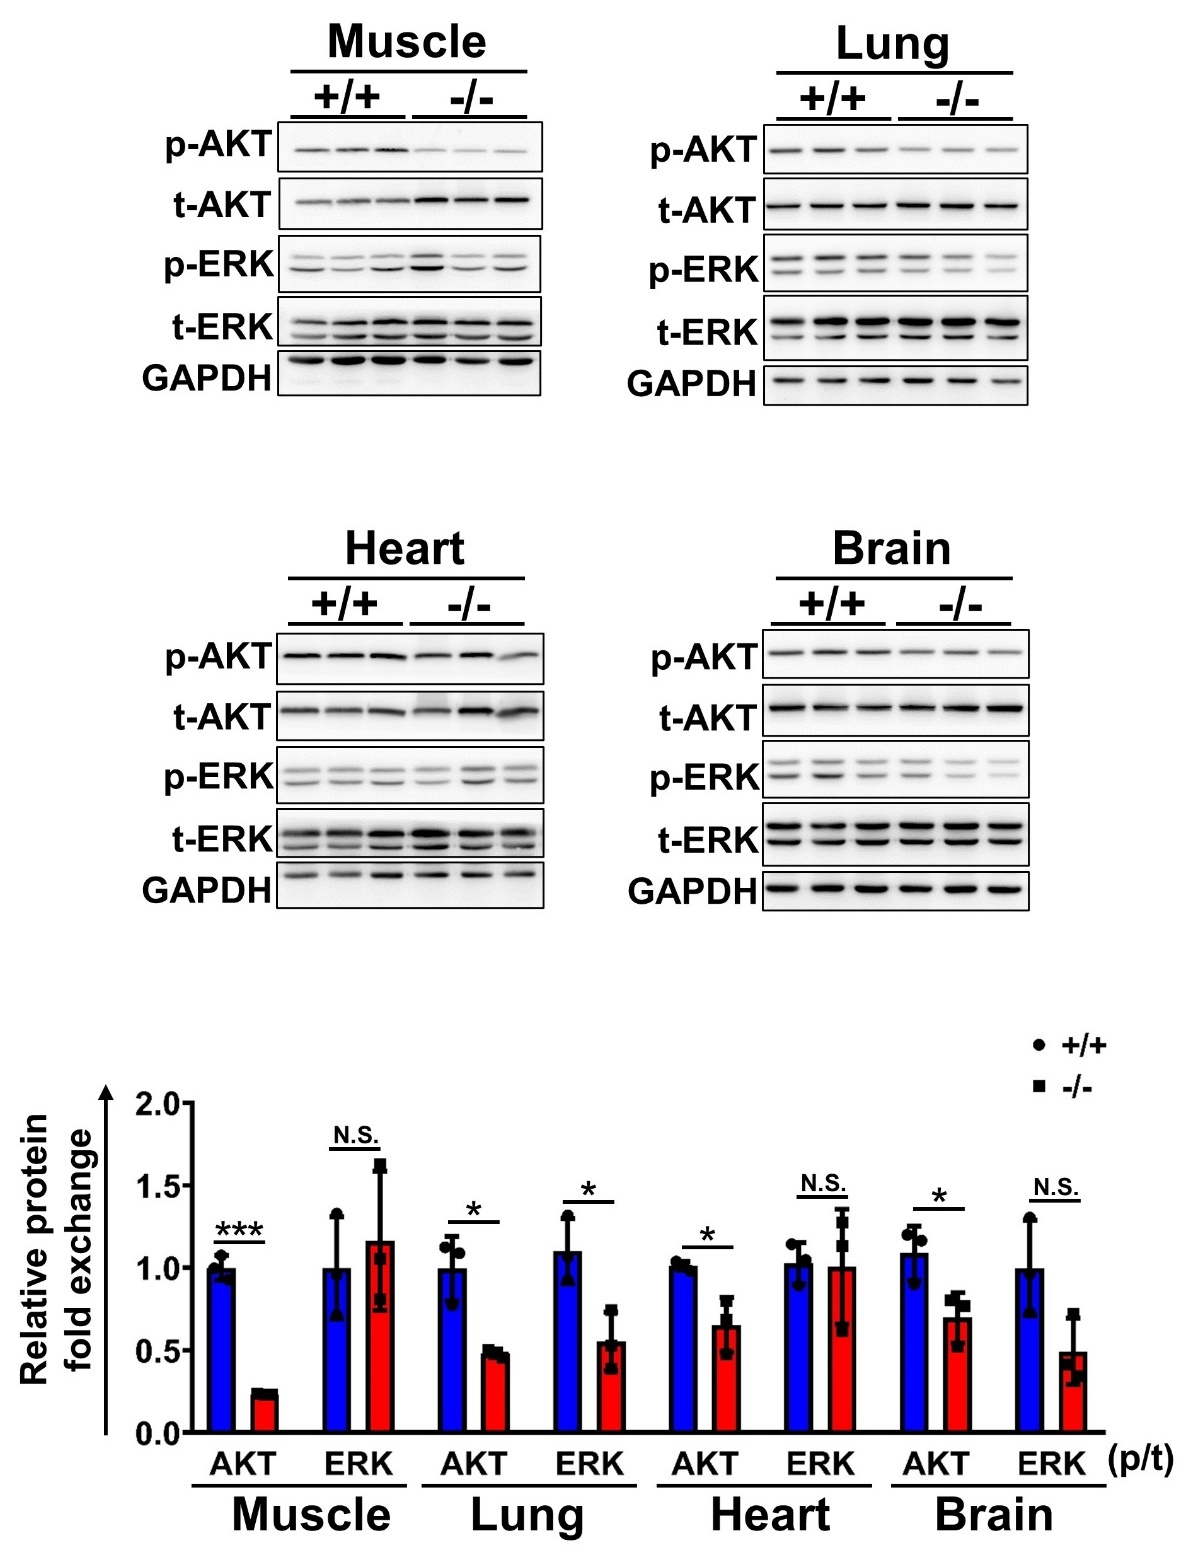

**Fig. S4.** Testing of p-AKT and p-ERK, downstream of IGF-1 signaling, by Western blot in major organs. Major organs from miR-137 wild-type (+/+) and homozygous knockout (-/-) mice were collected for Western blot (n=3 for each group) (upper panel). Quantification was performed by signal intensity related to GAPDH (lower panel). Data were presented as the mean ± SD. **p* < 0.05; ****p* < 0.001; N.S., non-significant.

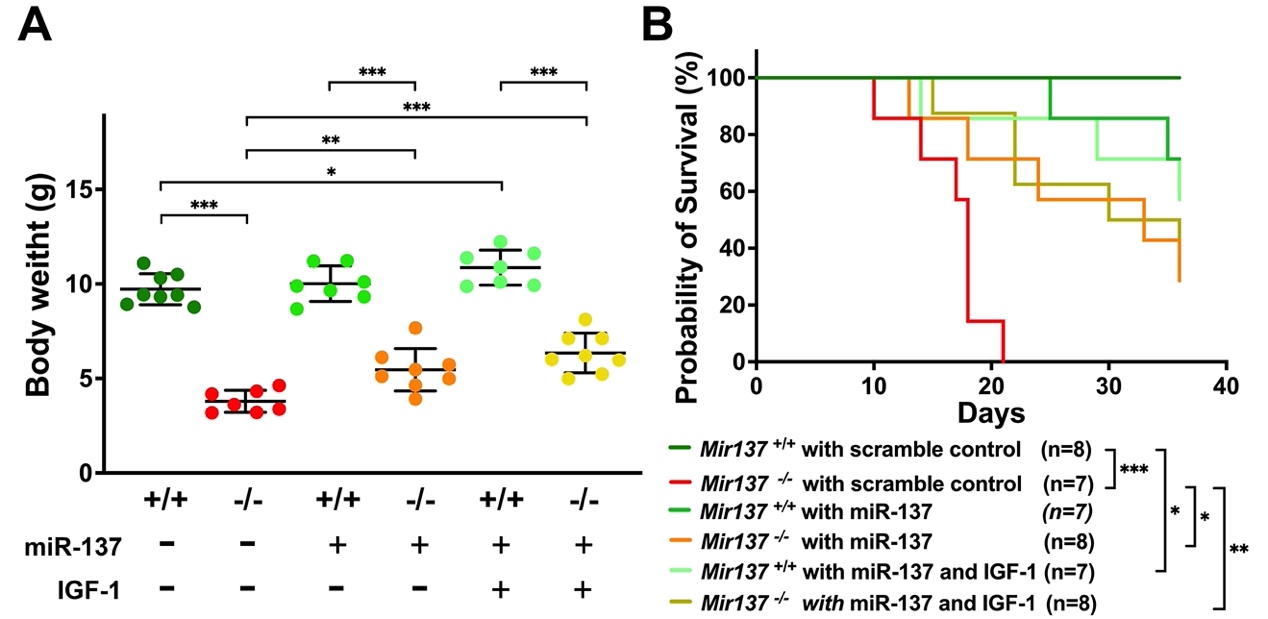

**Fig. S5.** Exogenous supplements of miR-137 alone or combined with IGF-1 partially improved weight loss and early mortality in *Mir137*^-/-^. MiR-137 was administered intracranially (10 μg miR-137 mimic in 2 μl saline) once at postnatal day 1 and IGF-1 intraperitoneally (25 mg/kg in 5 μl saline with 0.01% BSA) once every two days from postnatal day 1, with subsequent monitoring of body weight and survival. **A** Body weight recording of mice at day 10. **B** Survival curve of mice in each group from the date of birth. Data was presented as the mean ± SD. **p* < 0.05; ***p* < 0.01; ****p* < 0.001

**
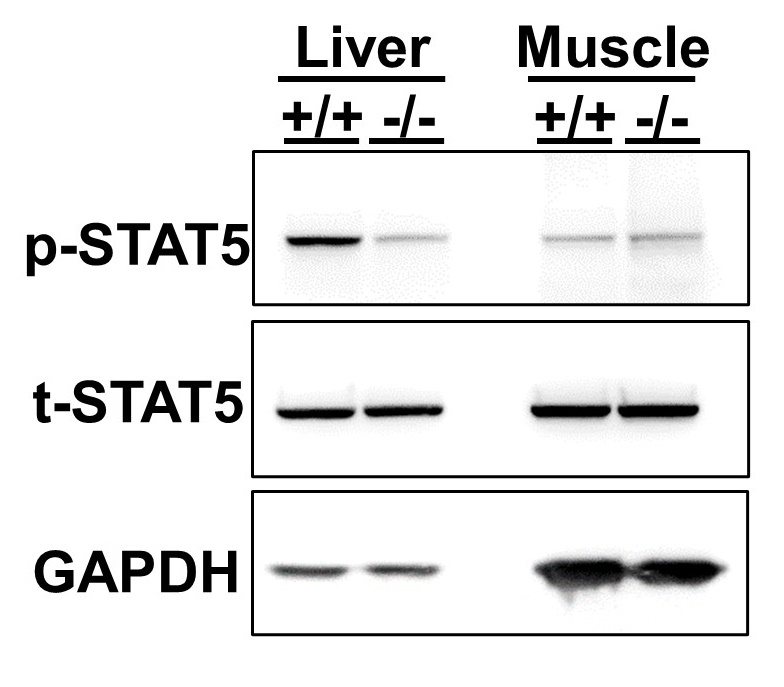
**

**Fig. S6.** Testing of p-STAT5, a downstream active molecule of GH signaling, in the liver and muscle of miR-137 wild-type (+/+) and homologous knockout (-/-) mice.

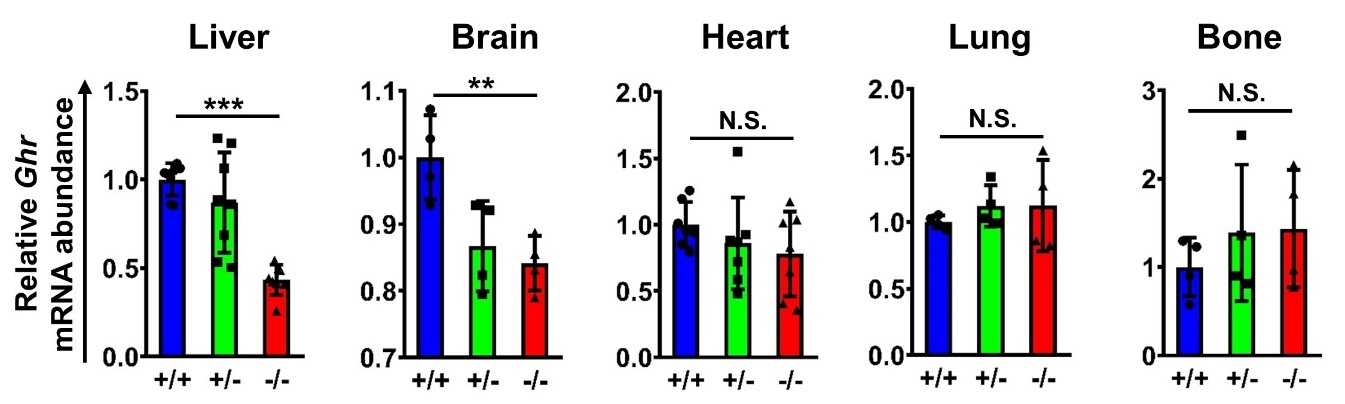

**Fig. S7.** Transcriptional levels of *Ghr* (growth hormone receptor) in major organs of mice. The relative expression of the gene was normalized to β-actin (n=3 for each group). Data were presented as the mean ± SD. ***p* < 0.01; ****p* < 0.001; N.S., non-significant. +/+, +/-, and -/- were represented miR-137 wild-type, heterozygous knockout, and homozygous knockout mice, respectively.

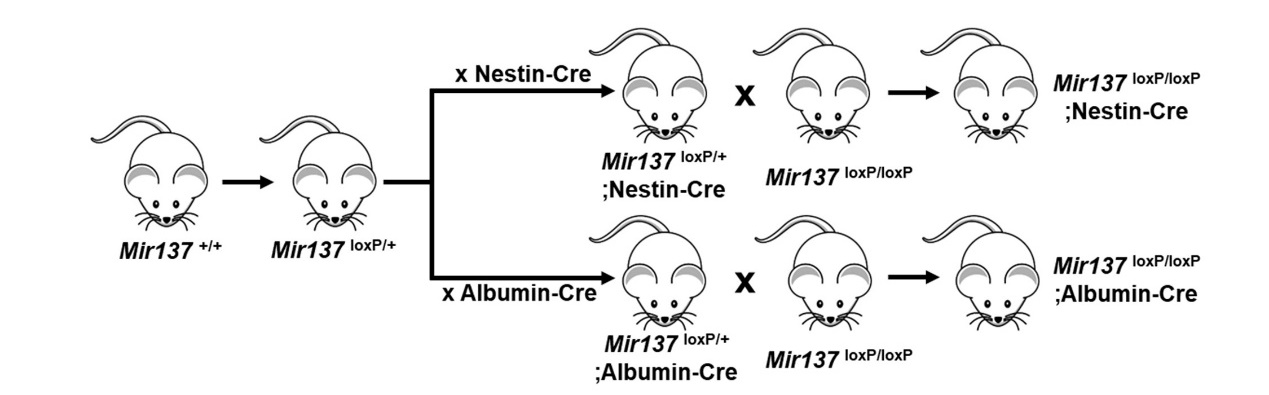

**Fig. S8.** The breading strategy for generating nervous system and liver specific miR-137 knockout mice. miR-137 wild-type mice (*Mir137*+/+) were targeted to generate heterozygous *lox*P-floxed *Mir137* locus mice (*Mir137^lox^*^P/+^). *Mir137^lox^*^P/+^ was further crossed with nestin-Cre or albumin-Cre transgenic mice to generate nervous system or liver specific miR-137 knockout mice.

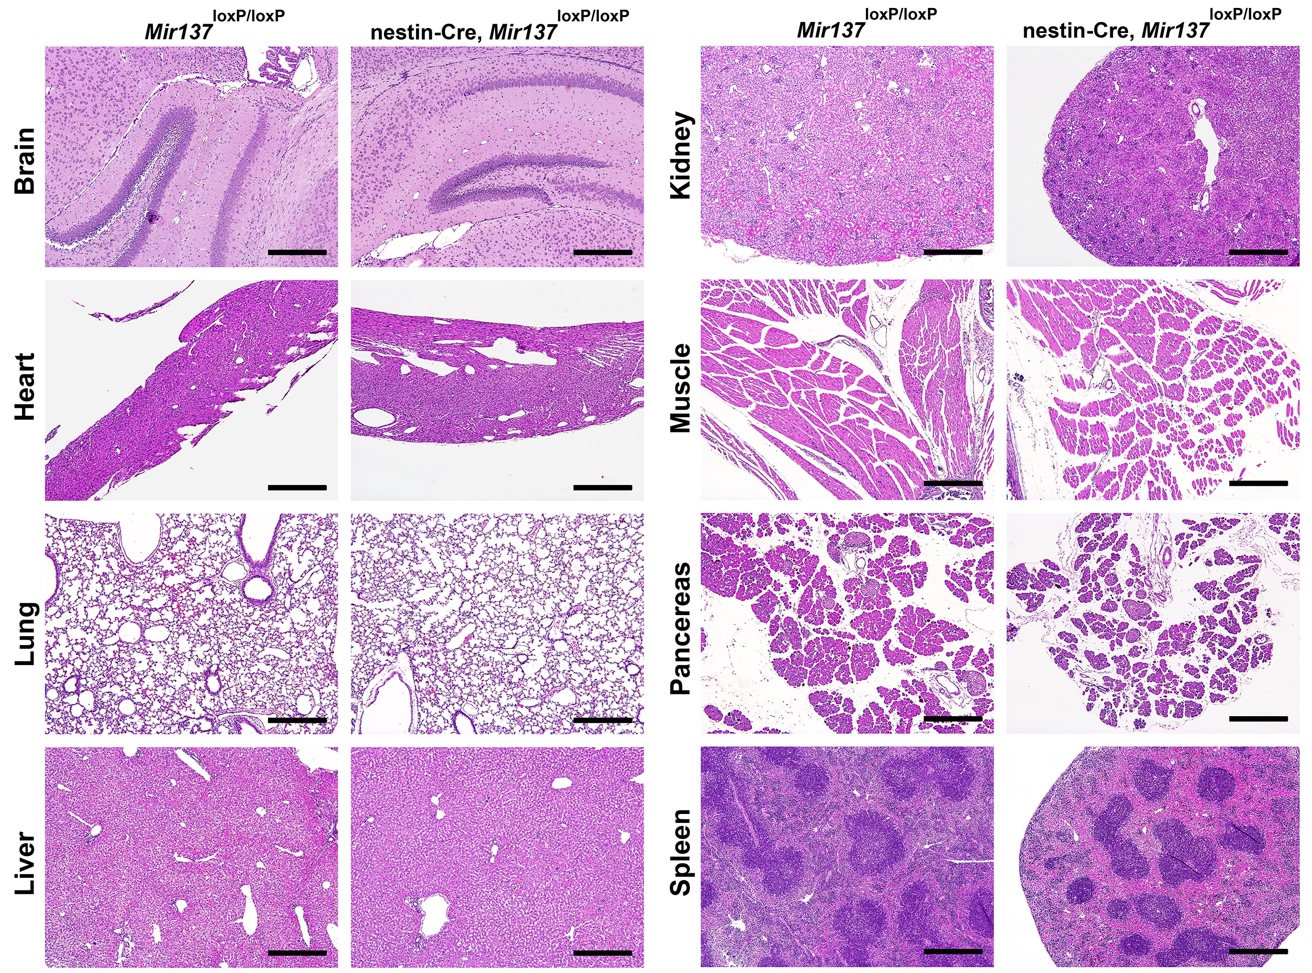

**Fig. S9.** The histology of major organs in wild-type mice (*Mir137*^loxP/loxP^) and brain specific miR-137 deficient mice (nestin-Cre, *Mir137*^loxP/loxP^). The mice organs were isolated and embedded. Sections were performed H&E staining for histopathological analysis. Scale bars, 200 μm.

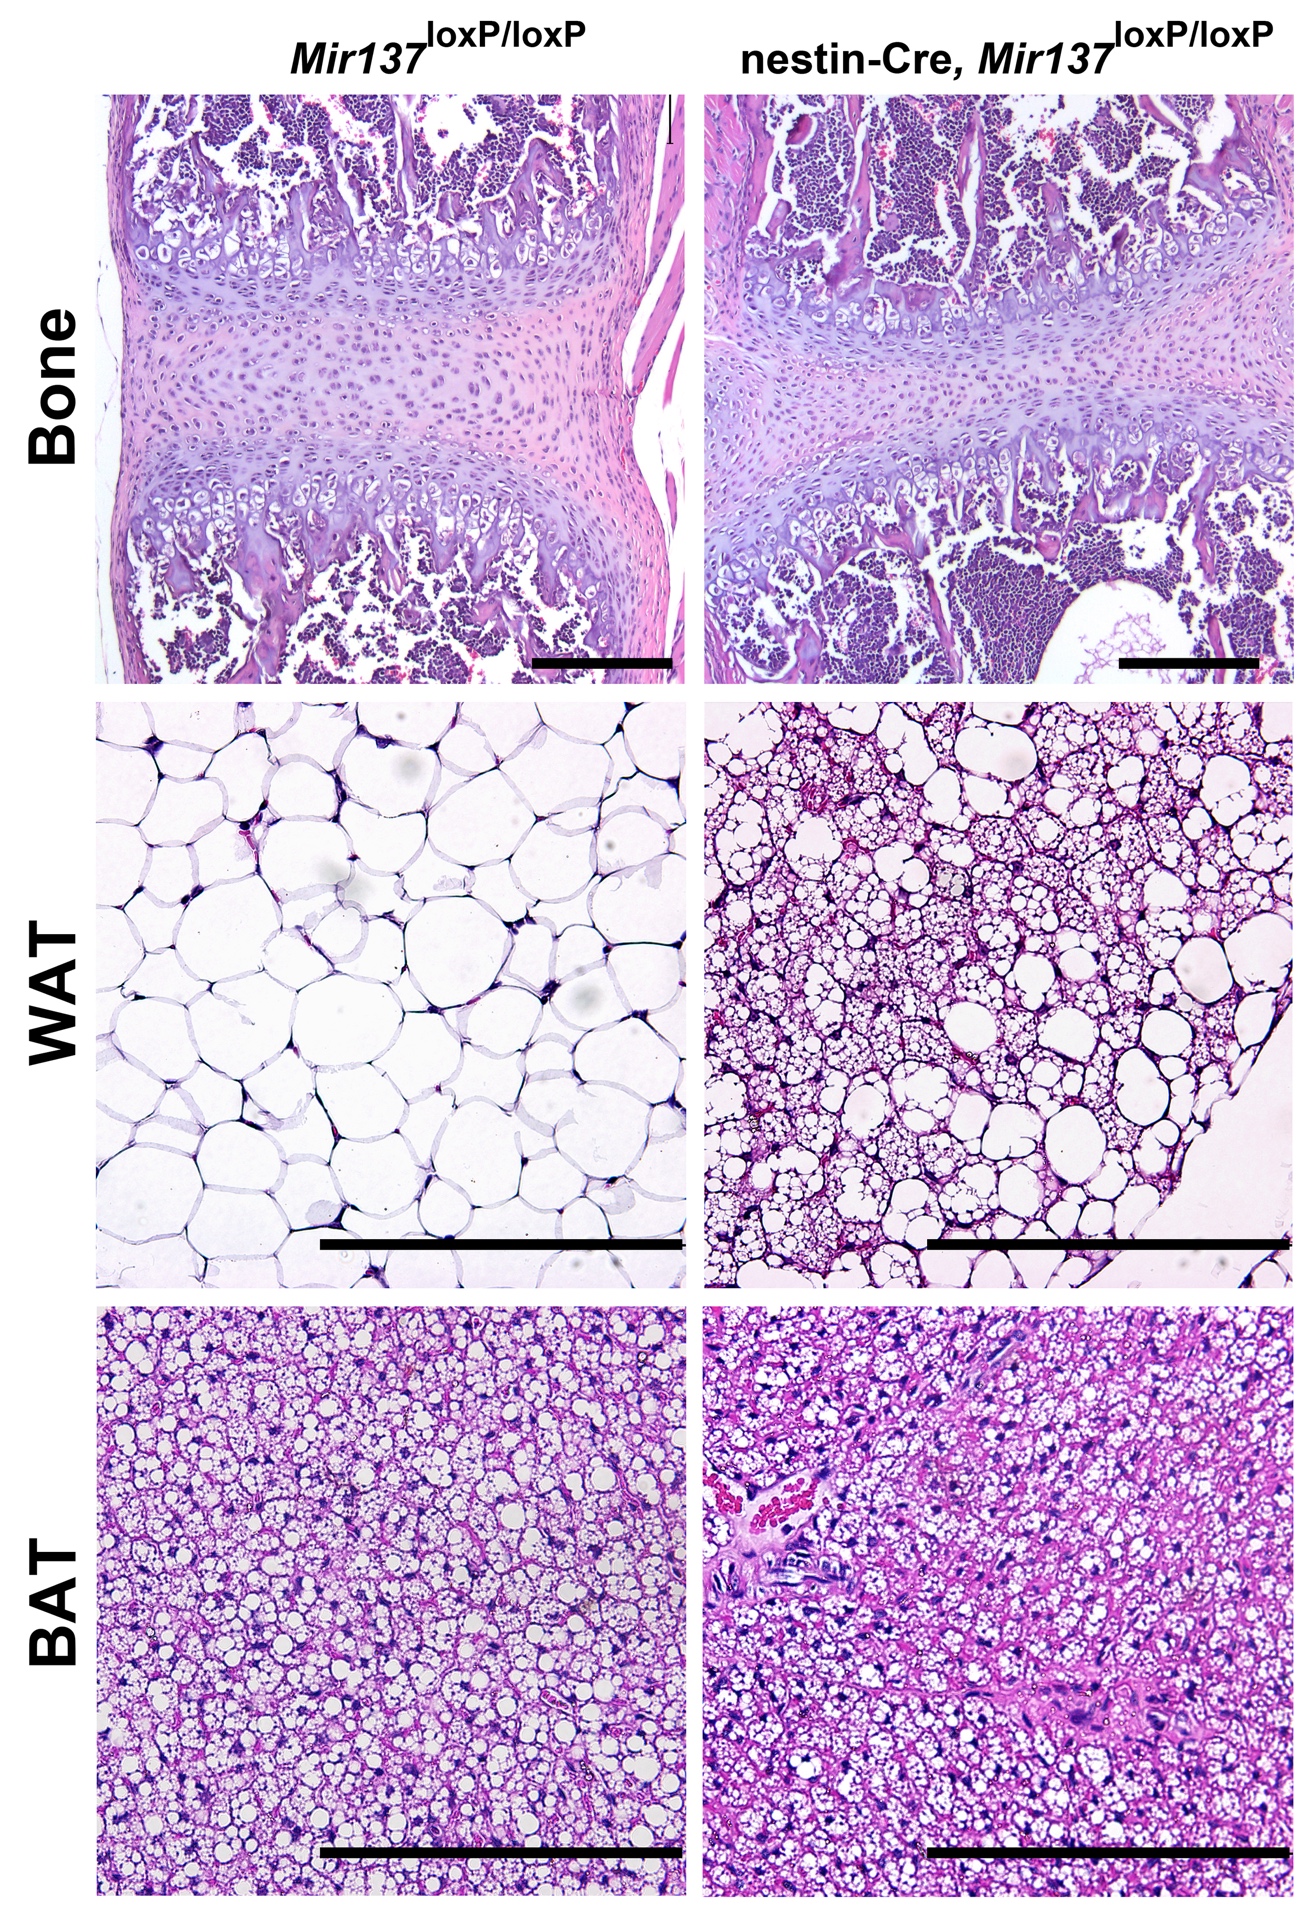

**Fig. S10.** Histopathological analysis of bone, white adipose tissue, and brown adipose tissue in wild-type mice (*Mir137*^loxP/loxP^) and brain specific miR-137 deficient mice (nestin-Cre, *Mir137*^loxP/loxP^). Scales bars represented 200 μm. WAT, white adipose tissue; BAT, brown adipose tissue.

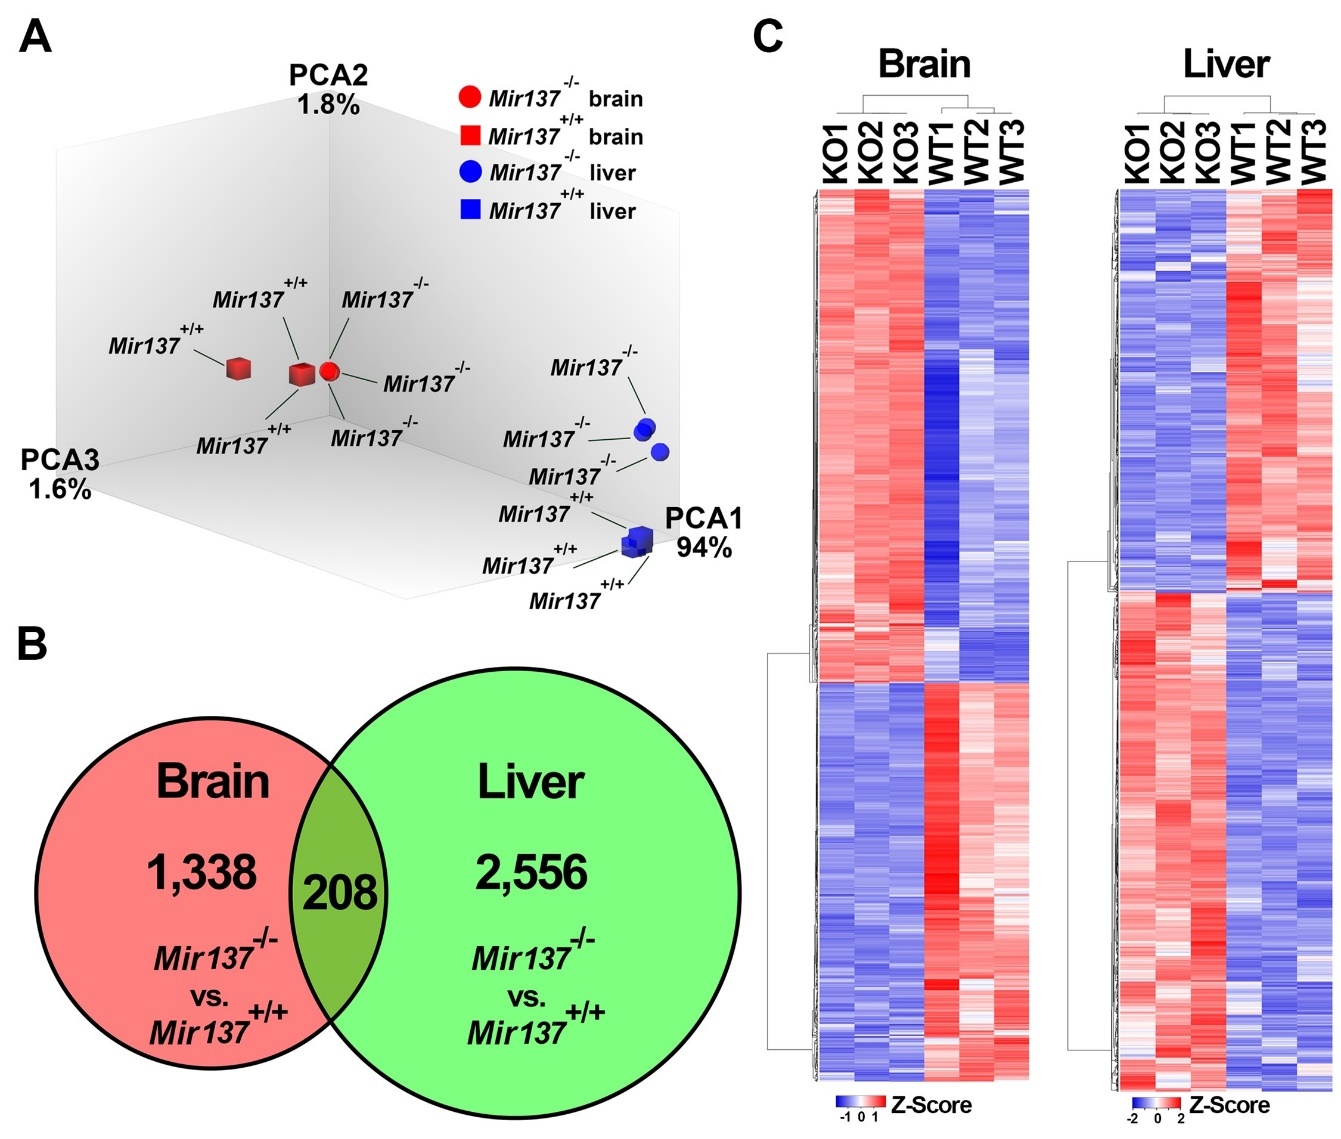

**Fig. S11.** Transcriptomic profiling and differential expressed genes analysis of between brains and livers in the absence of miR-137. RNAs from brains or livers of miR-137 wild-type (*Mir137*^+/+^, WT) and homozygous knockout (*Mir137*^-/-^, KO) mice were assessed for transcriptomic experiments followed by analysis. **A** Principal component analysis (PCA) plot for the global gene expression changes among the brain and liver from *Mir137*^+/+^ and *Mir137*^-/-^. **B** Venn diagram plot for differential expressed genes between *Mir137*^+/+^ and *Mir137*^-/-^ in the brain (left) and liver (right). **C** Unsupervised heatmap cluster analysis by differential expressed genes between *Mir137*^+/+^ and *Mir137*^-/-^ in the brain (left) and liver (right).

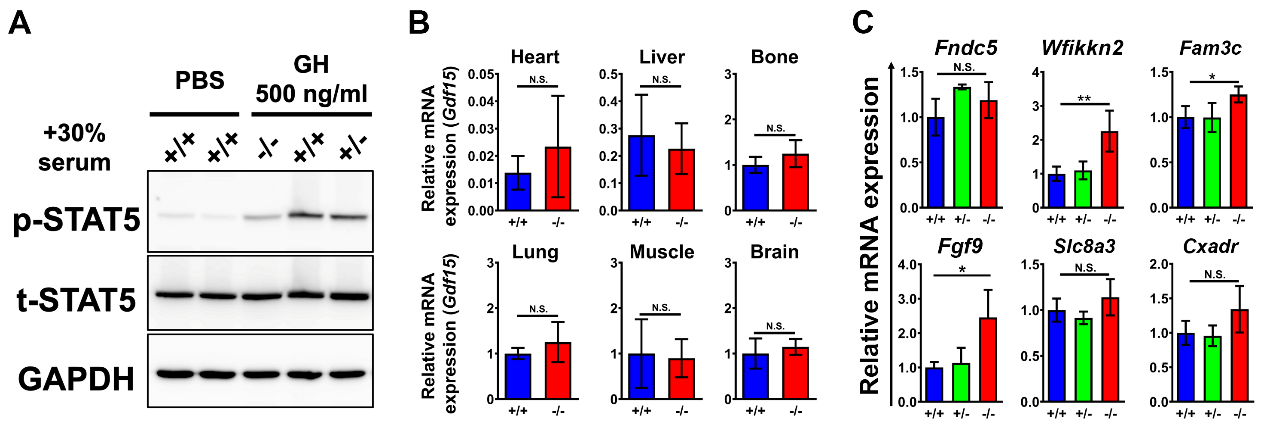

**Fig. S12.** Circulating factors identification for GH/GHR signaling interference in the brain-liver axis of miR-137 deficient mice. **A** GH/GHR downstream p-STAT5 evaluation in isolated primary hepatocytes stimulated with GH, supplemented with 30% serum from *Mir137*^+/+^, *Mir137*^+/-^, or *Mir137*^-/-^. **B** *Gdf15* expression levels by QPCR analysis in major organs of *Mir137*^+/+^ and *Mir137*^-/-^. (n=3) **C** The expression level of genes that can be secreted out of cells and may be predicted targets of miR-137 in the *Mir137*^+/+^, *Mir137*^+/-^, and *Mir137*^-/-^. (n=4) Data was presented as the mean ± SD. **p* < 0.05; ***p* < 0.01; N.S., non-significant.

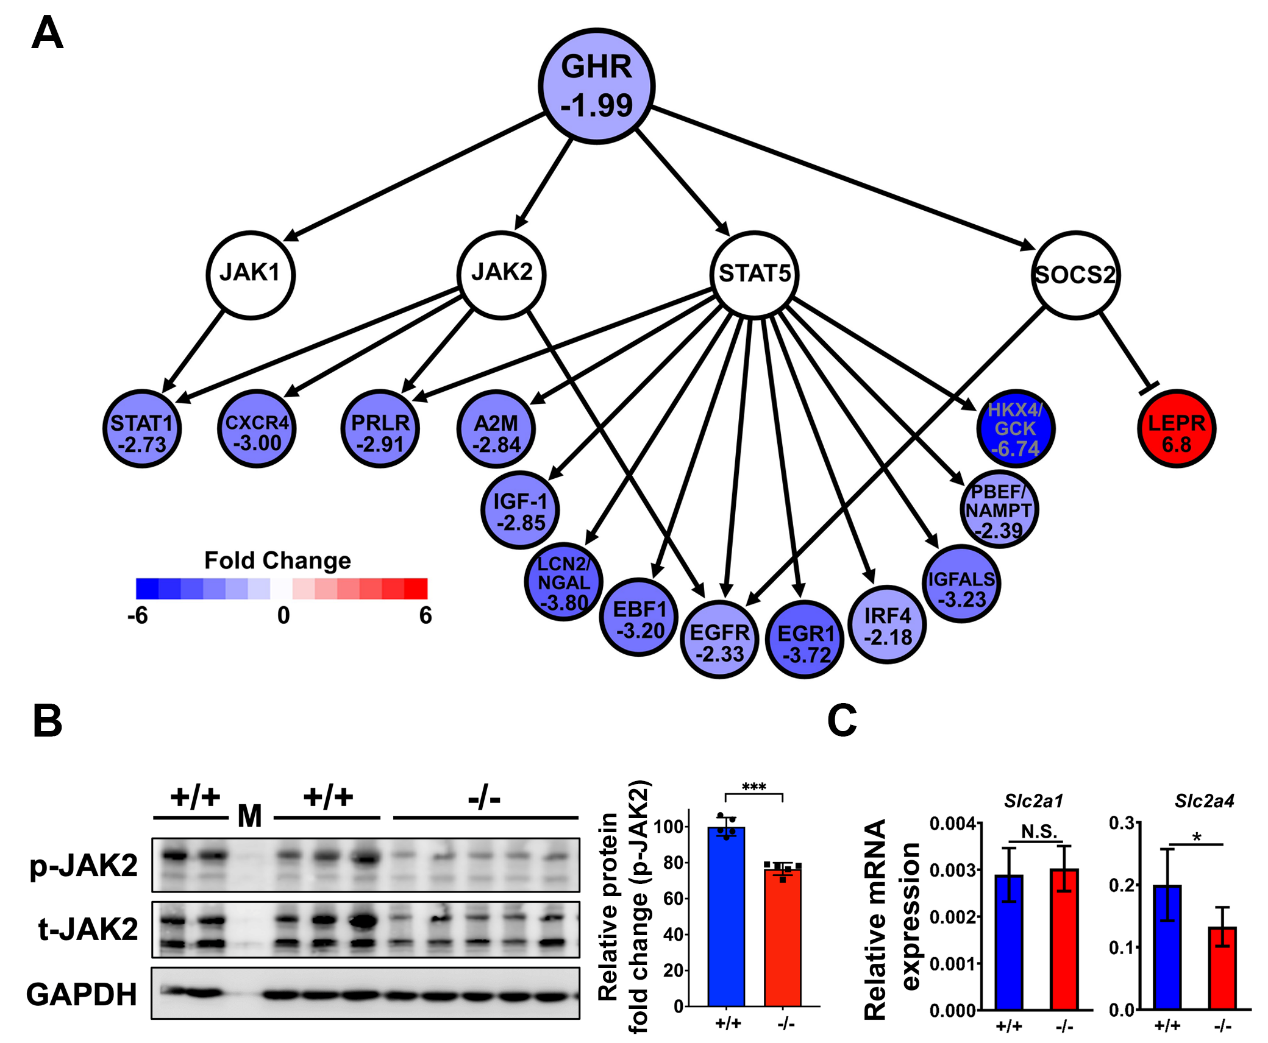

**Fig. S13.** Evaluation of GH receptor signaling cascades and downstream effectors in *Mir137*^-/-^ with GH resistance. **A** The major regulatory network of GH receptor signaling cascades and downstream effectors affected by miR-137 deficiency in the liver. Red and blue colors represented upregulated and downregulated genes with the fold changes presented in numbers according to transcriptomic results. **B** Evaluation of p-JAK in the liver of *Mir137*^+/+^ and *Mir137*^-/-^. (n=5) **C** Expression levels of major metabolism related glucose transporter genes, *Slc2a1* (*Glut1*) and *Slc2a4* (*Glut4*). (n=5) Data was presented as the mean ± SD. **p* < 0.05; N.S., non-significant.

# Supplementary material for: Brain miR-137 governs growth and development via GH/IGF-1 signaling
**Source:** BMC Biol. 2025 Jul 1;23:197. doi: 10.1186/s12915-025-02306-8
**Supplement:** Supplementary file 2 — Additional file 2: Table S1-Enrichement analysis of transcriptomic changes in Mir137−/− vs. Mir137+/+ brains using Metacore software. Table S2-Enrichement analysis of transcriptomic changes in Mir137−/− vs. Mir137+/+ brains using Metacore software. Table S3-Network significance of process network in Mir137−/− vs. Mir137+/+ mouse. Table S4-Gene list of up-regulated and secreted proteins1 in the brain of miR-137 deficient mice. Table S5-Primer sequences for genotyping. Table S6-Primer sequences for Real-time QPCR.

**Supplementary Information for**

**Brain mir-137 Sustains Body Growth and Development through GH/IGF-1 Mediated Systemic Regulatory Machinery**

Keng-Mao Liao^1^, Wei-Lun Hsu^1^, Wan-Yi Huang^1^, Wei-Jia Luo^1^, Sung-Liang Yu^1,3,4,5^, Pan-Chyr Yang^2^, Kang-Yi Su^1,3,4*^

**Additional file 2**

**Table S1.** Enrichement analysis of transcriptomic changes in *Mir137*^-/-^ vs. *Mir137*^+/+^ brains using Metacore software.

**Table S2.** Enrichement analysis of transcriptomic changes in *Mir137*^-/-^ vs. *Mir137*^+/+^ brains using Metacore software.

**Table S3.** Network significance of process network in *Mir137*^-/-^ vs. *Mir137*^+/+^ mouse

**Table S4.** Gene list of up-regulated and secreted proteins^1^ in the brain of miR-137 deficient mice.

**Table S5.** Primer sequences for genotyping.

**Table S6.** Primer sequences for Real-time QPCR.

| **Table S1. Enrichment analysis of transcriptomic changes in *Mir137*-/- vs. *Mir137*+/+ brains using Metacore software.** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Ranking | Maps | Total genes | p-value | FDR adjusted p-value | Genes in data |  |
| ***Enrichment by Pathway Maps*** | | | | | | |
| 1 | Neurophysiological process_Regulation of intrinsic membrane properties and excitability of cortical pyramidal neurons | 74 | 1.05E-07 | 8.32E-05 | 15 |  |
| 2 | Neurophysiological process_Constitutive and regulated NMDA receptor trafficking | 65 | 1.25E-07 | 8.32E-05 | 14 |  |
| 3 | Neurophysiological process_Dynein-dynactin motor complex in axonal transport in neurons | 54 | 7.00E-07 | 3.10E-04 | 12 |  |
| 4 | Protein folding and maturation_Posttranslational processing of neuroendocrine peptides | 50 | 2.27E-06 | 7.55E-04 | 11 |  |
| 5 | Altered Ca2+ handling in heart failure | 35 | 4.83E-06 | 1.14E-03 | 9 |  |
| 6 | Neurophysiological process_GABA-A receptor life cycle | 27 | 5.16E-06 | 1.14E-03 | 8 |  |
| 7 | Neurophysiological process_Glutamic acid regulation of Dopamine D1A receptor signaling | 45 | 5.98E-06 | 1.14E-03 | 10 |  |
| 8 | Neurophysiological process_Leptin signaling in neurons | 50 | 1.62E-05 | 2.69E-03 | 10 |  |
| 9 | Neuroprotective action of lithium | 63 | 2.39E-05 | 3.06E-03 | 11 |  |
| 10 | Signal transduction_Beta-adrenergic receptors signaling via Cyclic AMP | 42 | 2.40E-05 | 3.06E-03 | 9 |  |
| ***Enrichment by GO Processes*** | | | | | | |
| 1 | multicellular organism development | 6440 | 9.33E-60 | 4.63E-56 | 518 |  |
| 2 | system development | 5418 | 1.03E-59 | 4.63E-56 | 464 |  |
| 3 | nervous system development | 3412 | 5.21E-55 | 1.56E-51 | 339 |  |
| 4 | anatomical structure development | 8077 | 3.18E-49 | 7.11E-46 | 574 |  |
| 5 | developmental process | 8656 | 3.97E-49 | 7.11E-46 | 601 |  |
| 6 | regulation of biological quality | 4388 | 6.07E-42 | 9.08E-39 | 367 |  |
| 7 | neurogenesis | 2105 | 3.56E-39 | 4.56E-36 | 224 |  |
| 8 | generation of neurons | 1841 | 1.62E-38 | 1.81E-35 | 205 |  |
| 9 | neuron differentiation | 1746 | 3.12E-37 | 3.11E-34 | 196 |  |
| 10 | regulation of membrane potential | 743 | 4.80E-36 | 4.30E-33 | 118 |  |
| ***Enrichment by Process Networks*** | | | | | | |
| 1 | Neurophysiological process_Transmission of nerve impulse | 213 | 5.51E-10 | 8.53E-08 | 39 |  |
| 2 | Cell adhesion_Synaptic contact | 176 | 1.00E-06 | 7.75E-05 | 29 |  |
| 3 | Development_Neurogenesis_Synaptogenesis | 179 | 1.31E-05 | 6.77E-04 | 27 |  |
| 4 | Reproduction_Progesterone signaling | 216 | 5.93E-05 | 2.25E-03 | 29 |  |
| 5 | Cytoskeleton_Cytoplasmic microtubules | 115 | 7.26E-05 | 2.25E-03 | 19 |  |
| 6 | Cytoskeleton_Intermediate filaments | 81 | 1.11E-04 | 2.88E-03 | 15 |  |
| 7 | Reproduction_GnRH signaling pathway | 166 | 2.15E-04 | 4.32E-03 | 23 |  |
| 8 | Reproduction_Gonadotropin regulation | 199 | 2.23E-04 | 4.32E-03 | 26 |  |
| 9 | Neurophysiological process_GABAergic neurotransmission | 140 | 9.68E-04 | 1.67E-02 | 19 |  |
| 10 | Development_Neurogenesis in general | 193 | 1.82E-03 | 2.82E-02 | 23 |  |
| ***Enrichment by Disease (by Biomarkers)*** | | | | | | |
| 1 | Thoracic Neoplasms | 20431 | 5.70E-43 | 1.59E-39 | 940 |  |
| 2 | Lung Neoplasms | 20403 | 2.11E-42 | 2.94E-39 | 938 |  |
| 3 | Genital Diseases | 18794 | 3.32E-42 | 3.08E-39 | 890 |  |
| 4 | Respiratory Tract Diseases | 21469 | 4.64E-42 | 3.23E-39 | 967 |  |
| 5 | Respiratory Tract Neoplasms | 20512 | 7.02E-42 | 3.91E-39 | 940 |  |
| 6 | Rectal Neoplasms | 7943 | 2.38E-41 | 1.11E-38 | 494 |  |
| 7 | Lung Diseases | 21289 | 4.62E-40 | 1.84E-37 | 958 |  |
| 8 | Genital Neoplasms, Female | 15501 | 1.10E-39 | 3.83E-37 | 777 |  |
| 9 | Skin and Connective Tissue Diseases | 15093 | 2.53E-39 | 7.83E-37 | 762 |  |
| 10 | Genital Diseases, Female | 15681 | 6.88E-39 | 1.91E-36 | 781 |  |

| **Table S2. Enrichment analysis of transcriptomic changes in *Mir137*-/- vs. *Mir137*+/+ brains using Metacore software.** | | | | | |
| --- | --- | --- | --- | --- | --- |
| Ranking | Maps | Total genes | p-value | FDR adjusted p-value | Genes in data |
| ***Enrichment by Pathway Maps*** | | | | | |
| 1 | Protein folding and maturation_Amyloid precursor protein processing (schema) | 50 | 2.80E-16 | 4.09E-13 | 24 |
| 2 | Immune response_IFN-alpha/beta signaling via JAK/STAT | 62 | 9.39E-07 | 6.87E-04 | 16 |
| 3 | NETosis in SLE | 31 | 1.53E-06 | 7.47E-04 | 11 |
| 4 | Immune response_IFN-alpha/beta signaling via MAPKs | 73 | 2.05E-06 | 7.51E-04 | 17 |
| 5 | G-protein signaling_Rac1 activation | 74 | 1.13E-05 | 2.80E-03 | 16 |
| 6 | Oxidative stress_ROS signaling | 108 | 1.15E-05 | 2.80E-03 | 20 |
| 7 | Tau dysregulation in Alzheimer disease | 85 | 1.81E-05 | 3.80E-03 | 17 |
| 8 | Protein folding and maturation_Regulation of amyloid precursor protein processing | 108 | 3.99E-05 | 7.30E-03 | 19 |
| 9 | Immune response_Antimicrobial actions of IFN-gamma | 43 | 5.18E-05 | 8.42E-03 | 11 |
| 10 | Oxidative stress_Role of Sirtuin1 and PGC1-alpha in activation of antioxidant defense system | 60 | 7.28E-05 | 1.07E-02 | 13 |
| ***Enrichment by GO Processes*** | | | | | |
| 1 | response to stress | 5264 | 5.26E-39 | 5.42E-35 | 582 |
| 2 | response to organic substance | 4744 | 6.46E-38 | 2.88E-34 | 536 |
| 3 | response to external stimulus | 4115 | 8.39E-38 | 2.88E-34 | 483 |
| 4 | positive regulation of biological process | 8632 | 5.94E-36 | 1.25E-32 | 830 |
| 5 | metabolic process | 11081 | 6.07E-36 | 1.25E-32 | 1004 |
| 6 | organic substance metabolic process | 10486 | 1.64E-35 | 2.81E-32 | 961 |
| 7 | biological process involved in interspecies interaction between organisms | 2690 | 1.19E-33 | 1.74E-30 | 346 |
| 8 | response to biotic stimulus | 2498 | 3.94E-33 | 5.07E-30 | 327 |
| 9 | small molecule metabolic process | 2226 | 1.71E-32 | 1.96E-29 | 300 |
| 10 | response to other organism | 2417 | 3.33E-32 | 3.43E-29 | 317 |
| ***Enrichment by Process Networks*** | | | | | |
| 1 | Development_Regulation of angiogenesis | 221 | 1.47E-03 | 1.08E-01 | 33 |
| 2 | Development_Neurogenesis_Synaptogenesis | 179 | 1.63E-03 | 1.08E-01 | 28 |
| 3 | Proliferation_Negative regulation of cell proliferation | 183 | 2.28E-03 | 1.08E-01 | 28 |
| 4 | Development_Neurogenesis_Axonal guidance | 230 | 2.86E-03 | 1.08E-01 | 33 |
| 5 | Cell adhesion_Amyloid proteins | 197 | 3.45E-03 | 1.08E-01 | 29 |
| 6 | Cardiac development_FGF_ErbB signaling | 124 | 5.07E-03 | 1.17E-01 | 20 |
| 7 | Cell adhesion_Synaptic contact | 176 | 5.21E-03 | 1.17E-01 | 26 |
| 8 | Apoptosis_Apoptotic nucleus | 161 | 6.35E-03 | 1.25E-01 | 24 |
| 9 | Development_Blood vessel morphogenesis | 227 | 7.85E-03 | 1.34E-01 | 31 |
| 10 | Reproduction_Feeding and Neurohormone signaling | 210 | 8.55E-03 | 1.34E-01 | 29 |
| ***Enrichment by Disease (by Biomarkers)*** | | | | | |
| 1 | Lung Neoplasms | 20403 | 3.16E-66 | 9.46E-63 | 1463 |
| 2 | Respiratory Tract Neoplasms | 20512 | 8.07E-66 | 1.21E-62 | 1467 |
| 3 | Thoracic Neoplasms | 20431 | 1.24E-65 | 1.24E-62 | 1463 |
| 4 | Lung Diseases | 21289 | 2.26E-65 | 1.69E-62 | 1500 |
| 5 | Respiratory Tract Diseases | 21469 | 4.98E-65 | 2.99E-62 | 1507 |
| 6 | Neoplasms by Site | 25780 | 1.69E-49 | 8.42E-47 | 1644 |
| 7 | Urogenital Neoplasms | 20843 | 3.06E-46 | 1.31E-43 | 1437 |
| 8 | Neoplasms | 26380 | 3.38E-45 | 1.27E-42 | 1657 |
| 9 | Urogenital Diseases | 21425 | 9.79E-45 | 3.26E-42 | 1460 |
| 10 | Female Urogenital Diseases | 19789 | 3.50E-40 | 1.05E-37 | 1370 |

| **Table S3. Network significance of process network in *Mir137*-/- vs. *Mir137*+/+** | | |
| --- | --- | --- |
| Ranking | Process | FDR adjusted p-value |
| ***miR-137 regulated network*** | | |
| 1 | regulation of biological quality | 2.60E-40 |
| 2 | behavior | 1.50E-32 |
| 3 | positive regulation of cytosolic calcium ion concentration | 9.63E-32 |
| 4 | cellular response to chemical stimulus | 1.18E-30 |
| 5 | signaling | 1.41E-30 |
| 6 | cell communication | 3.09E-30 |
| 7 | synaptic signaling | 4.99E-30 |
| 8 | cell-cell signaling | 1.60E-29 |
| 9 | trans-synaptic signaling | 3.31E-29 |
| 10 | nervous system development | 2.10E-28 |
| ***IGF-1-centered regulated network*** | | |
| 1 | regulation of cell population proliferation | 6.82E-211 |
| 2 | positive regulation of cell population proliferation | 2.00E-136 |
| 3 | positive regulation of cellular process | 3.19E-107 |
| 4 | cell surface receptor signaling pathway | 1.54E-103 |
| 5 | negative regulation of cell population proliferation | 9.25E-103 |
| 6 | positive regulation of biological process | 2.84E-101 |
| 7 | negative regulation of biological process | 3.23E-96 |
| 8 | negative regulation of cellular process | 6.49E-96 |
| 9 | response to endogenous stimulus | 4.19E-95 |
| 10 | regulation of phosphorylation | 2.68E-90 |

**Table S4. Gene list of up-regulated and secreted proteins^1^ in the brain of miR-137 deficient mice.**

| Gene | Probe ID | Fold Changes | GO Molecular Function | Potential miR-137 target^2^ |
| --- | --- | --- | --- | --- |
| *Fndc5* | 1453135_at | 1.16 | hormone activity/inferred from electronic annotation; protein binding/inferred from physical interaction | Yes |
| *Wfikkn2* | 1428811_at | -1.02 | enzyme inhibitor activity/inferred from electronic annotation; serine-type endopeptidase inhibitor activity/inferred from electronic annotation; protein binding/inferred from physical interaction; metalloendopeptidase inhibitor activity/inferred from electronic annotation; peptidase inhibitor activity/inferred from electronic annotation | No |
| *Fam3c* | 1448904_at | 1.50 | protein binding/inferred from electronic annotation | Yes |
| *Fgf9* | 1438718_at | 1.58 | receptor binding/inferred from electronic annotation; fibroblast growth factor receptor binding; growth factor activity; heparin binding/inferred from electronic annotation | Yes |
| *Slc8a3* | 1450311_at | 1.01 | calcium: sodium antiporter activity; calcium: sodium antiporter activity; calcium: cation antiporter activity | No |
| *Cxadr* | 1453282_at | 1.93 | receptor binding; integrin binding; protein binding; beta-catenin binding; PDZ domain binding; identical protein binding; cell adhesion molecule binding; connexin binding; cell adhesive protein binding involved in AV node cell-bundle of His cell communication | Yes |

^1^Predicted by SignalIP website and Metacore software.

^2^Predicted by miRWalk website.

**Table S5. Primer sequences for genotyping.**

| Primer name | 5’-3’ sequence |
| --- | --- |
| *miR-137* WT Forward (I2U) | GTACTGAAAGGGTGGGCTG |
| *miR-137* WT Reverse (I2D) | TGCTCTATTGCTTCCTGCC |
| *miR-137* KO Forward (I1U) | GATGAGTGGTGGTGGTGGGAG |
| *miR-137* KO Reverse (I3D) | AGAGGTCCGCTCACAGCTAGG |

**Table S6. Primer sequences for Real-time QPCR**

# Supplementary material for: Brain miR-137 governs growth and development via GH/IGF-1 signaling
**Source:** BMC Biol. 2025 Jul 1;23:197. doi: 10.1186/s12915-025-02306-8

Fig. 1B Southern Blot

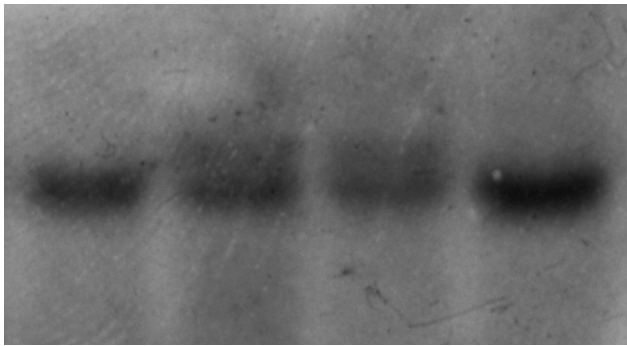

Fig. 3C Western Blot

IGF-1

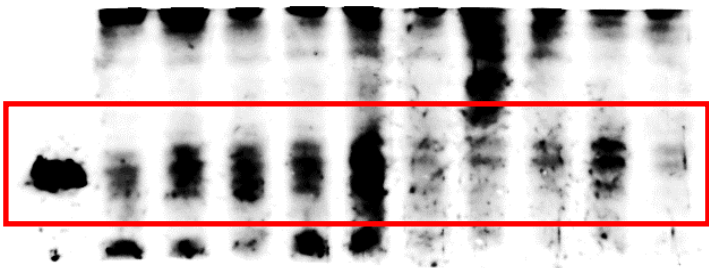

GAPDH

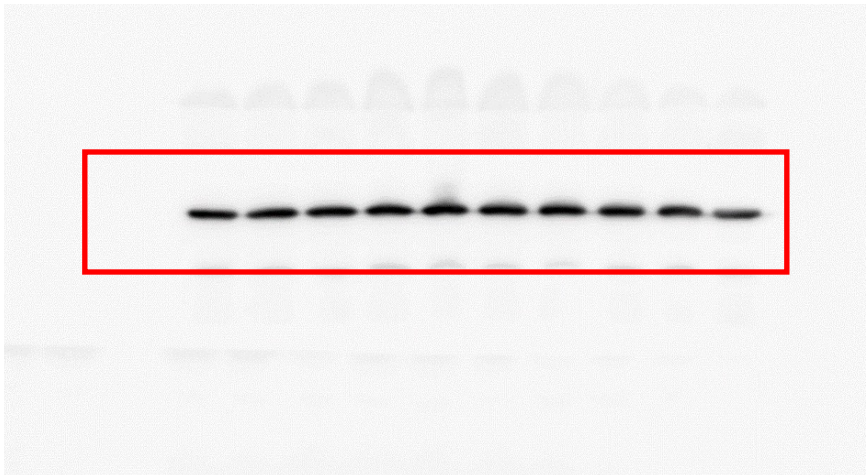

Fig. 4A Western Blot

p-STAT5

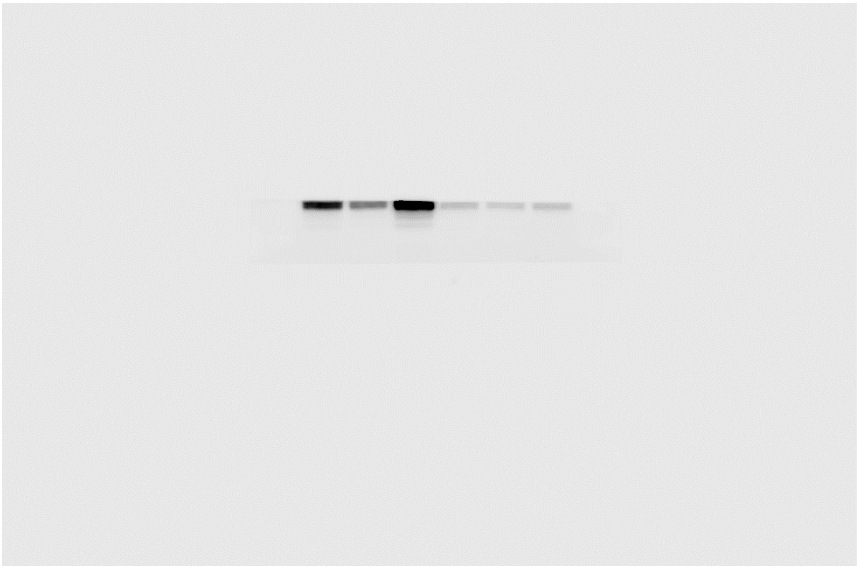

t-STAT5

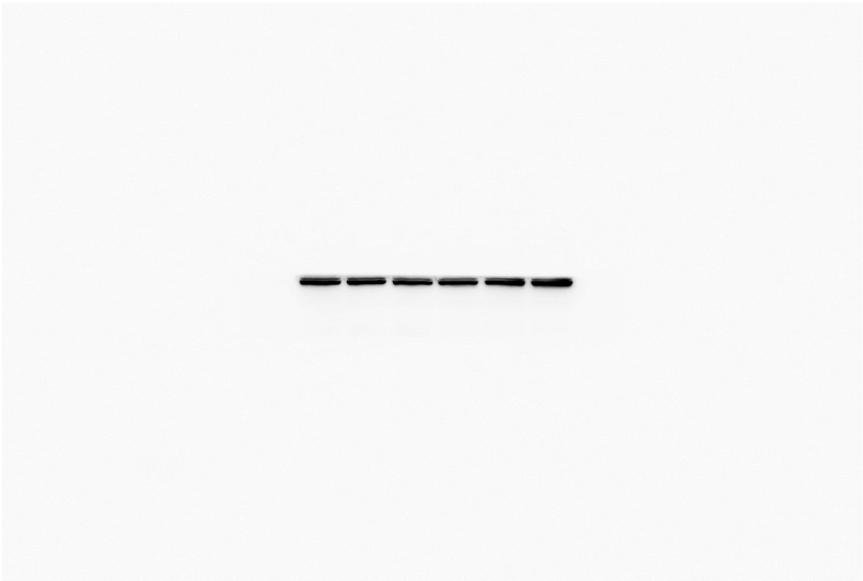

GAPDH

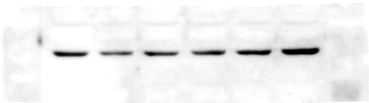

Fig. 4B Western Blot

p-STAT5

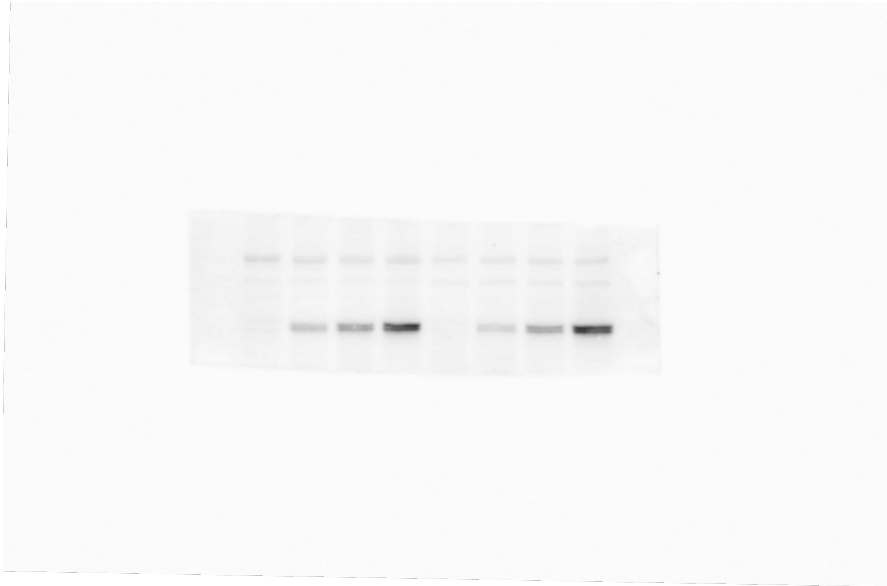

t-STAT5

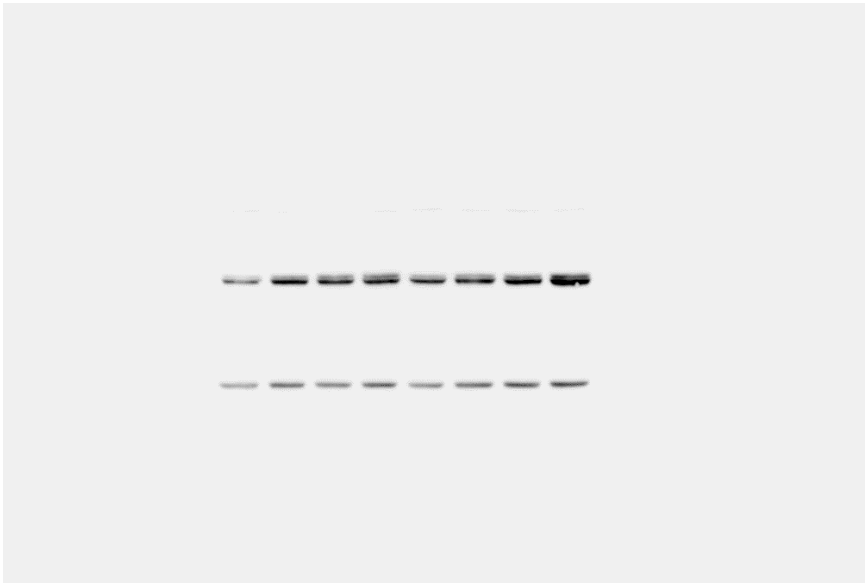

GAPDH

Fig. 4G Western Blot

p-STAT5

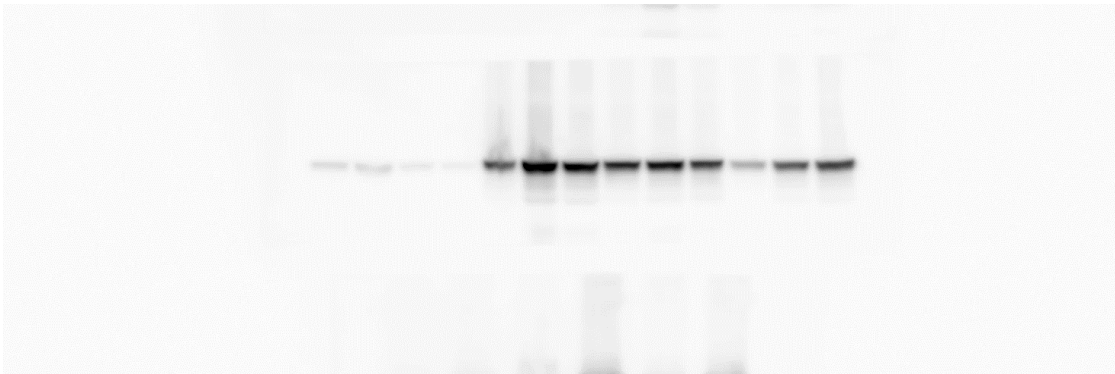

t-STAT5

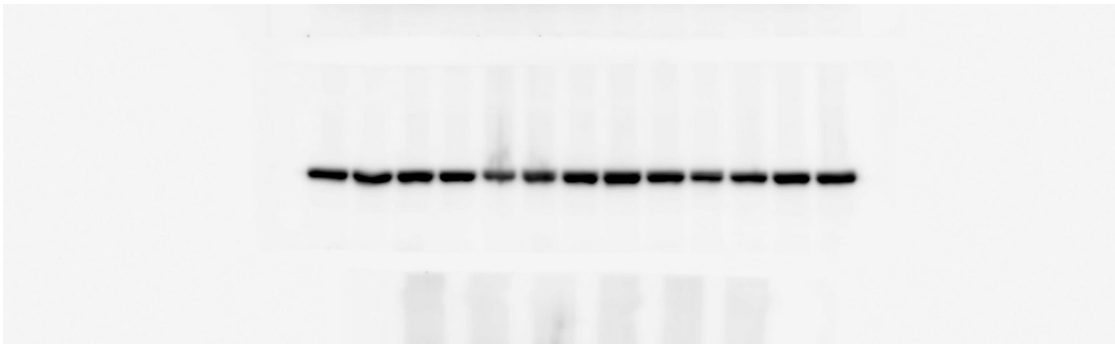

GAPDH

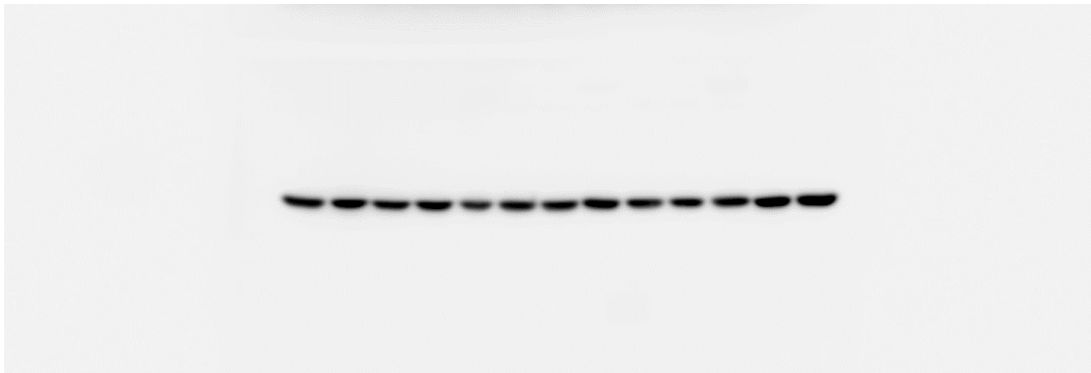

Fig. 4I Western Blot (left)

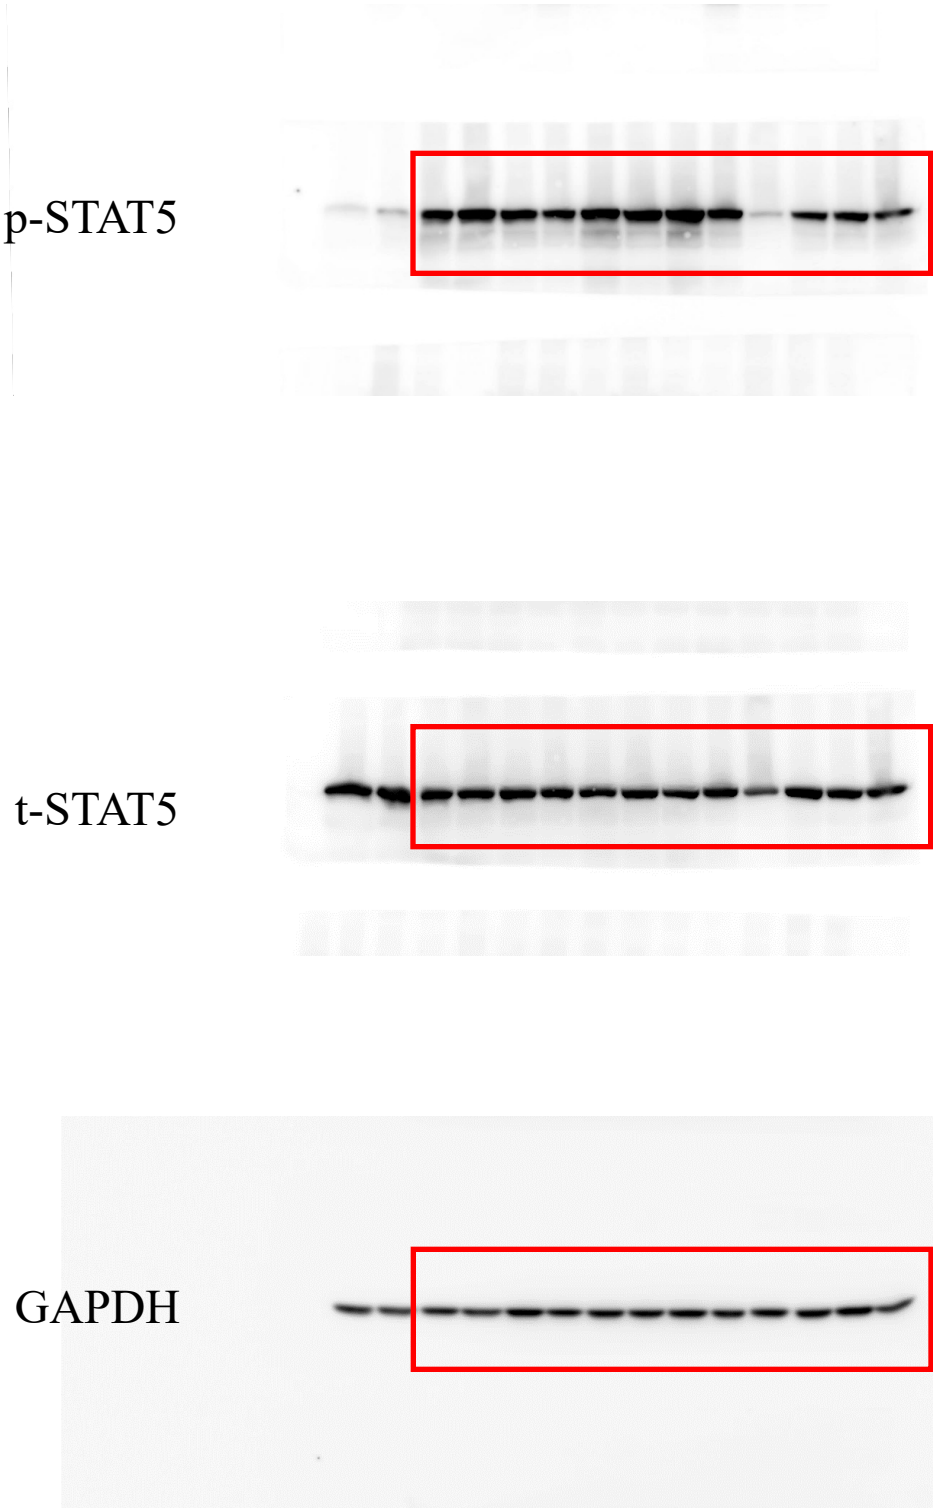

Fig. 4I Western Blot (right)

p-STAT5

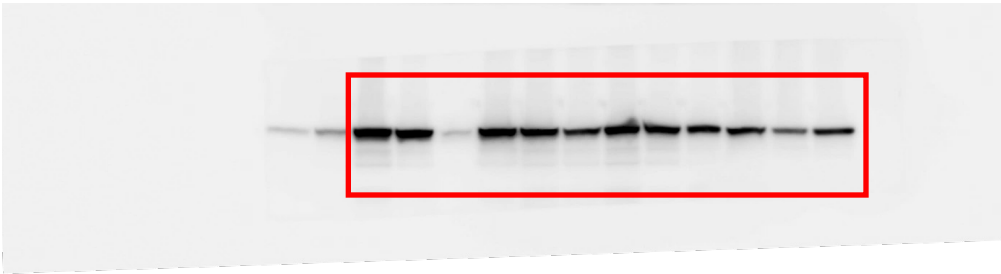

t-STAT5

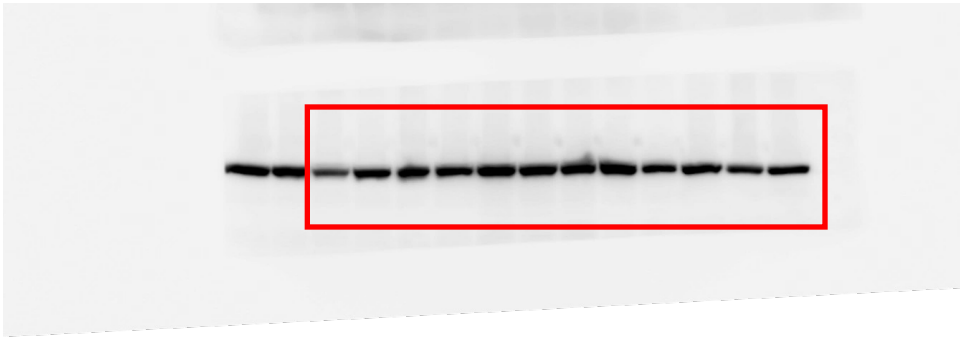

GAPDH

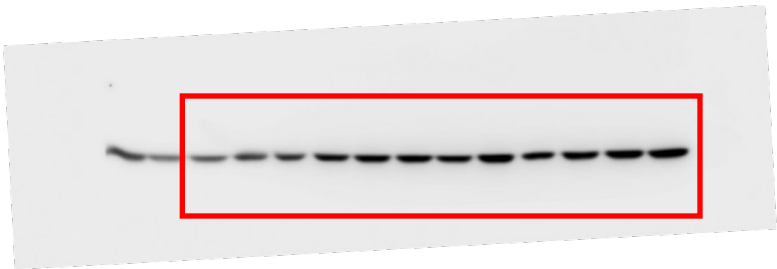

Fig. 5E Western Blot

LC3-I  
LC3-II

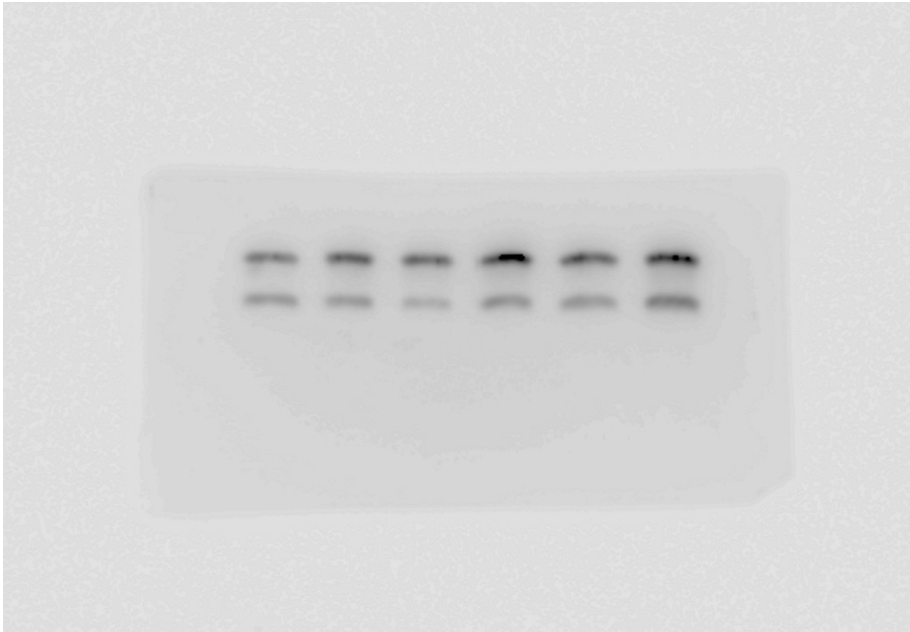

GAPDH

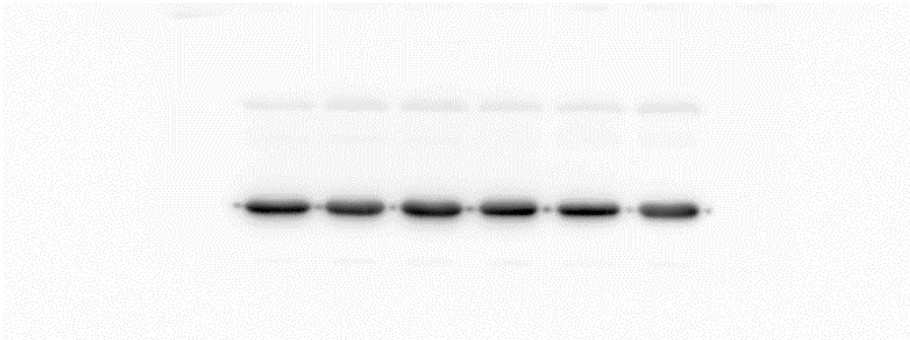

Fig. 6B mouse images

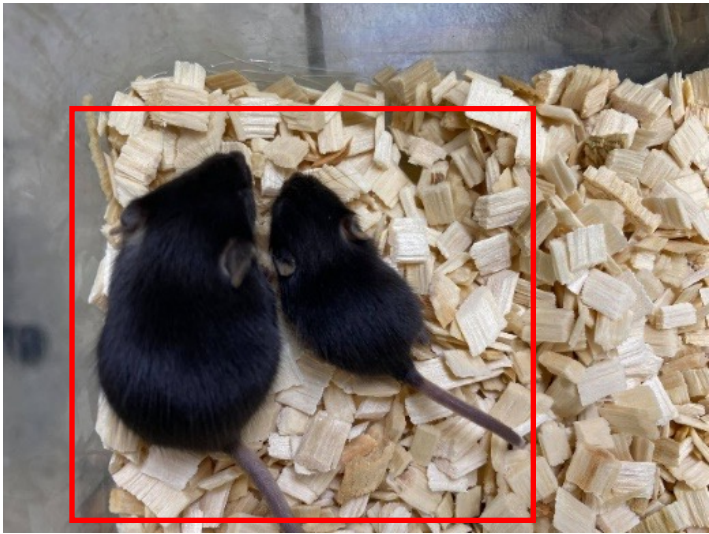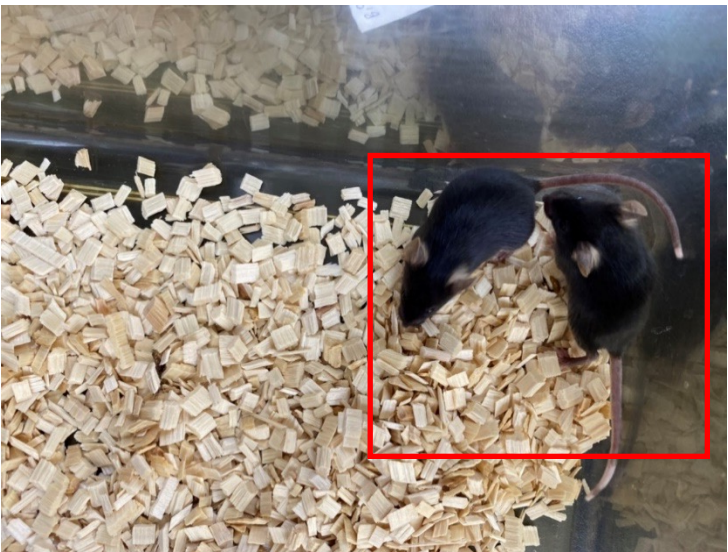

Fig. 6C Western Blot (Nestin-Cre)

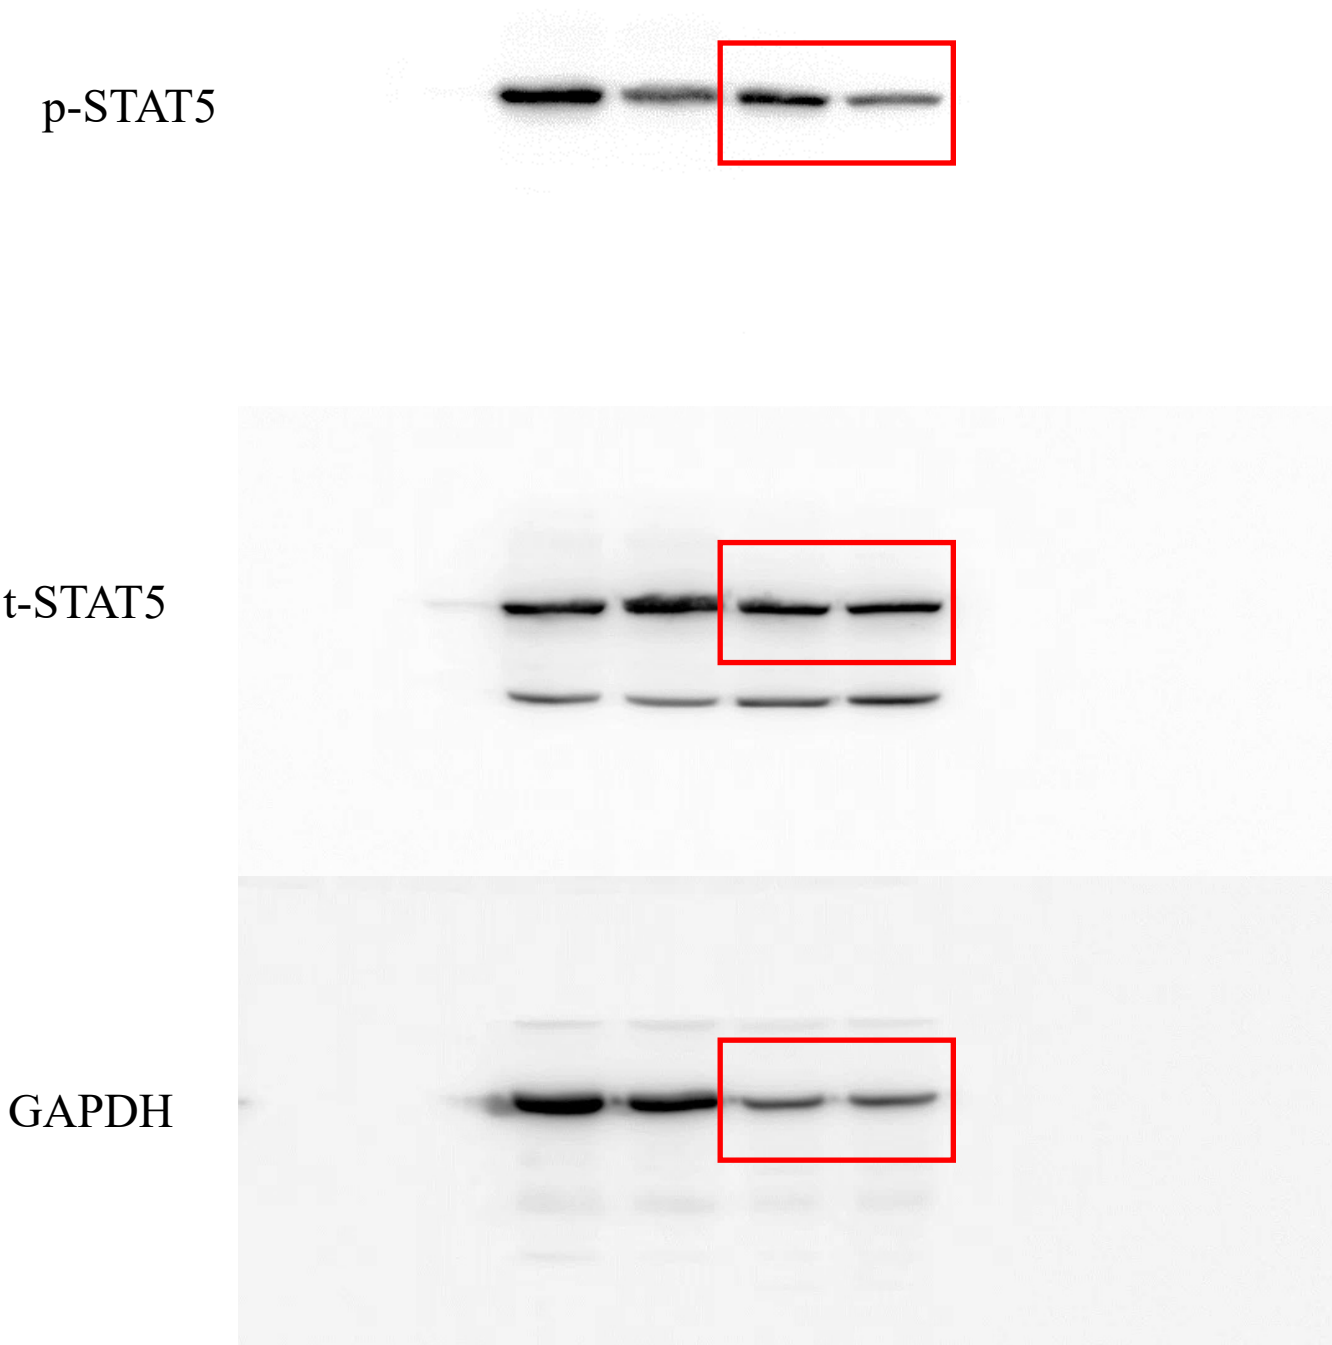

Fig. 6C Western Blot (Albumin-Cre)

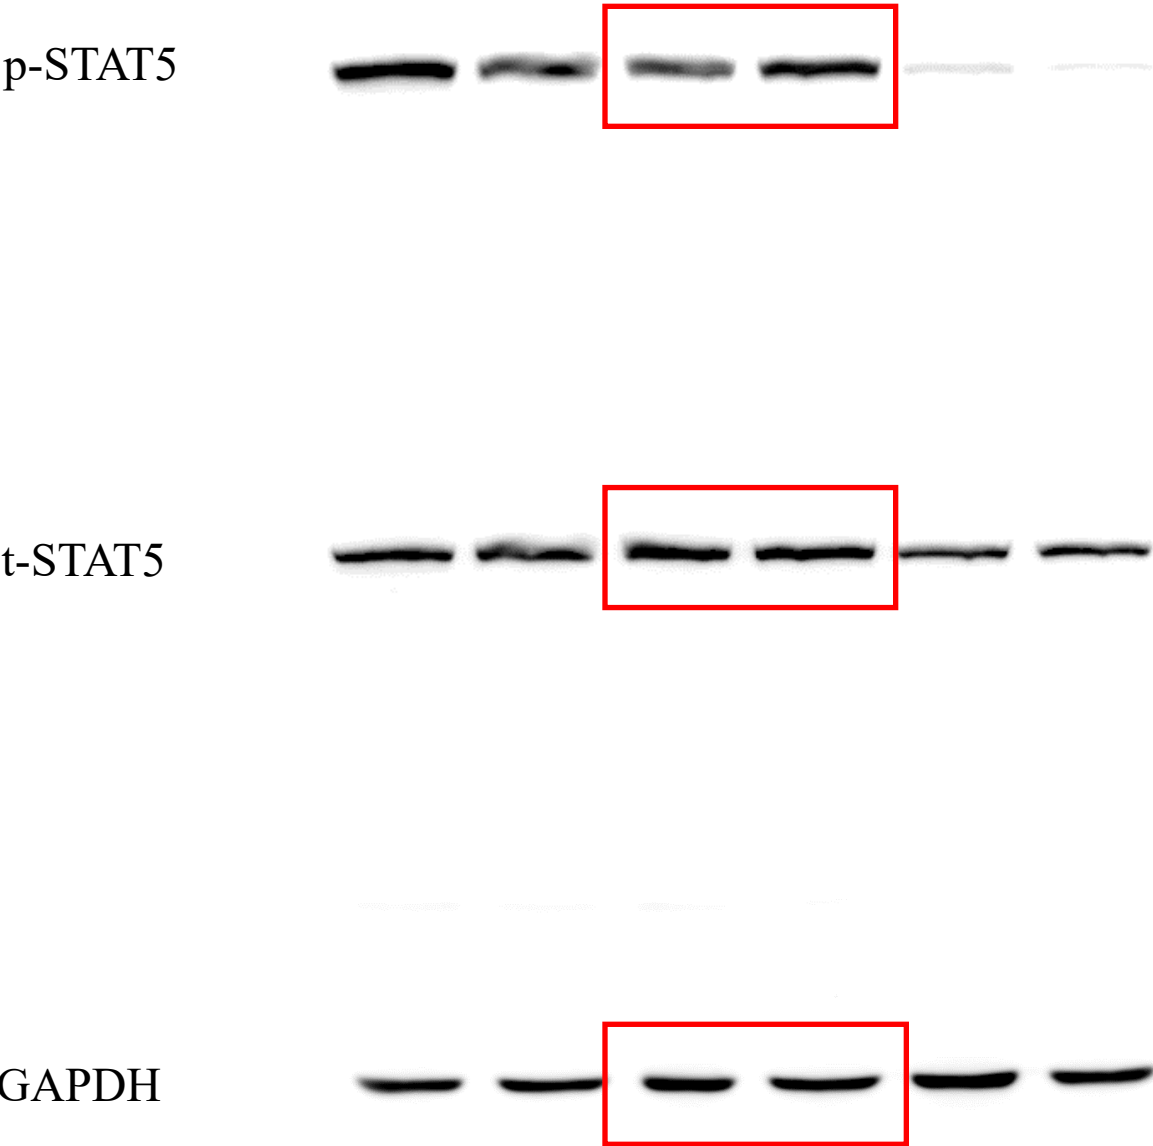

Fig. S4 Muscle Western Blot

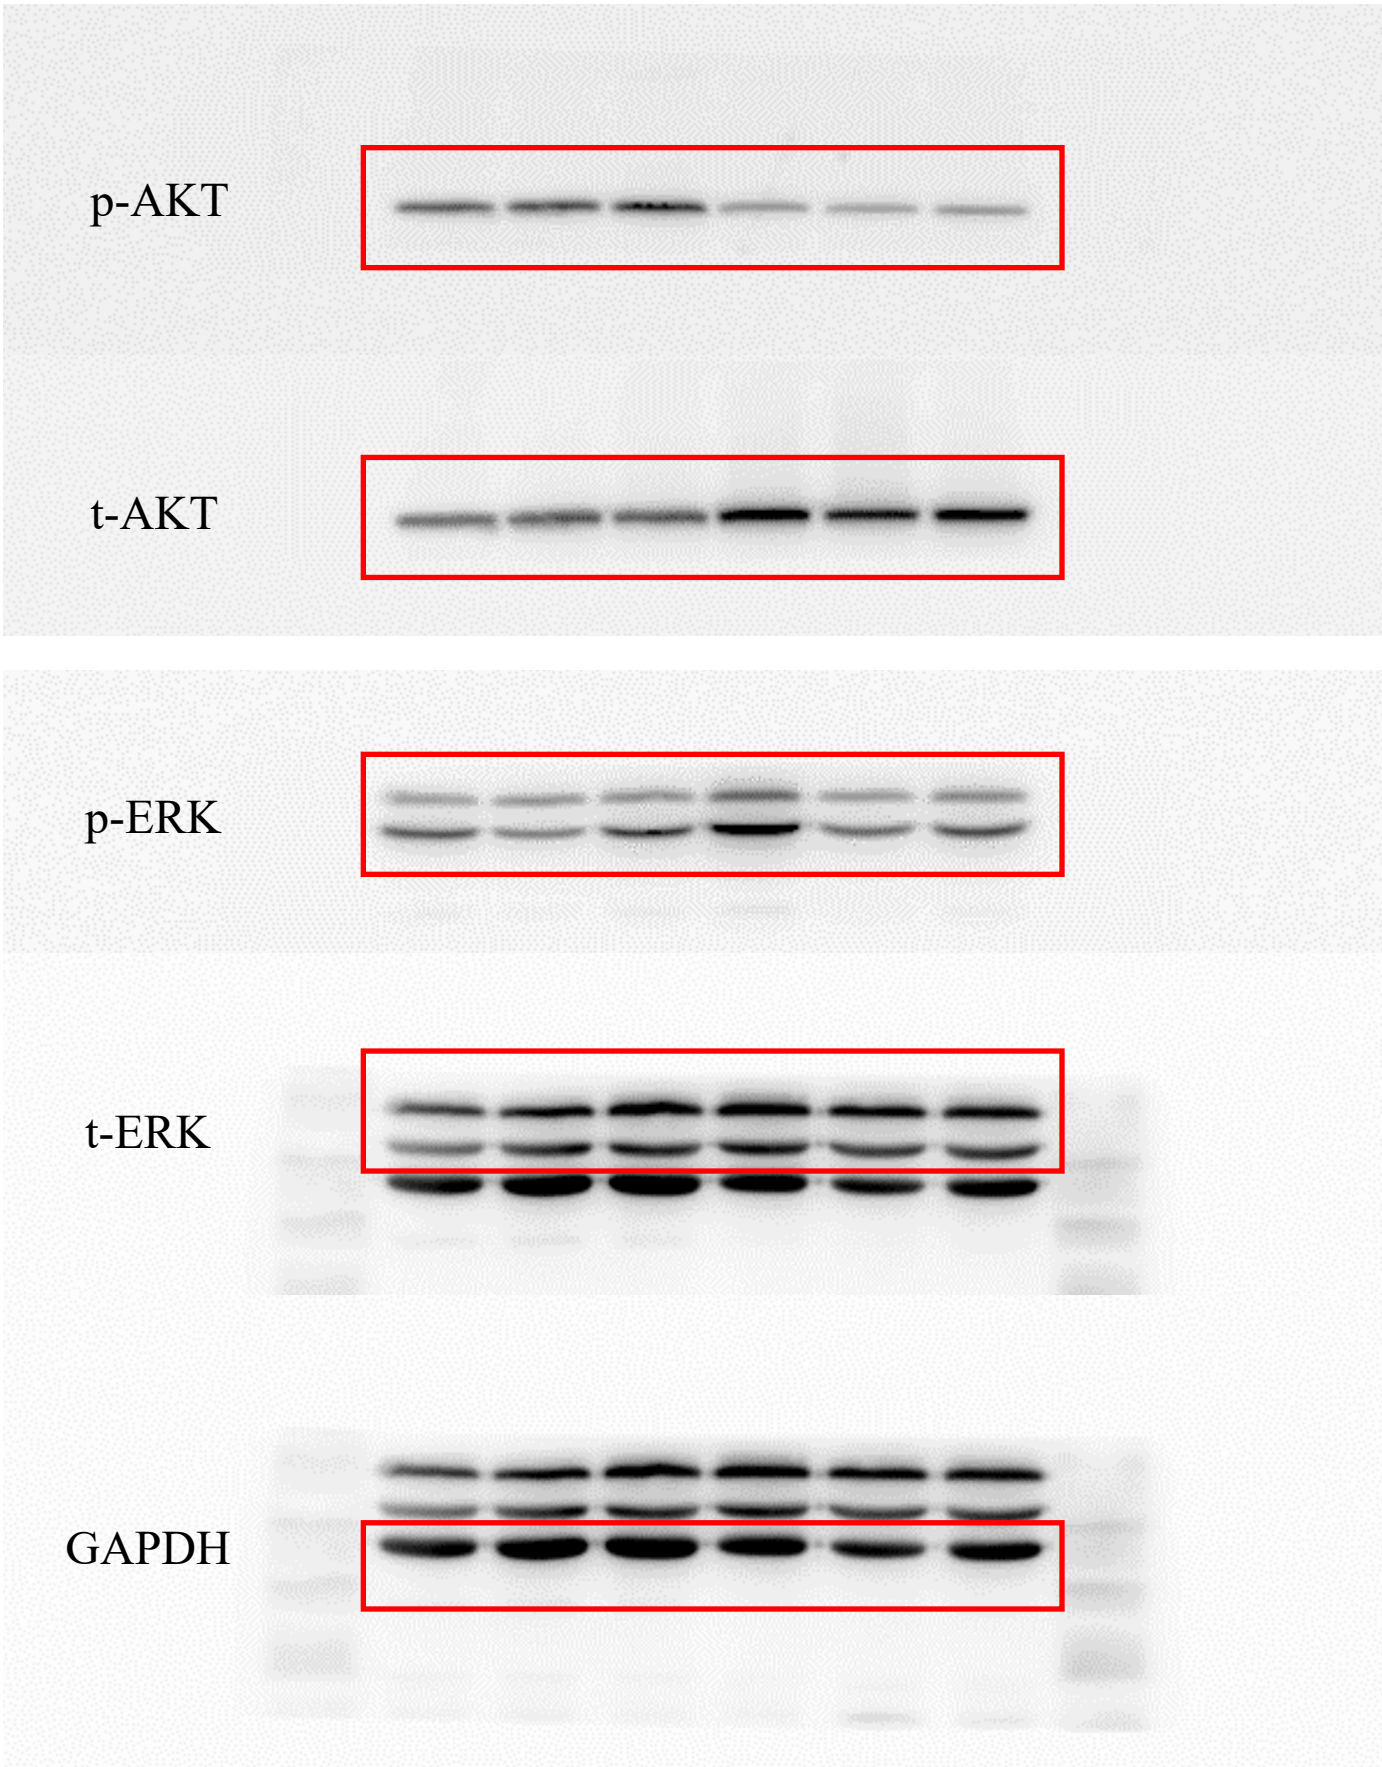

Fig. S4 Lung Western Blot

p-AKT

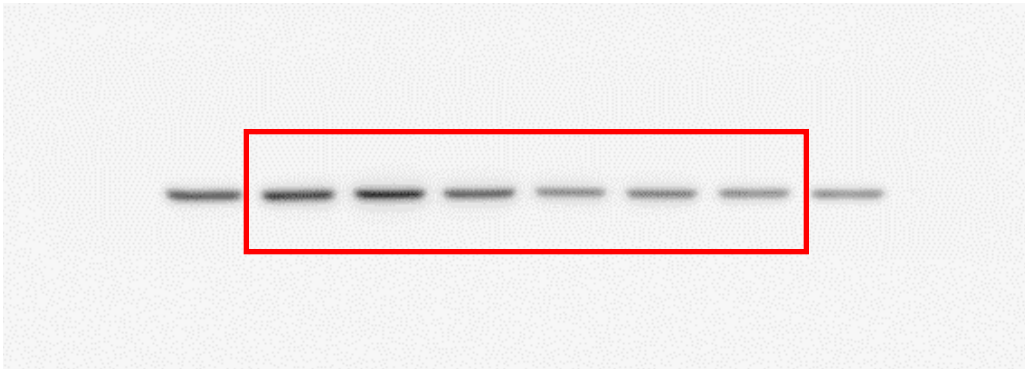

t-AKT

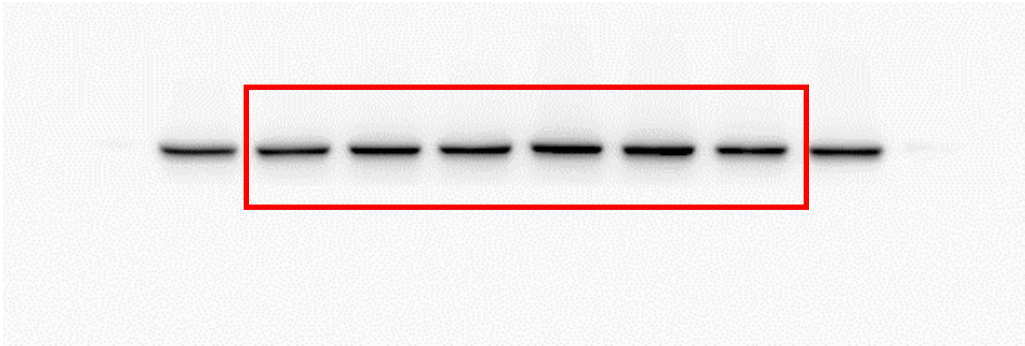

p-ERK

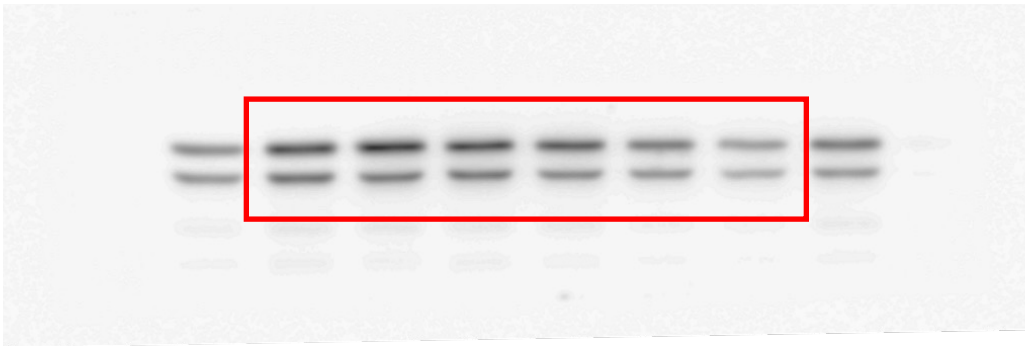

t-ERK

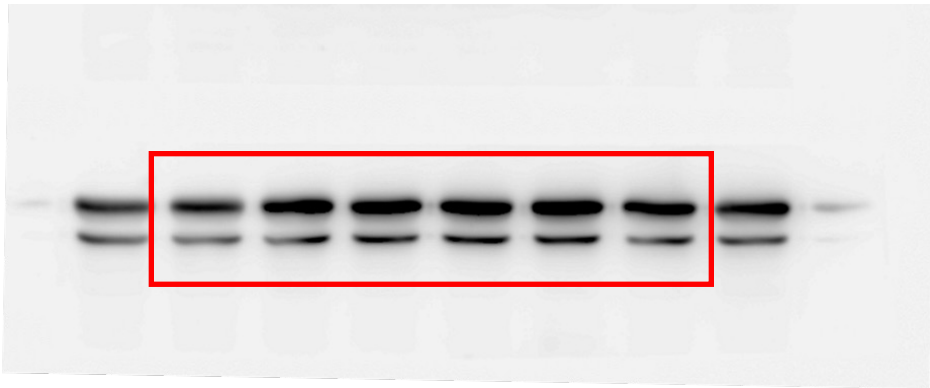

GAPDH

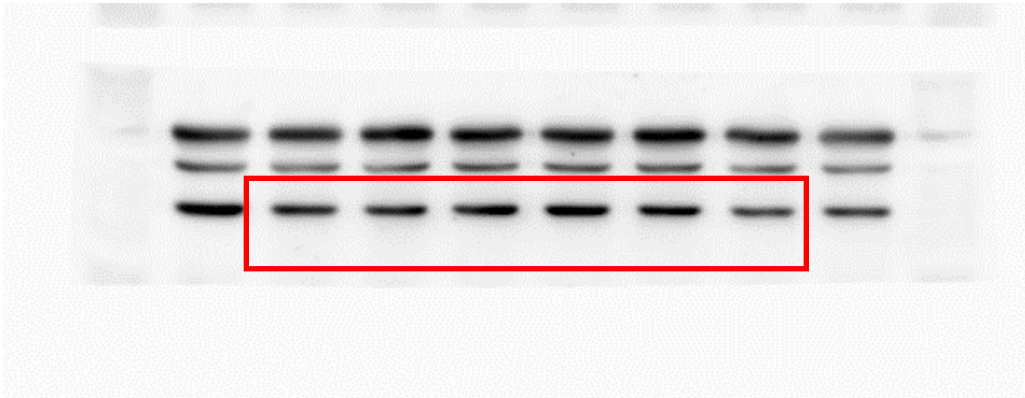

Fig. S4 Heart Western Blot

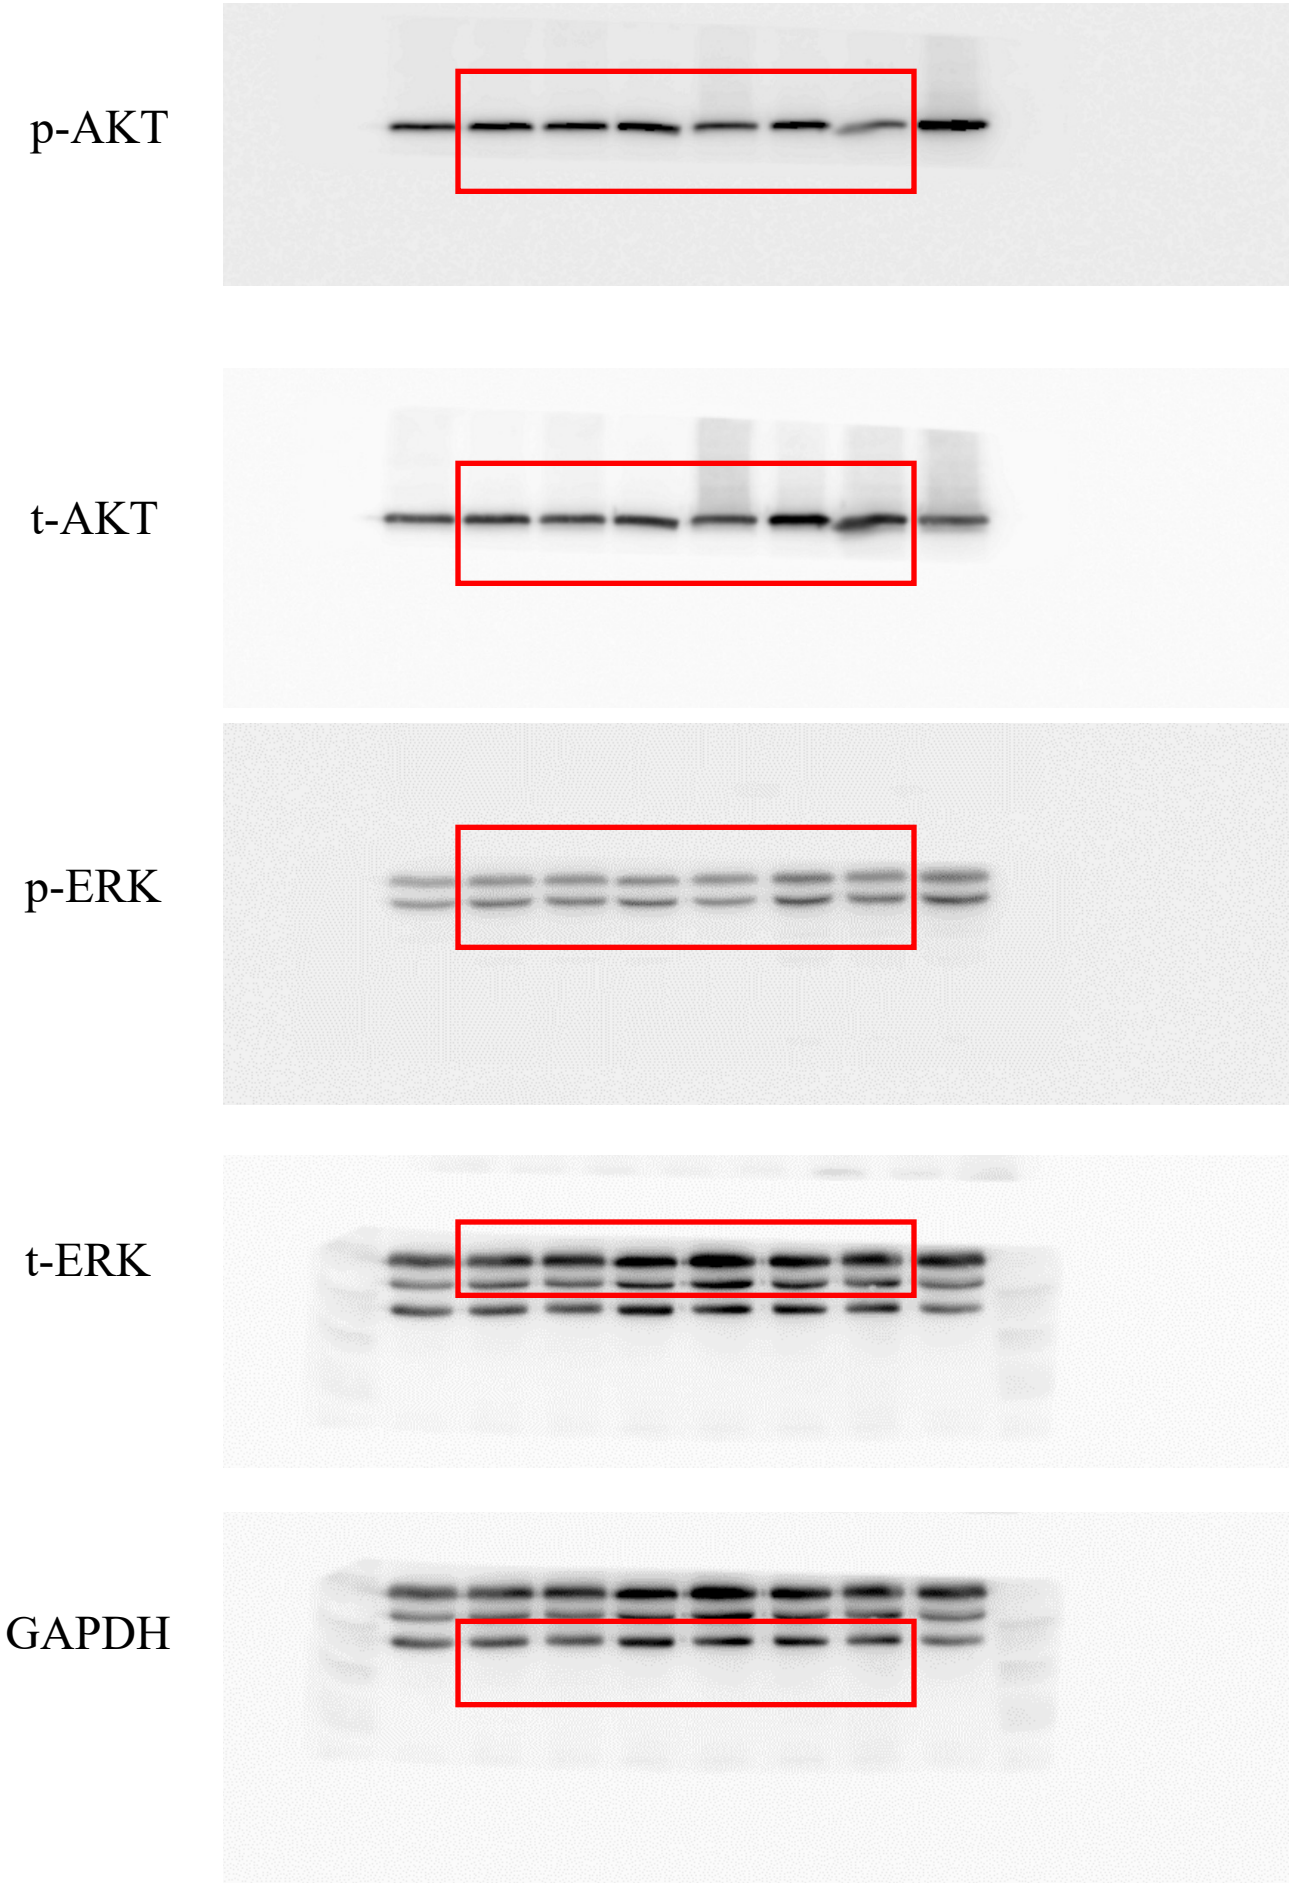

Fig. S4 Brain Western Blot

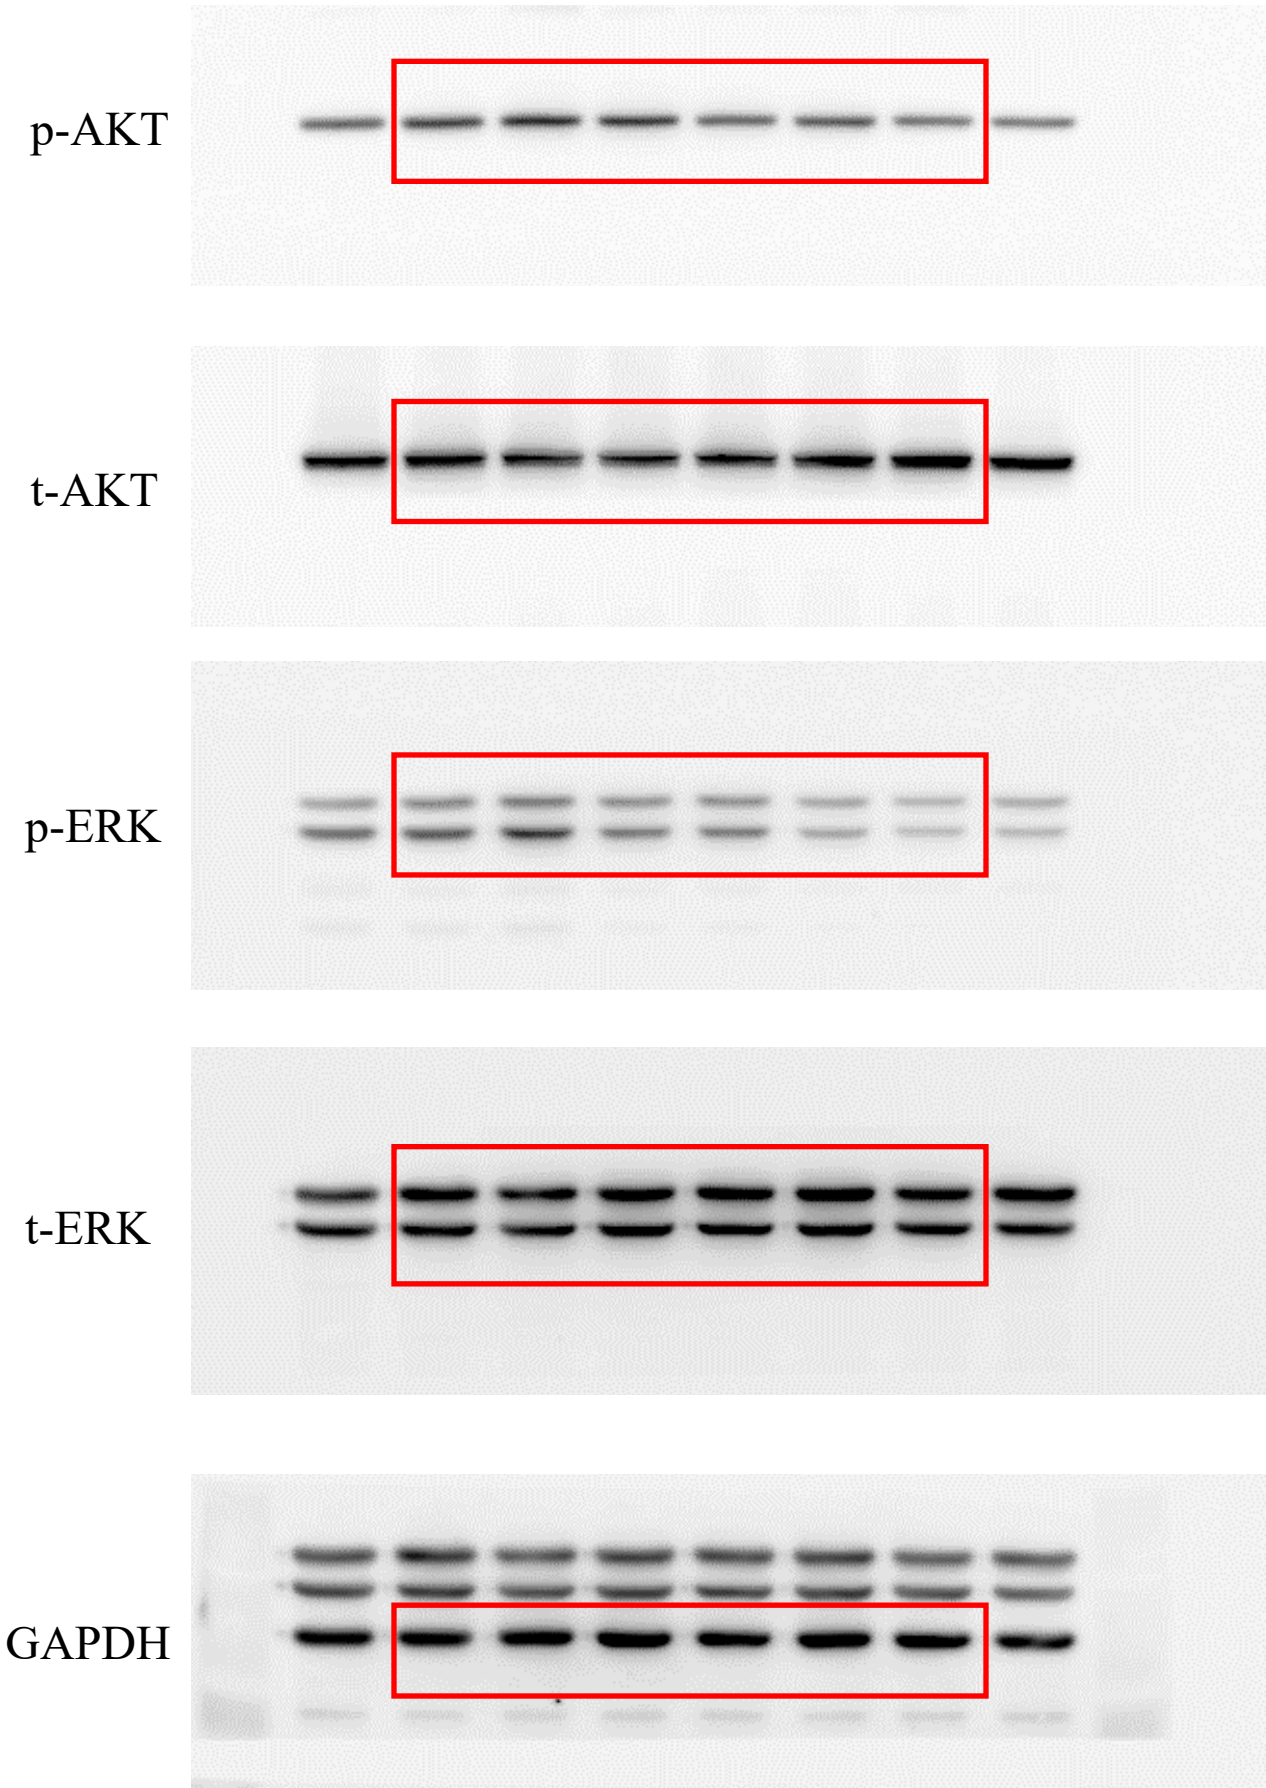

Fig. S6 Western Blot

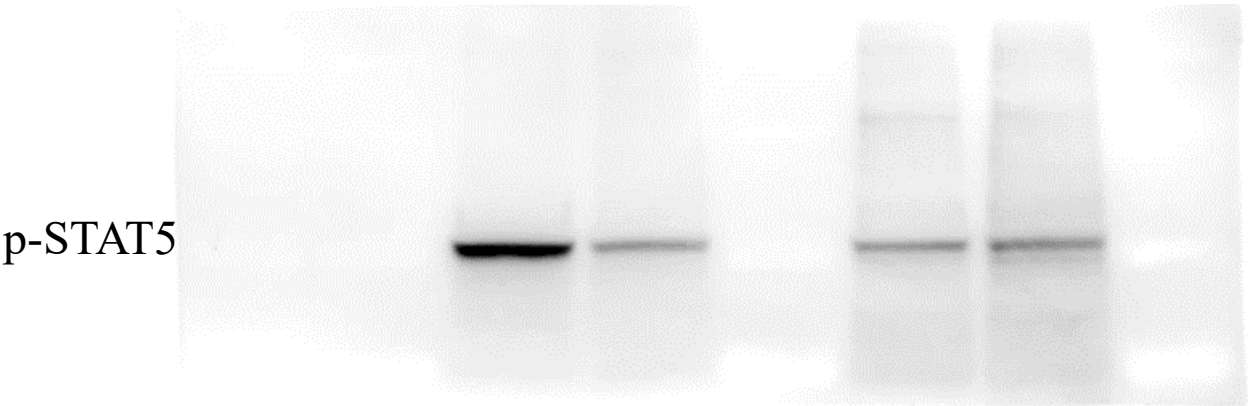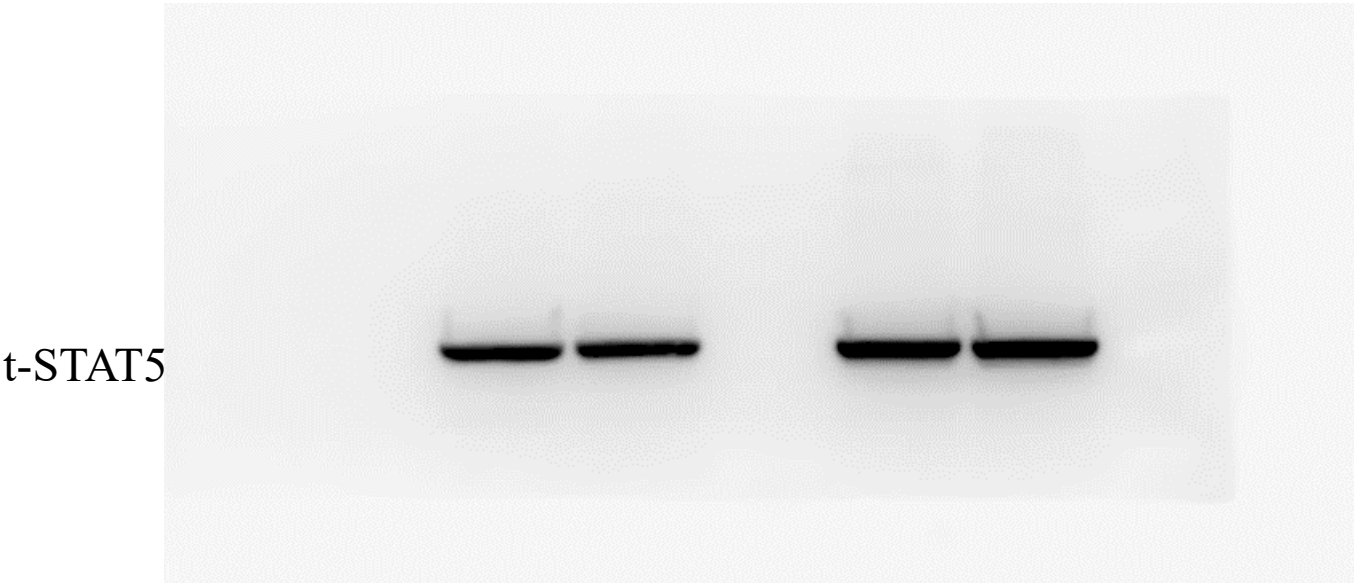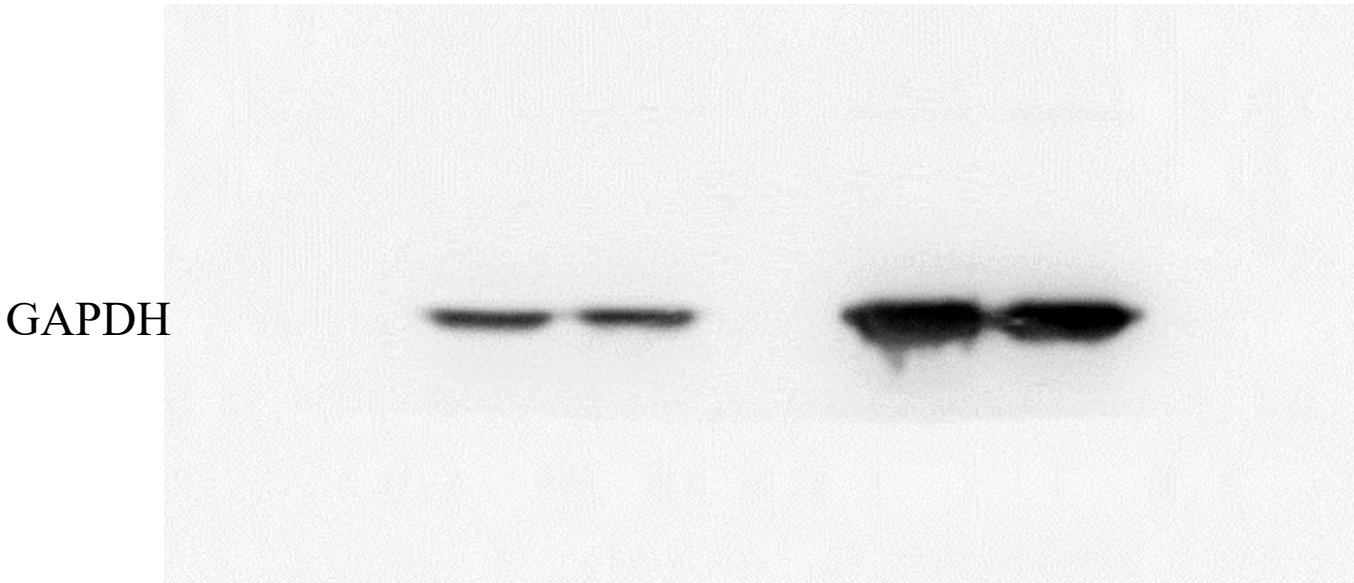

Fig. S12A Western Blot

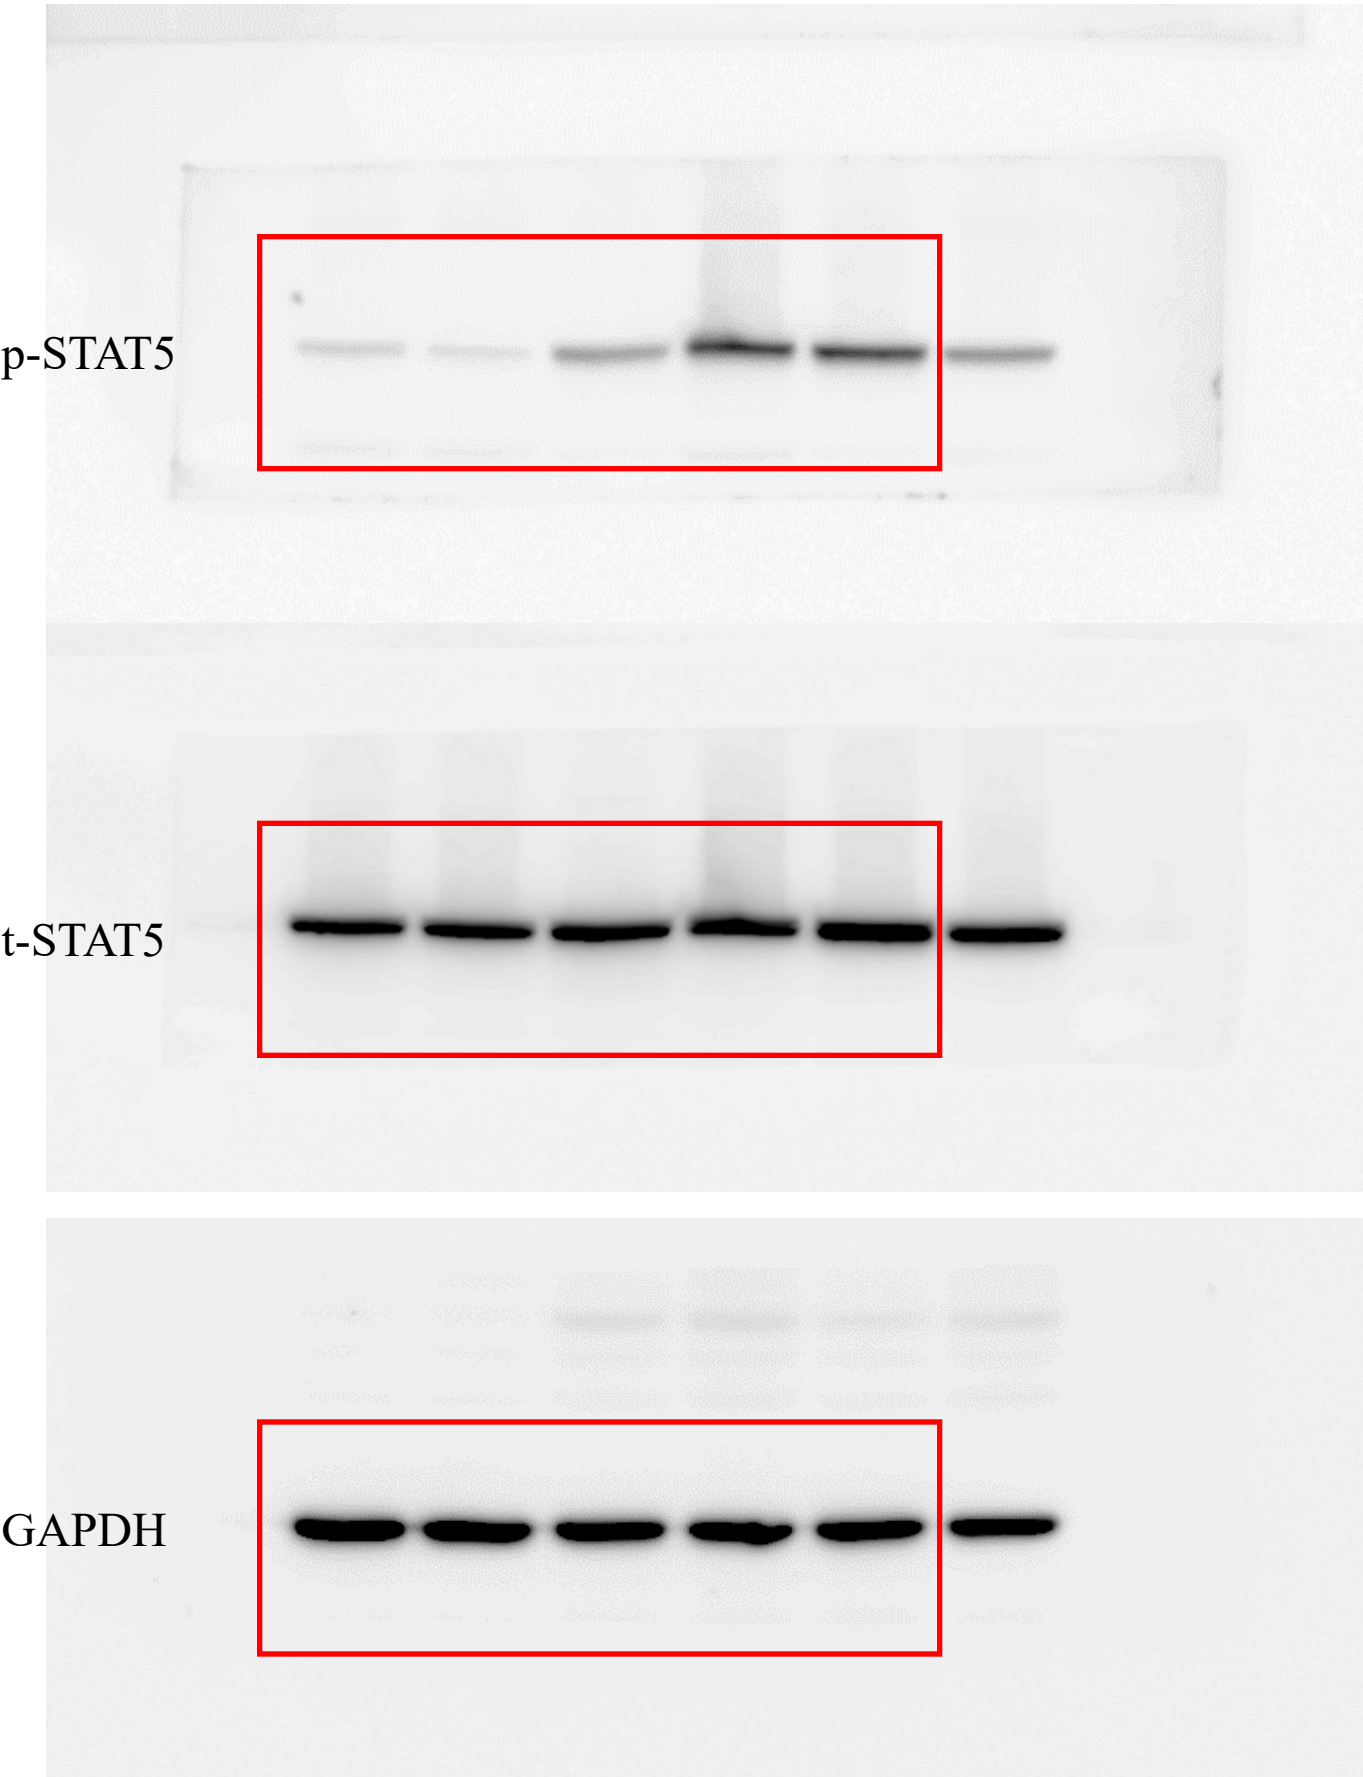

Fig. S13 Western Blot

p-JAK2

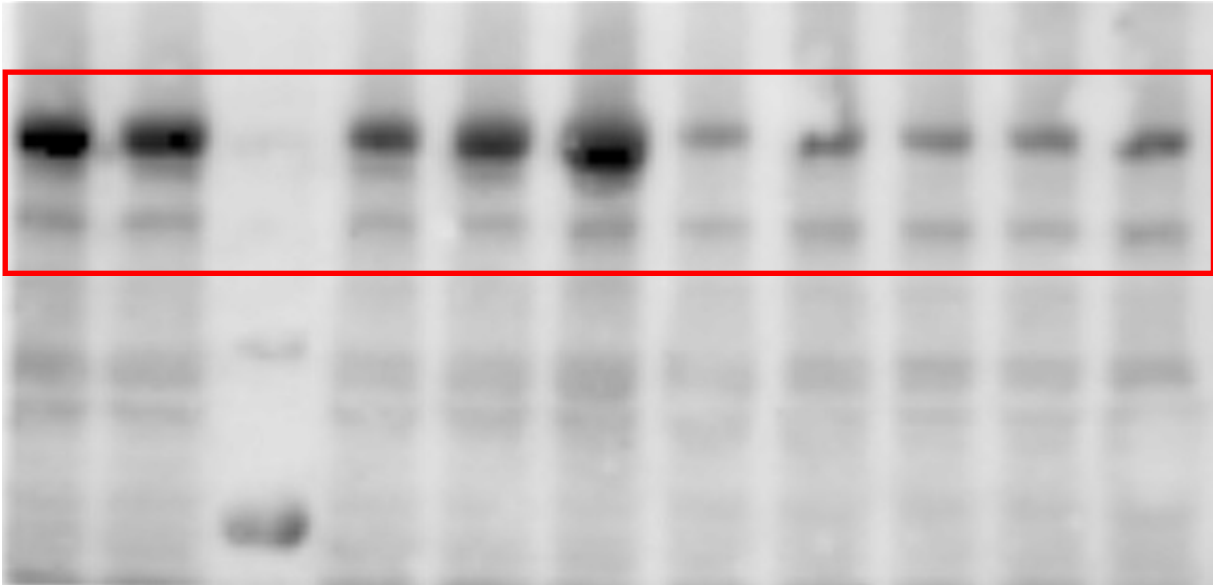

t-JAK2

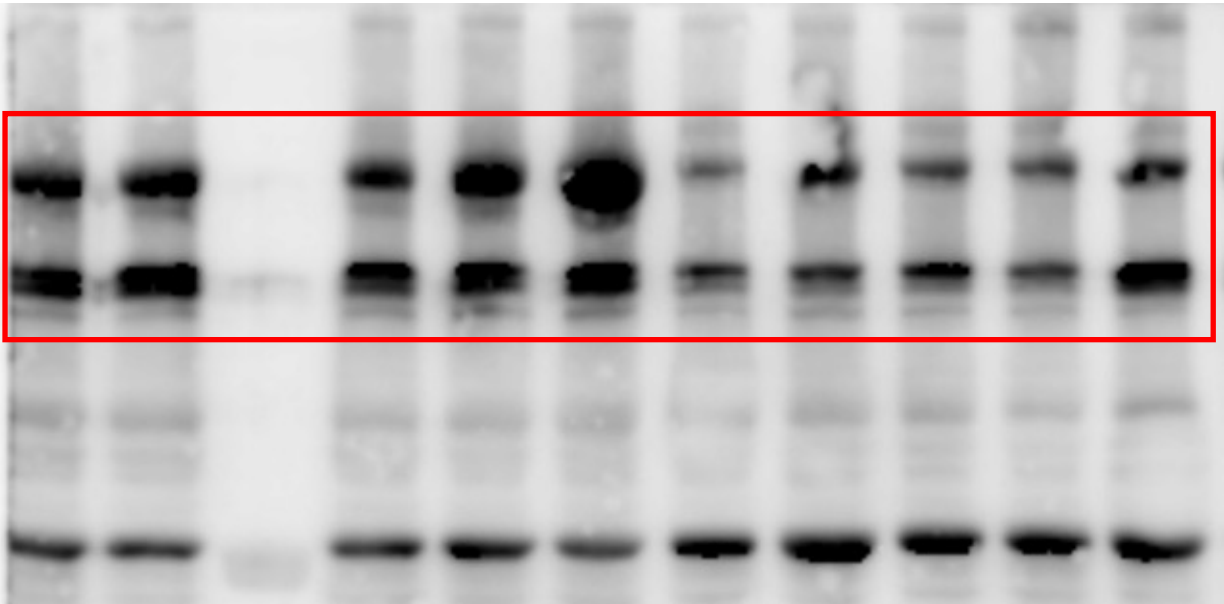

GAPDH

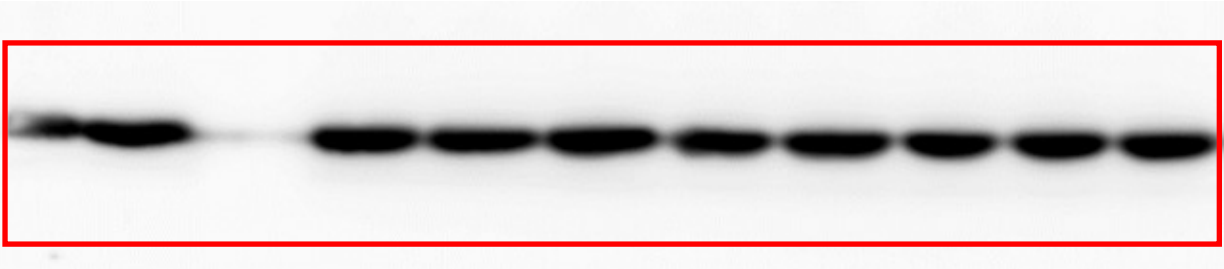

**Supplement:** Supplementary file 3 — Additional file 3.

How the deposited data were processed for this re-analysis (not part of the article)

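Gene expression was measured in the brain of 3 *Mir137*-/- and 3 *Mir137*+/+ mice at postnatal day 14, with 1 Affymetrix array of type Mouse430_2 per sample. Genotype and replicate number were taken from the sample labels, which match the array columns by name, and all array columns were used. The liver arrays were not analysed here.

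The authors deposited log2 expression values for 45037 probe sets, made from the scans with RMA according to the methods, together with their own average of the log2 values in each genotype. The authors' deposited fold change is a signed score, negative where *Mir137*-/- is lower, and equals the ratio of their averages. Their averages are not plain means and give less weight to an array that lies apart. The authors' deposited p-value and its false discovery rate were compared with limma's p-value and with Benjamini-Hochberg adjustment, and are otherwise used only in an alternative. The annotation assigns a single gene symbol to 36173 probe sets, several to 1236 and none to 7628. It gives positions but names no genome build. RefSeq genes of GRCm38.p6 were used only to place *Mir137* among its neighbours. Of 17658 genes that could be compared, 98.1% overlapped their RefSeq position.

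From these values the genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, *Mir137*-/- minus *Mir137*+/+, no covariate and no filter on dim probe sets), with Benjamini-Hochberg adjustment over all probe sets. A call needs an adjusted p below 0.05 and a fold change over 1.5 between geometric means. Genotype separation was tested by exact permutation over the 10 splits of 6 arrays into 3 and 3. Gene sets were tested on 1 probe set for each of 19785 genes with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the sets of a family. One family held 14 mouse Reactome sets from fgsea 1.28.0, matched by subject to Fig. 7A, Fig. 7C and Table S1, for which 18425 genes had an identifier. A second family held 18 lists of marker genes, for cortical excitatory neurons, choroid plexus, raphe and hindbrain, cerebellum, thalamus, striatum, hypothalamus, midbrain dopaminergic neurons, pituitary, erythroid cells, interferon response, myelinating oligodendrocytes, astrocytes, microglia, endothelial cells and pericytes, meninges, immature neurons and proliferating cells, and GABAergic interneurons. These lists, the Reactome sets, the thresholds, the representative probe set of a gene, and all alternatives but those named as added later were fixed before the data were examined. The marker lists were written because Fig. 7B labels genes of forebrain neurons among the raised and of choroid plexus among the lowered probe sets. That figure shows these same arrays, so the outcomes of the cortical and choroid plexus lists are not independent of it. Random gene lists for comparison were matched on mean expression, 10000 for each list, with matrixStats 1.5.0 for row medians. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

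The text names the 5 called probe sets with the largest rise and the 5 with the largest fall among those without overlap between the genotypes, genes the paper names for the brain arrays, of which 2 of the list are counted but not described or plotted singly, *Igf1*, *Igf1r*, *Ghr* and *Gdf15*, and genes of the marker lists as examples. Xist and 4 genes of the Y chromosome served as a check of sex. Before the data were examined, 75 genes of the paper had been written down, some of them read from the pictures of Fig. 7B and Fig. 7D. The count over a list uses only the 24 that the text, Table S4 and Table S6 name, a restriction made afterwards.

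The limma step was tested on simulated data. For the brain comparison, 45037 probe sets were simulated with 200 changed by 1 on the log2 scale, of which 81.5% were called, 100% of them with the right sign, and 1 unchanged probe set was called. With the t-test after Benjamini-Hochberg adjustment 34.5% of the changed ones were called. Of 18 simulated marker lists over 19785 genes, the 6 shifted by 0.5 were called and 0 of the others. The simulated noise was independent between genes and set no array apart, whereas *Mir137*+/+ replicate 1 lay apart in the data. The simulation therefore does not give the rate of false calls of lists in these data.

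Alternatives were an unadjusted p, a fold change threshold of 2 or none, quantile normalization, centring each array on its median, leaving out the dimmest probe sets, the replicate number as a block, Student's t-test, a robust variance with a trend, array weights, linear means, each replicate left out in turn, other units of counting, another representative probe set, fry, camera with estimated correlation, and other sizes of the region around *Mir137*. The paper names Student's t-test for its statistics in general, but not for the arrays, whose deposited p-values match those of limma. The authors' deposited fold change with their p-values was added as an alternative after the data had been seen. A test of genes with a miR-137 seed match was planned but not run, since no transcript sequences were used here. The hallmark and gene ontology collections were not used here.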

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

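In this part, the test of a lower share of choroid plexus tissue was chosen only after the result was seen. Of the 18 marker lists, 5 differed between the genotypes in genes that the paper does not name, by camera with Benjamini-Hochberg adjustment in limma. Genes that the study names in its text or tables, in the volcano plot of Fig. 7B or in the network of Fig. 7D were left out for this count, 8 of them, named for other tissues or in the discussion, only after the data had been seen. The *Mir137*+/+ arrays served as controls. The lists were written because of genes labelled in Fig. 7B, which shows these same arrays. Leaving out the named genes does not make the lists independent of that figure.

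Over the genes the paper does not name, the 15 genes of cortical excitatory neurons were higher in *Mir137*-/- by a mean log2 difference of 0.32 (15 of 15 higher, adjusted p = 8.3e-07). The 17 genes of the choroid plexus were lower, at -0.84 (0 of 17 higher, adjusted p = 1.73e-12), as were 11 genes of the meninges, at -0.67 (0 of 11 higher, adjusted p = 7.63e-09), 12 genes of the hypothalamus, at -0.47 (1 of 12 higher, adjusted p = 0.000696), and 14 genes of the interferon response, at -0.36 (1 of 14 higher, adjusted p = 0.00303). All 5 were also called without *Mir137*+/+ replicate 1, with means of 0.31, -0.79, -0.60, -0.39 and -0.30 in this order. With the genes the paper names, most of which the study picked from these arrays, the means were 0.60 for 21 cortical genes, -0.89 for 22 choroid plexus genes, -0.61 for 12 meningeal genes, -0.42 for 14 hypothalamic genes and -0.44 for 15 interferon genes, with adjusted p-values of 2.44e-12, 8.99e-16, 6.44e-08, 0.00114 and 0.000570 from limma's camera. The 10 erythroid genes were lower by a mean log2 difference of -0.36 (3 of 10 higher, adjusted p = 0.0250), but were not called without the gene that the paper names (-0.24, adjusted p = 0.113) or without *Mir137*+/+ replicate 2.

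The remaining 12 lists were not called by camera. Their mean log2 differences were -0.021 for raphe and hindbrain, -0.031 for cerebellum, -0.096 for thalamus, -0.038 for striatum, -0.045 for midbrain dopaminergic neurons, -0.074 for pituitary, 0.0057 for myelinating oligodendrocytes, -0.19 for astrocytes, -0.19 for microglia, -0.080 for endothelial cells and pericytes, -0.15 for immature neurons and proliferating cells and -0.044 for GABAergic interneurons. For raphe and hindbrain, cerebellum and midbrain dopaminergic neurons camera ranked the list on the higher side although its mean lay below 0. For raphe and hindbrain the median was above 0, at 0.051, and for oligodendrocytes it was below 0, at -0.085. The mean of raphe and hindbrain hides genes that moved apart, with 9 of 16 higher. *Slc6a4* differed by -1.45 and *Tph2* by -1.04, but *Slc6a5* by 1.00 and *Hoxa5* by 0.77. Each of these had an adjusted p below 0.05 from limma. Without *Mir137*+/+ replicate 1 the astrocyte and microglia lists were called lower as well. By fry, 13 lists were called, 12 of them lower, and the 6 that camera called were among them. Fry compares a list with no change rather than with all other genes. The lower medians of the *Mir137*-/- arrays may therefore add to its lower calls. With the correlation between genes estimated in each list, camera called only the cortical list, and that only with the genes the paper names. Over the genes the paper does not name it then called none, with adjusted p-values of 0.157 for the cortical and the choroid plexus genes, 0.308 for the meninges, 0.314 for the interferon response and 0.419 for the hypothalamus, so these 5 differences rest on the preset correlation or on fry.

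These arrays do not show the region a signal comes from. All 21 cortical genes and all 12 meningeal genes lay above the median of all probe sets, a mean log2 value of 5.79. Some genes of the choroid plexus, hypothalamus and interferon lists lay below it. Of the hypothalamic genes 2 are in another list as well. The most abundant members moved less than their lists in 3 cases. *Camk2a*, the brightest cortical gene, differed by 0.017, *Ttr*, the brightest choroid plexus gene, by -0.10, and *Sst*, the brightest hypothalamic gene, by -0.070. *Enpp2*, the second brightest of the choroid plexus, fell by 0.73, *Ifi27* of the interferon list by 0.54 and *Igf2* of the meninges by 0.96.

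Technical explanations were weighed against these values. Quantile normalization called the same 6 lists and microglia, which argues against a difference in scale. Among the 10 splits of the arrays into 3 and 3, only the real one (1 of 10) called 6 or more lists. The other 9 splits, which mix the genotypes with 2 arrays against 1 on each side, called 1 to 5 lists each, so camera at the preset correlation calls lists also where the groups do not follow the genotype, and the count of lists alone says little. Another count was the difference between the cortical and the choroid plexus list, where the real split, at 1.49, was again the largest (1 of 10). With 10 splits the share can never be below 0.1, so chance cannot be excluded. Differing shares of forebrain and choroid plexus in the dissected samples may contribute. A larger share of cortex alone would be expected to lower lists of other regions. A larger share of the whole forebrain would not be expected to lower striatum, thalamus and hypothalamus, which belong to it. Of 6 lists of other regions 1, the hypothalamus, was lower by camera. By fry 5 of the 6 were, all but raphe and hindbrain, whose genes moved in both directions. The lower medians of the *Mir137*-/- arrays may add to this count by fry. These counts decide neither way, since the dissection is confounded with the genotypes and the share of tissue needed for a call in each list is not known. A lower share of choroid plexus tissue in the *Mir137*-/- samples remains open. That 0 of the 17 choroid plexus genes that the paper does not name were higher is the observation itself and cannot decide for or against it. Some genes of the list moved little. *Ttr* lay near the upper end of the measured range, where a fall is compressed, and its probe set with the lowest p was lower by -0.67 (adjusted p = 0.00617 from limma). *Wfikkn2*, which the paper names, and *Tmem72* lay far below that end and differed by -0.015 and -0.28, less than an equal loss over the whole list would give. A lower expression of these genes in the same amount of tissue remains open too and was not tested, as does an effect of the loss of miR-137 on the development of these regions.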

How the results depend on the processing

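In this part, the authors' deposited fold change was an alternative chosen only after the data had been seen. Of the count of 1153 called probe sets, 146 passed a fold change of 2, 4768 were called with no fold threshold, 340 with Student's t-test after Benjamini-Hochberg adjustment and 523 genes with 1 probe set each. The first 2 follow from the threshold and the last from the smaller number of features tested. With 1 array left out the count ran from 249 (without *Mir137*-/- replicate 3) to 1555 (without *Mir137*+/+ replicate 2), with 341 and 284 without *Mir137*-/- replicates 1 and 2. The t-test estimates each variance from 4 degrees of freedom, and the cause of its lower count was not tested further. All other settings gave 819 to 1546, among them 1028 after quantile normalization (580 higher, 448 lower, 917 shared with the 1153), 1177 with arrays centred on their medians (784 higher, 393 lower, 943 shared), 913 with array weights (weight of *Mir137*+/+ replicate 1 of 0.0846), and 918 or 1058 with the authors' deposited folds and their adjusted or unadjusted p (815 shared in both).

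The count of 10 called genes of the list became 1 at a fold change of 2, 16 with no fold threshold and 6 with the t-test after Benjamini-Hochberg adjustment, and ran from 4 to 10 with 1 array left out (5, 4 and 4 without *Mir137*-/- replicates 1, 2 and 3). It was 9 to 14 under all other settings, with 14 for the probe set with the lowest p. Of the 10 genes, 9 lost their call under some setting, 6 of them without a *Mir137*-/- replicate. The 2 Reactome sets called by camera became 0 by fry and 0 with an estimated correlation. They were 2 under each other setting, although after quantile normalization the synaptic set was replaced by the fatty acid set. The 6 marker lists became 13 by fry and 1 with an estimated correlation, and 5 to 8 with 1 array left out, with 8 without *Mir137*+/+ replicate 1. The odds ratio of calls near *Mir137* was 1.9 (Fisher's exact test, p = 0.199) and rose to 2.43 at the unadjusted p (Fisher's exact test, p = 0.0232). It was 2.64 within 5 Mb and 1.6 within 20 Mb (exact p = 0.0740 and 0.135). The exact p of the separation of the genotypes was 0.1 under each setting but for 0.2 without *Mir137*-/- replicate 1 or 2 and 0.3 without *Mir137*-/- replicate 3, and 0.1 is the smallest p that the number of splits allows.

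The replicate numbers do not pair the arrays, since deviations from the genotype means correlated at 0.045, 0.024 and -0.021 for numbers 1, 2 and 3. With the number as a block there were 1416 called probe sets, 11 listed genes, 2 Reactome sets and 6 marker lists.

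Single genes reversed their direction in these cases. At the probe set with the lowest p, *Ncoa2* was -0.46, *Nr3c1* 0.38, *Slc8a3* 0.12 and *Igf1* -0.35 on the log2 scale, and with the median over the probe sets of a gene they were -0.46, 0.62, 0.042 and -0.14, with *Cxadr* at -0.025. These follow from the unequal probe sets of each gene. After quantile normalization *Wfikkn2* was 0.063 and *Slc8a3* 0.034, with arrays centred on their medians *Wfikkn2* was 0.057, *Slc8a3* 0.036 and *Nr3c1* 0.011, and with array weights they were 0.015, 0.032 and 0.042 and *Gdf15* -0.061. With linear means *Gdf15* was -0.0033. With 1 array left out, *Nr3c1* ran from -0.15 to 0.072, *Wfikkn2* from -0.078 to 0.040, *Slc8a3* from -0.11 to 0.021, *Igf1r* from -0.013 to 0.087 and *Gdf15* from -0.098 to 0.11. *Ncoa2* and *Cxadr* are called as higher at their representative probe sets, and *Nr3c1* gained a call as a gene with the median over its probe sets. For the others no call was gained or lost, and the cause of their reversals was not tested.

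Alternatives with slide, scan date or background correction were not run, since the values are not scanner output, and those of the miR-137 seed match were not run either. Signal over background cannot be read from these values, so the filter on dim probe sets is the only check of depth. It left 33778 or 22519 probe sets and 1166 or 882 calls.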

Differences from the paper's values

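The paper gives 845 genes as upregulated in the brain, and 550 probe sets were called higher here. Among the alternatives set before the data were examined, the value lies within 1.5 times the paper's at the unadjusted p (909), after quantile normalization (580), with arrays centred on their medians (784), with the dimmest 25% of probe sets left out (570), with the replicate block (788), with Student's t-test unadjusted (572), with a robust variance and trend (572) and without *Mir137*+/+ replicate 2 (685). It does not at a fold change of 2, with no fold threshold, with the dimmest 50% left out, with the t-test after Benjamini-Hochberg adjustment, with array weights, with linear means, without any other single array, with 1 probe set per gene, without cross-hybridizing probe sets or with gene symbols. The authors' deposited fold change, chosen after seeing the values, did not close this gap either (445 and 554). The paper gives 701 genes as downregulated, and the 603 probe sets called lower here lie within 1.5 times that. After quantile normalization (448) and with arrays centred on their medians (393) the lower count does not. So these settings narrow the gap for higher probe sets and open a gap for lower ones. At the other settings named as within 1.5 times, the lower count was too. At the unadjusted p the total of 1546 equals the paper's total, with 909 higher and 637 lower where the paper gives 845 and 701.

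For *Fgf9* the paper's Table S4 gives a fold change of 1.58, and the same probe set gave 1.24 here, with a difference under each alternative set before the data were examined. For *Slc8a3* the paper's table gives 1.01, and the value here was -1.02, a fall. The sign is the paper's after quantile normalization, with arrays centred on their medians, with array weights, without *Mir137*+/+ replicate 1, at the probe set with the lowest p and with the median over probe sets, and is not in the other settings.

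In Fig. 7D the fold changes of 20 genes were compared, of which 5 differed by the rule used here and 15 were below the figure. The paper's value for *Ptpn2* is about 1.8 in Fig. 7D, read by eye, against 1.02 here, and the probe set with the lowest p gave 1.86. For *Slc25a5* it is about 2.1 in Fig. 7D, read by eye, against 1.04, and the probe set with the lowest p gave 2.38. For *Cadm2* it is about 2.8 in Fig. 7D, read by eye, against 1.57, and the median over probe sets gave 2.36. For *Nr3c1* it is about 1.6 in Fig. 7D, read by eye, against 0.959, and the probe set with the lowest p gave 1.31 and the median over probe sets 1.54. For *Snap25* it is about 4.9 in Fig. 7D, read by eye, against 1.25, and this gap remained under each alternative set before the data were examined. For the first 4 genes the gap remained under each of the other alternatives.

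The paper states that Notch signaling was positive-enriched in *Mir137*-/- brain, and the matched Reactome set had a mean log2 difference of -0.10 and was not called under any setting. It states the same of the unfolded protein response, whose matched set was at -0.078, or -0.028 without *Mir137*+/+ replicate 1, and not called. The hallmark sets themselves were not tested. The paper describes SOX2 and its targets ITF2 and PTPN2 as upregulated. *Sox2* was higher by a fold change of 1.40 and was called under no setting, *Tcf4* was called at its representative probe set only with no fold threshold, and *Ptpn2* was not called at its own. Single other probe sets of both were called at the threshold used here, 1434149_at of *Tcf4* and 1425198_at of *Ptpn2*, the latter also when *Ptpn2* is represented by the probe set with the lowest p. GCR is shown as higher in the network, and *Nr3c1* was not called at its representative probe set, but was called higher at 1457635_s_at and with the median over probe sets. The paper describes the genes of Table S4 as up-regulated. Of these, 4 of 6 were higher here, and *Wfikkn2* and *Slc8a3* had log2 differences of -0.015 and -0.035. For *Wfikkn2* the table itself gives a fold change of -1.02.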

Other observations

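In this part, the tests of a label swap, of the sex-linked genes and of a gradient between arrays were chosen only after the results were seen.

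*Mir137*+/+ replicate 1 lay apart from the other 5 arrays. Its median absolute distance to the mean of *Mir137*+/+ replicates 2 and 3 was 2.92 times the distance between those 2. After quantile normalization it was still 2.475 times, which argues against a difference in scale as the whole cause. A swap of labels with a *Mir137*-/- array is argued against by the correlations, since its mean correlation with the *Mir137*-/- arrays was lower than with the other *Mir137*+/+ arrays (difference -0.00585), and each *Mir137*-/- array correlated more closely with the other *Mir137*-/- arrays than with any *Mir137*+/+ array. RNA of lower integrity would lower probe sets far from the 3' end relative to near ones. Over 2594 pairs of probe sets at least 500 bases apart, the median difference from replicates 2 and 3 was 0.0759, in the opposite direction. That is larger in size than the -0.00733 between replicates 2 and 3. A difference in RNA quality or labelling between replicate 1 and the other arrays therefore remains open. Another region or cell composition of this sample may play a part. Outside the middle 95% of random lists lay 5 of the 18 marker lists, where 0.9 are given by chance, with hypothalamus (0.25) and interferon response (0.20) higher and cortical neurons (-0.13), striatum (-0.14) and oligodendrocytes (-0.18) lower than in replicates 2 and 3. Of the 21 cortical genes 12 were higher although their mean was lower. With 1 array this cannot be told apart from a difference between individual mice.

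The difference between the genotypes in the number of called probe sets, 1153, was reached by 1 of 10 splits of the arrays, and the other 9 splits called 0 probe sets by limma and 0 to 6 at an unadjusted p. The 10 called genes of the list were likewise reached by 1 of 10 splits, and the 2 called Reactome sets by 3 of 10, with 0 to 3 sets called in the other splits. Since 10 splits cannot give a share below 0.1, chance cannot be excluded by this count. A difference in scale is argued against as the whole cause by the 1028 probe sets called after quantile normalization. RNA integrity that differs between the genotypes remains open. Without *Mir137*+/+ replicate 1, probe sets far from the 3' end were lower in *Mir137*-/- relative to near ones by a median of -0.0158, where the largest such median between 2 arrays of the same genotype was 0.0138. That meets the criterion set for it by a narrow margin, and the shift is small beside the log2 difference that a call requires. A gradient between arrays that also sets *Mir137*+/+ replicate 1 apart may contribute. Across the 45037 probe sets, which are not independent replicates, *Mir137*+/+ replicate 1 minus replicate 2 correlated with *Mir137*-/- minus *Mir137*+/+ replicate 3 at r = -0.238, and at -0.214 with replicates 2 and 3 exchanged. This did not reach the r of -0.3 set as the mark of such a gradient, while over the 901 probe sets called without *Mir137*+/+ replicate 1, which were chosen for a difference, it was -0.479. The 2 values leave it open.

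The allele was made in embryonic stem cells of another mouse strain than the C57BL/6 mice it was crossed with, so *Mir137*-/- mice carry sequence of that strain around *Mir137*. Within 10 Mb of *Mir137* 5 of 104 genes were called (4.81%), against 504 of 19478 elsewhere (2.59%; Fisher's exact test, two-sided, p = 0.199), so that chance stays open for this excess. These 5 genes made up 0.982% of all called genes, so genes within this distance account for few of the calls. With 104 genes in the window a small share was bound to result, so it decides little about the stem cell strain. Sequence of that strain farther along chromosome 3 or on other chromosomes was not tested. The 5 genes are *Gm32444*, *Abca4*, *Synpo2*, *5730508B09Rik* and *Tmem56*, named after their values were seen. *Gm32444*, the probe set with the largest measured rise in *Mir137*-/-, is the nearest of them to *Mir137*. A hypothesis is that its signal comes from the targeted allele or from a variant of the stem cell strain rather than from the loss of miR-137, which was not tested, and leaving it out would change the count of calls near *Mir137* to 4.

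Sex was checked because the methods describe male mice. *Xist* lay at or above percentile 94.2 of all probe sets on each of the 6 arrays at its brightest probe set, and was lower in *Mir137*-/- by a log2 difference of -0.40 (adjusted p = 0.0123 from limma), below the fold threshold. Of the Y-linked genes *Ddx3y* lay at or above percentile 64.8 on every array, *Eif2s3y* 54.1, *Kdm5d* 41.1 and *Uty* 31.7. At the dimmest of its probe sets *Xist* still lay at or above percentile 82.8 on every array, which argues against RNA of male mice alone. Cross-hybridization or background at the Y-linked probe sets may give their values, with RNA of female mice on the arrays. RNA of both sexes on each array may also give such values. For the second, 0 of the 4 Y-linked genes lay above the 75th percentile on every array. Without an array of known sex the 2 cannot be told apart.

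Arrays of the same genotype differed little, apart from *Mir137*+/+ replicate 1. Over 20 immediate early and erythroid genes, chosen as variable between mice, the median SD lay at percentile 23.3 of random lists in *Mir137*-/- and at 49.4 in *Mir137*+/+ replicates 2 and 3. A larger SD than in random lists would have argued for separate mice. The 2 parts of the list pointed apart in *Mir137*+/+ replicates 2 and 3, with immediate early genes at percentile 81.9 and erythroid genes at 2.55, while in *Mir137*-/- they were at 41.9 and 12.3. The percentile of 23.3 is consistent with *Mir137*-/- arrays hybridized with RNA of the same pool, and also with mice that differ little in these genes. The methods state individual mice.

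Genes of the GH/IGF-1 axis that the paper measured by QPCR were read from the brain arrays. *Igf1* differed by a log2 difference of 0.078 (adjusted p = 0.458 from limma), *Igf1r* by 0.021 (adjusted p = 0.880), *Ghr* by -0.32 (adjusted p = 0.0630) and *Gdf15* by 0.0054 (adjusted p = 0.981). None of the 4 was called. For *Igf1* the sign turned at the probe set with the lowest p (-0.35), for *Igf1r* without *Mir137*+/+ replicate 2 or 3, and for *Gdf15* without *Mir137*+/+ replicate 1 (-0.098) and without *Mir137*-/- replicate 2 or 3.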
